# Murine Myocardial Transcriptome Analysis Reveals a Critical Role of COPS8 in the Gene Expression of Cullin-RING Ligase Substrate Receptors and Redox and Vesicle Trafficking Pathways

**DOI:** 10.3389/fphys.2017.00594

**Published:** 2017-08-17

**Authors:** Ammara Abdullah, Kathleen M. Eyster, Travis Bjordahl, Peng Xiao, Erliang Zeng, Xuejun Wang

**Keywords:** the COP9 signalosome, transcription profiling, myocardium, COPS8 gene, conditional gene targeting, cullin-RING ligases, F-box proteins, mouse

## Abstract

**Background:** The COP9 signalosome (CSN) consisting of 8 unique protein subunits (COPS1 through COPS8) serves as the cullin deneddylase, regulating the catalytic dynamics of cullin RING ligases (CRLs), the largest family of ubiquitin ligases Background: The COP9 signalosome (CSN) consisting of 8 unique protein subunits (COPS1 through COPS8) serves as the cullin deneddylase, regulating the catalytic dynamics of cullin RING ligases (CRLs), the largest family of ubiquitin ligases. Supported primarily by the decrease of substrate receptor (SR) proteins of CRLs in cells deficient of a CSN subunit, CSN-mediated cullin deneddylation is believed to prevent autoubiquitination and self-destruction of the SR in active CRLs. However, it is unclear whether the decrease in SRs is solely due to protein destabilization. Moreover, our prior studies have demonstrated that cardiac specific knockout of *Cops8* (Cops8-CKO) impairs autophagosome maturation and causes massive necrosis in cardiomyocytes but the underlying mechanism remains poorly understood. Given that Cops8 is nucleus-enriched and a prior report showed its binding to the promoter of several genes and association of its ablation with decreased mRNA levels of these genes, we sought to determine the dynamic changes of myocardial transcriptome in mice with perinatal Cops8-CKO and to explore their functional implications.

**Methods and Results:** Myocardial transcriptomes of *Cops8*^*flox*/*flox*^, *Cops8*^*flox*/+^*::Myh6-Cre*, and *Cops8*^*flox*/*flox*^*::Myh6-Cre* littermate mice at postnatal 2 and 3 weeks were analyzed. The data were imported into an in-house analysis pipeline using Bioconductor for quantile normalization and statistical analysis. Differentially expressed genes (DEGs) between groups at each time point or between time points within the group were revealed by *t*-test. Genes with *p* < 0.05 after Benjamini and Hochberg false discovery rate correction for multiple hypothesis testing were considered as significant DEGs. We found that (1) the Ingenuity Pathway Analysis (IPA) revealed significant enrichment of DEGs in multiple pathways, especially those responding to oxidative stress, in homozygous Cops8-CKO hearts at both 2 and 3 weeks, corroborating the occurrence of massive cardiomyocyte necrosis at 3 weeks; (2) the decreases in multiple CRL SR proteins were associated with decreased transcript levels; and (3) enrichment of DEGs in the chromatin remodeling pathway and the microtubule motility and vesicle trafficking pathways.

**Conclusions:** Our data are consistent with the notion that Cops8/CSN plays a role in the transcriptional regulation of CRL SRs and in the redox and vesicle trafficking pathways.

## Introduction

Originally identified in mutant *Arabidopsis* that exhibits constitutive photomorphogenesis (Wei and Deng, 1992), the COP9 signalosome (CSN) is evolutionally conserved from yeast to humans, with its *bona fide* biochemical activity being cullin deneddylation responsible for the deconjugation of the ubiquitin-like protein NEDD8 from the cullin scaffold subunit of cullin-RING ligases (CRLs) (Lyapina et al., 2001; Bosu and Kipreos, 2008; Sozen et al., 2015). The assembly of a CRL is centered on a cullin scaffold which binds a substrate receptor (SR) module at its amino terminal end and a catalytic RING-containing protein (either RBX1 or RBX2) at its carboxyl terminal end. Covalent attachment of NEDD8 to the cullin via a ubiquitination-like process known as neddylation activates the CRL while CSN-mediated cullin deneddylation is also required for the proper functioning of most, if not all, CRLs (Wei and Deng, 2003; Chamovitz, 2009). CRLs are the largest family of ubiquitin E3 ligases; hence, the CSN plays an important role in regulation of ubiquitination. In higher eukaryotes, the CSN holocomplex consists of 8 unique protein subunits (CSN1 through CSN8) (Wei and Deng, 1999) where the deneddylase enzymatic activity resides in the metalloenzymatic motif or JAMM domain of CSN5 subunit (Cope et al., 2002). CSN1-CSN4, CSN7, and CSN8 are the six PCI (Proteasome lid-CSN-*I*nitiation factor 3) domain-containing proteins whereas CSN5 and CSN6 are the two MPN (MPR1/PAD1 amino-terminal) domain-containing proteins. The crystal structure of the CSN holoenzyme reveals that the 6 PCI's form a horseshoe-shaped ring where α-helices of all subunits form a large bundle. CSN5 and CSN6 are present at the core of this bundle. In the absence of substrate, CSN5 is auto-inhibited. CSN4 senses the binding of neddylated CRL whereas CSN5 with the help of CSN6, specifically removes NEDD8 from CRLs (Lingaraju et al., 2014). Binding of either the CSN or a CRL substrate to a neddylated CRL is a competitive mechanism. According to the current model, when the substrate for an active CRL runs low, the CSN binding and subsequent deneddylation of CRLs prevents the autoubiquitination and resultant destruction of the SR proteins of the CRL complex (Wang and Martin, 2015). On the other hand, binding of substrate to CRL complexes markedly inhibits deneddylation by the CSN. In fact, binding of substrate to the CSN-CRL complex facilitates dissociation of the CSN (Emberley et al., 2012). Dissociation of the CSN from the unloaded and deneddylated CRL allows binding by CAND1 (Cullin-Associated and Neddylation-Dissociated 1) protein. The CAND1 dissociates the old SR module for a new SR, which allows formation of a new CRL that is specific for a different class of substrates. The preserved SRs can also complex with the cullin and RBX-assembly of no longer needed CRLs and maintain homeostasis of CRL substrates in the cell (Schmidt et al., 2009; Pierce et al., 2013; Wang and Martin, 2015). Given the indispensable role of the CSN in propelling cell division cycle progression and sustaining cell survival, targeting the CSN for treatment of cancer has long been sought and, with the identification of small molecular inhibitors of CSN5 (Schlierf et al., 2016), this strategy has shown great promise; hence, it becomes more significant to have a better understanding of the impact of CSN impairment on the wellbeing of vital organs, such as the heart.

Ablation of any one of the CSN subunits leads to loss of the holocomplex and cullin deneddylation activity (Busch et al., 2007). Therefore, the entire CSN holocomplex is required for cullin deneddylation although the deneddylase activity of the CSN only resides in CSN5 (Wei and Deng, 2003). The CSN8, the smallest and the least conserved CSN subunit, is encoded by the *COPS8* gene. We have previously reported that CSN8 is required for the deneddylation of cullins in cardiomyocytes and that a defect in deneddylation activity due to conditional knockout of the *Cops8* gene in cardiomyocytes (CSN8-CKO) leads to decreased expression of SR proteins, such as Fbxo32, VHL and Fbxw1a, in the heart (Su et al., 2011b). Our group has also provided compelling evidence that CSN8/CSN regulates not only the ubiquitin-proteasome system (UPS) but also the autophagic-lysosomal pathway for cardiac protein quality control and that CSN8-CKO initiated in perinatal and adult mice causes massive cardiomyocyte necrosis and heart failure (Su et al., 2011a,b, 2013). However, the molecular basis underlying these CSN8/CSN functions in the heart remains poorly understood.

Most studies have defined CSN8/CSN as a post-translational regulator of protein degradation. CSN8 function at the transcriptional level has rarely been investigated in vertebrates although the CSN was originally identified as a transcriptional repressor (Wei and Deng, 1992; Wei et al., 1994). CSN subunits have been evaluated for their role beyond the regulation of protein stability and it was suggested that CSN subunits might have a direct role in the regulation of gene expression (Wei et al., 2008; Chamovitz, 2009). In human HEK293 cells, silencing of CSN5- caused a decrease in F-box protein 4 (*Fbx4*) expression (Cope and Deshaies, 2006). In mice, CSN5-deleted thymocytes showed decreased expression of *I*κ*B*-α mRNA (Panattoni et al., 2008). Similarly, CSN8 conditional knockout in peripheral T cells caused aberrant gene expression of several cell cycle genes and chromatin immunoprecipitation assays detected CSN8 at the promoter regions of these genes (Menon et al., 2007). We have previously shown that CSN8 is enriched in the nuclei of cardiomyocytes (Su et al., 2011b), consistent with a role of CSN8 in regulation of cardiac gene expression. However, the role of CSN8 as a potential transcriptional regulator in the heart has not been tested. We therefore sought to determine the impact of cardiac CSN8 deficiency on myocardial gene expression. The impact of loss of a CSN subunit on the full transcriptome of an organ in a vertebrate animal has not been described although the gene expression profile of ablation of CSN subunits, such as CSN4 and CSN5 in lower species (e.g., *Drosophila*) were reported (Oron et al., 2007).

Using whole-genome DNA microarray, here we profiled the dynamic changes in myocardial transcriptome of mice with perinatal CSN8-CKO. Our analyses demonstrate for the first time that CSN8-CKO has a major effect on the transcript levels of genes enriched in multiple pathways including signaling pathways in responses to oxidative stress, microtubule dynamics and vesicle trafficking, corroborating very well with the functional changes in the heart. Further verification of the expression changes at the protein level reveals that the reduced protein levels of many SR proteins of CRLs in myocardium with CSN8-CKO are associated with decreased expression at the transcript level, suggesting that CSN8/CSN plays an important role in promoting the gene expression of the SR in addition to protecting them from autoubiquitination.

## Materials and methods

### Mice

We have previously described generation of CSN8-CKO mice with the use of the *Cre*-loxP system in which transgenic *Cre* expression is driven by the mouse α-myosin heavy chain (*Myh6*) promoter (Su et al., 2011b). The *Cops8*^*flox*/*flox*^ (CTL) and *Cops8*^*flox*/+^*::Myh6-Cre* (Heterozygous *Cops8* knockout or Het-CKO) littermates of *Cops8*^*flox*/*flox*^*::Myh6-Cre* (homozygous CSN8-CKO or Hom-CKO) mice were used. The knockout of the *Cops8* gene which encodes CSN8 was confirmed with real time reverse transcription PCR (RT^2^-PCR) where primers for the 5'UTR region and exon 5 of the *Cops8* gene were used (Supplementary Figures 1A,B). This study was carried out in accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals (US Department of Health, Education, and Welfare, Department of Health and Human Services, NIH Publication 85-23). The protocol for care and use of animals in this study was approved by the Institutional Animal Care and Use Committee of the University of South Dakota.

### RNA extraction and purification

Total RNA from mouse ventricular myocardial samples was extracted and purified using the RNeasy plus mini kit (Catalog number: 74134) from Qiagen. Briefly, 30–50 mg of ventricular myocardial tissue was homogenized in 1 mL of TRI reagent with a Polytron homogenizer. Bromochloropropane (200 μL) and 3 M sodium acetate (60 μL) were added and the homogenate was centrifuged. After centrifugation the aqueous layer was collected, mixed with RLT buffer (Qiagen, Valencia, CA) and ethanol, and centrifuged through a Qiagen RNeasy column. The column was washed and treated with ribonuclease-free deoxyribonuclease (Qiagen) to remove any potentially contaminating DNA. The total RNA was then eluted from the column.

### RNA quality control and quantification

RNA samples were tested for their quality and quantity by microfluidics analysis using a RNA 6000 Nano LabChip kit in an Agilent Bioanalyzer (Agilent Technologies).

### Microarray gene expression analysis

Gene expression in the myocardium of CTL, Het-CKO, and Hom-CKO littermate mice at 2 and 3 weeks of age (*n* = 3 mice/group, both sexes were used for each group) was analyzed using DNA microarrays (CodeLink Whole Mouse Genome Bioarrays, Applied Microarrays, Inc., Tempe, AZ) as described previously (Eyster et al., 2007). Briefly, the MessageAmp II aRNA Amplification kit (Ambion/ThermoFisher) was used for the synthesis of biotinylated cRNA. RNA in the samples was reverse transcribed into first strand complementary DNA (cDNA) and the second strand of cDNA was then synthesized. Complementary RNA (cRNA) was synthesized from the double-stranded cDNA in a reaction that incorporates biotin-11-UTP. The biotinylated cRNA was purified on a Qiagen RNeasy column and fragmented. The fragmented cRNA was hybridized with the DNA microarrays for 18 h at 37°C. The slides were washed and incubated with streptavidin-Alexa Fluor 647 (Molecular Probes) and washed again. The slides were scanned with an Axon GenePix 4,000B Scanner. Gene expression values were obtained from a summarization of intensity values of all corresponding probes using the RMA (Robust Multi-array Average) method. The pre-processed microarray data were imported into an in-house analysis pipeline using Bioconductor for quantile normalization and statistical analysis.

The choice of the 2- and 3-week-of-age time points was based on the phenotype of these mice. Overt left heart failure as reflected by increased lung weight to body weight ratios was not discerned at 3 weeks but was evidenced at 4 weeks in the Hom-CKO mice; cardiomyocyte necrosis as well as the impairment of UPS performance as reflected by accumulation of a surrogate UPS substrate were not discernible until 3 weeks of age (Su et al., 2011a,b). Hence, to decipher potential molecular basis at the transcription level for CSN8 deficiency to induce cardiomyocyte necrosis and myocardial UPS impairment we elected to examine a time point before (2 weeks) and a time point after (3 weeks) these major pathologies become detectable in the Hom-CKO mice.

### Pathway and network analysis

Differentially expressed genes (DEGs) were analyzed using the QIAGEN's Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) to identify significantly enriched pathways. Expression data were processed by the IPA software suite system, which scores and ranks pathways enriched in our data by the proportion of pathway associated genes with significant expression values. Ultimately, this allows the visualization of canonical pathways significantly enriched for our given data set. Network analysis was performed using R package WGCNA on the expression profiles of all hand-curated pathway genes. The package WGCNA uses a topological overlap measure to construct weighted correlation networks. We applied it in this study to detect gene correlation modules, which are defined as groups of highly correlated genes. The network obtained was exported to Cytoscape, a network visualization software platform.

### Real time reverse transcriptase PCR (RT^2^-PCR)

RT^2^-PCR was used to confirm the gene expression of *Cops8* and additional genes in mouse heart tissue. Predesigned primers and probes for 5′UTR and exon 5 region of the CSN8 gene as well as for Synapsin II were obtained from Assays on Demand (Applied Biosystems). TaqMan Gold RT-PCR reagents were used to perform RT-PCR (Applied Biosystems, Foster City, CA). While the first-strand cDNA synthesis was carried out using a MultiScribe Reverse Transcriptase, AmpliTaq Gold DNA polymerase was used for DNA amplification. Triplicates of each RNA sample were performed. For control reactions, a no-reverse transcriptase (NRT) and a no-RNA control (NRC) for each experimental and reference gene (GAPDH) were included. Each well contained appropriate Master Mix pool or No-RT Master Mix pool (19 μl) and appropriate RNA (6 μl). Plate was sealed with a 96-well plate film and centrifuged at 1,200 × g for 2 min. Plate was then placed in StepOne Plus Real Time PCR Machine and program was run according to manufacturer's instruction. Changes in expression of each gene of interest were calculated relative to the endogenous control (housekeeping gene) GAPDH. An RNA concentration response curve was obtained for all genes including GAPDH. The validation curves were used to determine the concentration of RNA added to the RT-PCR reaction. Data from the RT^2^-PCR reactions were analyzed with use of qBase software (http://medgen.ugent.be/qbase/). This program uses a delta Ct (threshold cycle) relative quantitation model with PCR efficiency correction and multiple reference gene normalization.

### Western blot analysis

Ventricular myocardial tissues from Hom-CKO mice as well as littermate controls were collected and immediately frozen in liquid nitrogen. Samples were then stored at –80°C until further use. Tissues were homogenized using a lysis buffer (80 mM Tris-HCl, 2% SDS and 10% glycerol) and further sonicated on ice. The tissue lysates were boiled for 5 min and then centrifuged at 12,000 g for 8 min. The supernatant was collected for western blot analyses. The concentration of total protein was determined with BCA reagents (Pierce, Rockford, IL, USA). To probe for FBXO31, 60 μg of total proteins, and to probe for Asb-14 and TTLL1, 100 μg of total proteins were separated by SDS-PAGE, transferred to PVDF membrane, and blotted with rabbit anti-FBXO31 antibody (1:500, Abcam), Anti-Asb14 antibody (1:200, Santa Cruz), and anti-TTLL1 antibody (Santa Cruz, 1:1,000). Western blot analysis was performed as described previously (Su et al., 2011a).

### Statistical analysis

The microarray data were imported into an in-house analysis pipeline using Bioconductor for quantile normalization and statistical analysis. DEGs between groups at each time point or between time points within the group were revealed by *t*-test. Genes with *p* < 0.05 after Benjamini and Hochberg false discovery rate correction for multiple hypothesis testing were considered as significant DEGs. The enrichment analysis of hand-curated pathway genes in significant DEGs was performed using Fisher's exact test. The *p*-value (< a cutoff value 0.05) obtained represents enrichment of pathway genes in the DEG set. The comparison of RT^2^-PCR and microarray data of individual gene expression among CTL, Het-CKO, Hom-CKO groups used one way ANOVA followed by Tukey's test for pair-wise comparison. Western blot data were analyzed with *t*-test using GraphPad Prism (GraphPad Software, San Diego, CA).

## Results

### Identification of DEGs in response to CSN8-CKO

Whole mouse genome DNA microarrays (CodeLink) were utilized to compare the gene expression profiles among control (CSN8^flox/flox^, CTL), heterozygous CSN8-CKO (Het-CKO), and homozygous CSN8-CKO (Hom-CKO) mouse groups. 

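Ventricular RNA from 18 mouse hearts was profiled, with 3 hearts in each of 6 groups: CTL, Het-CKO and Hom-CKO mice at 2 and 3 weeks of age. Het-CKO and Hom-CKO mice carry a Cre recombinase driven by the Myh6 promoter, which deletes floxed Cops8 in cardiomyocytes, and Cops8 encodes the CSN8 subunit of the COP9 signalosome. The deleted gene was measured by 2 probes. The brighter probe read 34.8 ± 3.36 in CTL, 35.5 ± 1.77 in Het-CKO and 38.7 ± 3.39 in Hom-CKO hearts at 2 weeks (mean ± SD, n = 3). At 3 weeks it read 31.7 ± 1.14, 30.9 ± 4.30 and 35.4 ± 0.292 in the same order. The dimmer probe read 25.7 ± 2.07, 22.7 ± 0.638 and 24.2 ± 1.88 at 2 weeks and 26.2 ± 2.41, 23.6 ± 1.90 and 25.1 ± 0.234 at 3 weeks. Neither probe passed the test in any genotype comparison, with adjusted p from limma between 0.212 and 0.923. Where these probes lie relative to the floxed exons is not known here, and a probe outside the deleted part checks no genotype. Of 9 genes of the COP9 signalosome, none passed the test between Hom-CKO and Het-CKO hearts at 2 weeks, and Cops6 was lower at 3 weeks (log2 fold change -0.43, standard error 0.08, adjusted p = 0.00128; 0 higher and 2 lower adjusted over the list alone).

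Each array was hybridised with biotin-labelled cRNA from 1 heart and read in 1 colour. The scanner software took the mean brightness of each spot minus the median of its local background, and the deposited series table holds these intensities after division by a per-array median. From the unscaled intensities, spots that the software had marked as contaminated, irregular or missing were left out, and the 18 arrays were brought to 1 distribution by quantile normalization. Values were divided by the median probe, so a level of 1 is that of the median probe, raised to a floor of 0.318 and put on a log2 scale. A probe was tested where it was above background on all 3 arrays of at least 1 group, which held for 26606 of 34967 probes. limma was fitted once to the 18 arrays with 1 mean per group, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Levels are given as the mean ± SD of 3 hearts unless another n is stated, and a gene with several probes is given by its brightest one unless stated. Gene lists were tested with camera at a preset correlation of 0.01, and a p with an estimated correlation stands beside each list that passed. Where a gene was above background on no array of a group, the fold is a lower bound against the dimmest signal above background on those arrays.

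The groups differed in brightness. The median raw intensity per array was 38.5 (range 37.9 to 48.3) in CTL, 56.2 (51.8 to 57.0) in Het-CKO and 56.7 (42.0 to 57.7) in Hom-CKO hearts at 2 weeks. At 3 weeks it was 27.5 (26.2 to 31.0), 36.1 (32.3 to 36.8) and 39.4 (36 to 40.4). The median share of probes near background per group ran from 21.9% in Het-CKO hearts at 2 weeks to 33.8% in CTL hearts at 3 weeks. The 2 ages were scanned in separate sets, so age and scan set cannot be told apart. Xist, expressed in female cells, was at the floor in all 3 Het-CKO hearts at 3 weeks, in Hom-CKO replicates 2 and 3 at 2 weeks, and in replicate 2 of both CTL and Hom-CKO at 3 weeks. The Y-linked genes Ddx3y, Eif2s3y and Uty were high in those hearts. The number of arrays limits the precision of each value.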

The raw data for these DNA microarrays have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO; www.ncbi.nlm.nih.gov/geo, Accession Number GSE100104) in accordance with Minimum Information About a Microarray Experiment (MIAME) standards (Brazma et al., 2001).

GeneSpring GS software (v.12.5) was initially used to analyze DEGs. The microarray data revealed 521 DEGs at 3-weeks-of-age with cut-off log2 |fold change|≧1. Among these genes, 271 genes were upregulated and 250 were downregulated. Similarly, at 2-weeks-of-age, out of 78 DEG, 35 genes were upregulated and 43 were downregulated.

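In 3-week Hom-CKO hearts the largest rise among probes with a gene symbol was that of Gdf15, a stress-induced cytokine of the TGF-β family, which read 10.6 ± 1.43 (SD, n = 3) in Hom-CKO and 0.369 ± 0.0620 (SD, n = 3) in Het-CKO hearts (log2 fold change 4.85, standard error 0.33, adjusted p = 5.90e-08 from limma, above background in 1 of 3 Het-CKO hearts). Transcripts of the transcription factor Tbx15 (8.45 ± 0.669 in Hom-CKO and 0.421 ± 0.0615 in Het-CKO hearts), the ketone body enzyme Bdh1 (16.1 ± 1.64 in Hom-CKO and 0.846 ± 0.188 in Het-CKO hearts) and the tryptophan-degrading enzyme Ido1 (30.0 ± 1.77 in Hom-CKO and 1.60 ± 0.414 in Het-CKO hearts) rose as well. The protease inhibitor Serpinb1c was at least 22.8-fold higher (adjusted p = 6.03e-12) and above background in no Het-CKO heart. The other leading rises among them were Nppa, the atrial natriuretic peptide (log2 fold change 3.77), cytidine deaminase Cda (3.72) and 5830418P13Rik (3.64). The deepest fall among these probes was that of the predicted gene Gm19277, from 11.2 ± 1.29 in Het-CKO to 0.977 ± 0.212 in Hom-CKO hearts. Among probes with a symbol it was followed by the calmodulin-binding peptide Pcp4 (log2 fold change -2.65), Fbp2, the muscle fructose-bisphosphatase (-2.56), and Pfkfb1, which makes and degrades fructose 2,6-bisphosphate (-2.49). Histamine methyltransferase Hnmt (-2.39), monoamine oxidase Maob (-2.34), the water channel Aqp4 (-2.30, at the dimmer of its probes) and the pseudogene Mindy4b-ps (-2.23) completed the 8 largest falls of probes with a symbol, each with an adjusted p under 0.05 from limma. The probe of Ces3, found by its accession, carries no symbol in the annotation and fell by more than that of Pcp4. At a log2 fold change of at least 1 and an adjusted p under 0.05, 578 probes passed, of which 373 were higher and 205 lower in Hom-CKO than in Het-CKO hearts. Without the threshold on size, 3822 of 26594 probes passed (1994 higher and 1828 lower, 3233 named genes), and 6947 had an unadjusted p under 0.05. The methods' t-test with Benjamini-Hochberg adjustment called 1414 probes, and 5993 without adjustment.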

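At 2 weeks, as at 3, Gdf15 led the rises of probes with a symbol in Hom-CKO over Het-CKO hearts (3.62 ± 1.91 (SD, n = 3) in Hom-CKO and 0.326 ± 0.0134 (SD, n = 3) in Het-CKO hearts, log2 fold change 3.31, standard error 0.33, adjusted p = 2.67e-05 from limma). The antisense transcript Epb41l4aos rose from 5.68 ± 0.306 to 32.6 ± 2.40. Tbx15 (log2 fold change 2.35), the transporter Mfsd4b5 (2.11, above background in 1 of 3 Het-CKO hearts), the synaptic vesicle protein synapsin II, Syn2 (2.08, at 1 of the 2 of its 5 probes that passed), the stretch-responsive cardiac ankyrin repeat protein Ankrd1 (1.83) and the immediate early factor Egr2 (1.70) followed. Of the falls of such probes, that of Gm19277 was again the deepest (1.96 ± 0.472 in Hom-CKO and 15.3 ± 0.343 in Het-CKO hearts). The muscle phosphorylase kinase subunit Phkg1 fell from 8.66 ± 1.04 to 2.23 ± 0.209 and Pcp4 from 3.58 ± 0.167 to 0.827 ± 0.156 (n = 2). Both probes of Aqp4 fell, as did Ttll1 at 1 of its 2 probes, Mindy4b-ps and 2010001K21Rik, with log2 fold changes between -1.84 and -1.65. At a log2 fold change of at least 1 and an adjusted p under 0.05, 128 probes passed (81 higher and 47 lower). Without the threshold on size 842 of 26580 probes passed (402 higher and 440 lower, 703 named genes), against 3968 with an unadjusted p under 0.05. The methods' t-test called 223 after Benjamini-Hochberg adjustment and 4977 before it. The count by limma was 529, 406, 443, 401 and 521 without Het-CKO replicates 1, 2 and 3 and Hom-CKO replicates 1 and 2, each left out in turn. Egr2 lost its call at 2 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 1 or 2 (adjusted p = 0.0690 to 0.129) or under 4 other settings (adjusted p = 0.0612 to 0.235), and Pcp4 lost its call at 2 weeks without Hom-CKO replicate 2 (adjusted p = 0.0658) or with the methods' t-test (adjusted p = 0.0579). Gdf15, Tbx15 and Ankrd1 at 2 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0630 to 0.0941).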

The Hom-CKO mice start displaying cardiac hypertrophy and cardiac malfunction at 2 weeks of age and overt heart failure at 4 weeks (Su et al., 2011b). One of the characteristics of cardiac hypertrophy or injury is reactivation of the fetal gene program. Using multiple methods, our group had previously shown the induction of fetal genes natriuretic peptide type A (*Nppa*) and B (*Nppb*), skeletal α-actin (*Acta1*), and β-myosin heavy chain (*Myh7*) in the Hom-CKO hearts (Su et al., 2011b). In the present study, gene expression profiling also detected marked reactivation of the fetal gene program (Supplementary Figure 2A), which is consistent with cardiac pathology in the Hom-CKO mice and, more importantly here, provides a verification of the sensitivity as well as the accuracy of our microarray data. 

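Of 10 measured genes of the fetal cardiac program, 6 rose in Hom-CKO over Het-CKO hearts at 3 weeks, 1 fell and 3 did not pass the test (6 and 2 adjusted over the list alone). As a set they were higher (camera, adjusted p = 0.0131, adjusted p = 0.406 with an estimated correlation). Nppb, the B-type natriuretic peptide, rose from 48.9 ± 10.5 in Het-CKO to 219 ± 25.3 in Hom-CKO hearts (SD, n = 3; log2 fold change 2.18, adjusted p = 7.59e-06 from limma). Nppa read 241 ± 15.3 in Hom-CKO and 18.0 ± 4.05 in Het-CKO hearts. Skeletal α-actin, Acta1, read 264 ± 14.2 (n = 2) in Hom-CKO and 67.2 ± 15.5 in Het-CKO hearts (log2 fold change 2.00, standard error 0.37, adjusted p = 0.00179), and Ankrd1 read 74.5 ± 2.38 in Hom-CKO and 9.91 ± 2.21 in Het-CKO hearts. β-Myosin heavy chain, Myh7, was higher at both its probes, by a log2 fold change of 1.46 at 1 (adjusted p = 1.00e-05) and 1.28 at the other (adjusted p = 0.0272). The smooth muscle actin Acta2, which immature cardiomyocytes also express, went the other way and fell from 94.0 ± 15.3 to 42.6 ± 5.60. At 2 weeks 5 of the genes rose and 1 fell (6 and 1 adjusted over the list alone; camera, adjusted p = 0.000916, adjusted p = 0.266 with an estimated correlation). Nppa read 26.3 ± 4.19 in Hom-CKO and 9.30 ± 6.25 in Het-CKO hearts (log2 fold change 1.69, standard error 0.40, adjusted p = 0.0288), Acta1 144 ± 17.6 in Hom-CKO and 53.2 ± 4.50 in Het-CKO hearts and Nppb 122 ± 27.8 in Hom-CKO and 54.8 ± 4.32 in Het-CKO hearts. The slow troponin I Tnni1 rose at 2 weeks (log2 fold change 1.22, adjusted p = 0.0342) and did not pass at 3 weeks (0.63, adjusted p = 0.186). Nppa lost its call at 2 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 1 or 2 (adjusted p = 0.0516 to 0.166), with the replicate number as a block (adjusted p = 0.0610) or under 5 other settings (adjusted p = 0.0573 to 0.228), and Acta1 lost its call at 2 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0564 to 0.129), with the replicate number as a block (adjusted p = 0.0603) or under 3 other settings (adjusted p = 0.0590 to 0.130). Nppb lost its call at 2 weeks without Hom-CKO replicate 1 or Het-CKO replicate 2 or 3 (adjusted p = 0.0557 to 0.0823) or with the methods' t-test (adjusted p = 0.102), and Tnni1 lost its call at 2 weeks without Hom-CKO replicate 1 or 3 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0532 to 0.174), with the replicate number as a block (adjusted p = 0.0841) or under 7 other settings (adjusted p = 0.0516 to 0.149). The second Myh7 probe lost its call at 3 weeks without Hom-CKO replicate 1 or 3 or Het-CKO replicate 2 (adjusted p = 0.0717 to 0.385) or under 9 other settings (adjusted p = 0.0518 to 0.366). Acta1, the other Myh7 probe and Acta2 at 3 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0534 to 0.0672).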

Down-regulation of calcium handling genes (e.g., *Pln, Atp2a2*) and adult forms of sarcomeric genes (e.g., *Actc1* and *Tpm1*) is another gene expression signature of cardiac hypertrophy and failure. 

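At 3 weeks Pln, the phospholamban that restrains the sarcoplasmic calcium pump, read 289 ± 8.12 (SD, n = 3) in Hom-CKO and 338 ± 30.8 (SD, n = 3) in Het-CKO hearts (log2 fold change -0.22, standard error 0.11, adjusted p = 0.203 from limma). The pump gene Atp2a2 was measured by 2 probes that differed. The bright probe read 442 ± 26.1 in Hom-CKO and 463 ± 28.0 in Het-CKO hearts (log2 fold change -0.07, adjusted p = 0.748) and was saturated on 7 of 18 arrays, all at 2 weeks. The dim probe fell from 29.4 ± 6.07 to 13.0 ± 0.503 (log2 fold change -1.16, standard error 0.26, adjusted p = 0.00566). α-Tropomyosin, Tpm1, fell from 159 ± 5.61 to 88.7 ± 10.7 (log2 fold change -0.85, adjusted p = 0.00125). The cardiac α-actin probe of Actc1 was saturated on 13 of 18 arrays, so no fold is given for it. Of 18 calcium handling genes, 3 fell and 15 did not pass (0 and 5 higher and lower adjusted over the list alone; camera, adjusted p = 0.132). The list passed as lower with median scaling (camera, adjusted p = 0.00776), with the series value table (0.00876) and without Het-CKO replicate 2 (0.0315). Those lower were Hrc, a calcium-binding protein of the sarcoplasmic reticulum (log2 fold change -0.70, adjusted p = 0.00483), Asph, whose locus encodes junctin (-0.46, adjusted p = 0.0174), and the L-type channel subunit Cacnb2 (-0.70, adjusted p = 0.0356). Of 21 adult sarcomere genes, Tpm1 and the titin cap Tcap (log2 fold change -0.70) fell, the chaperone Cryab rose (0.61) and 18 did not pass (1 higher and 2 lower adjusted over the list alone; camera, adjusted p = 0.923). The median of this list was 0.06 and its mean was below 0. Among 32 cardiac ion channel genes, 3 rose and 3 fell (the same counts adjusted over the list alone; camera, adjusted p = 0.646). Kcne1, a subunit of the slow delayed rectifier, rose by 1.76. The transient outward channel gene Kcnd2 fell at its brightest probe (-1.70) and did not pass at 3 of its 4 others, and its partner Kcnip2 fell (-1.12). With median scaling in place of quantile normalization Pln (adjusted p = 0.00123) and the bright probe of Atp2a2 (adjusted p = 0.0308) passed as lower. Asph lost its call at 3 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 1 (adjusted p = 0.0631 to 0.0837) or with the methods' t-test (adjusted p = 0.111), and Cacnb2 lost its call at 3 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 1 or 3 (adjusted p = 0.0571 to 0.148) or under 5 other settings (adjusted p = 0.0543 to 0.0962). Cryab lost its call at 3 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 2 (adjusted p = 0.0635 to 0.0972) or under 4 other settings (adjusted p = 0.0568 to 0.140). The dim Atp2a2 probe and Kcnip2 at 3 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0535 to 0.0556). Hrc at 3 weeks lost its call under 1 or more other settings (adjusted p = 0.0519 to 0.0895).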

Our microarray data also revealed significant down-regulation of these genes in Hom-CKO mouse hearts at 3 weeks (Supplementary Figure 2B), which is again consistent with known phenotype of Hom-CKO mice and once again attests the sensitivity and the accuracy of our microarray data.

Prolonged *Cre* transgene expression driven by the *Myh6* promoter could have a significant impact on cardiac gene expression (Pugach et al., 2015), Het-CKO mice are therefore a better control group for the Hom-CKO mice than the CTL group in terms of controlling for the potential off-target effects of the transgenic *Cre*, given that both Het-CKO and Hom-CKO harbor *Myh6-Cre* and importantly that myocardial CSN8 protein levels are not discernibly altered in the Het-CKO mice compared with the littermate CTL (Supplementary Figure 1C) and wild type mice. Thus, the DEGs from the comparison between Het-CKO and Hom-CKO reflect conservatively the impact of CSN8 deficiency on gene expression, thereby constituting the main stream data for our elucidation of their functional implication. 

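Between Het-CKO and CTL hearts at 2 weeks, 436 of 26576 probes passed an adjusted p under 0.05 from limma, of which 391 were higher and 45 lower in Het-CKO hearts. At 3 weeks 157 of 26593 passed (67 higher and 90 lower). A log2 fold change of at least 1 was reached by 19 of these at 2 weeks and 5 at 3 weeks. The immunoglobulin heavy chain segment Ighv1-54 stood far apart from the rest: it read 23.0 ± 4.74 (SD, n = 3) in Het-CKO and 0.398 ± 0.116 (SD, n = 3) in CTL hearts at 2 weeks and 33.6 ± 9.04 (n = 2) in Het-CKO and 0.346 ± 0.0346 in CTL hearts at 3 weeks (above background in 2 and 1 of 3 CTL hearts), and in Hom-CKO hearts 33.8 ± 3.06 and 38.0 ± 6.42. At 2 weeks the calcitonin receptor gene Calcr (log2 fold change 1.45), the neural adhesion gene Ncam2 (1.37) and Apc2 (1.35, above background in 2 of 3 CTL hearts) followed, and A230103O09Rik (-0.85), Pkib, an inhibitor of protein kinase A (-0.75), Tcrb-J (-0.73) and Gm3134 (-0.65) were lower. At 3 weeks the olfactory receptor Olfr569 (1.09), Ndnf (0.91), the zinc finger gene Zfp462 (0.90) and the kinase gene Wnk1 (at least 1.71-fold) were higher, and Pgrmc2 (-0.95) and Pnmal2 (-0.90) were lower. Of the 44 gene lists, fibroblast markers were lower in Het-CKO hearts at 2 weeks, with 0 higher and 0 lower of 19 members (0 and 1 adjusted over the list alone; camera, adjusted p = 0.0447, adjusted p = 0.673 with an estimated correlation). At 3 weeks NRF2 targets were lower (0 of 56 rose and 1 fell, 0 and 3 adjusted over the list alone; camera, adjusted p = 0.0244, adjusted p = 0.283 with an estimated correlation). Integrated stress response genes (0 and 0 of 34, 0 and 0 over the list alone; camera, adjusted p = 0.0274, adjusted p = 0.600 with an estimated correlation) and leukocyte extravasation genes (0 and 0 of 41, 0 and 0; camera, adjusted p = 0.0110, adjusted p = 0.477 with an estimated correlation) were lower too. With only the arrays of the 2 groups in the fit, 1 probe passed at each age, and the methods' t-test with adjustment called 8 and 1. CTL arrays had the lowest median brightness at both ages, and with array brightness as a covariate 161 probes passed at 2 weeks and 1 at 3 weeks. At 3 weeks a split that mixed CTL and Het-CKO arrays called 292 probes, more than the real 157. Brightness may thus account for part of these calls. At 3 weeks 42.7% of the called probes were higher with quantile normalization and 21.8% with median scaling, which called 1324. The count at 2 weeks was 109, 95, 219, 73 and 119 without CTL replicates 1 and 2 and Het-CKO replicates 1, 2 and 3, each left out in turn, and that at 3 weeks was 34, 793, 31, 458 and 21 without CTL replicates 2 and 3 and Het-CKO replicates 1, 2 and 3, each left out in turn. Without the replicates named, calls were lost for A230103O09Rik (CTL 1 or Het-CKO 2 or 3), Apc2 (Het-CKO 2), Calcr (CTL 2 or Het-CKO 2 or 3), Pkib (CTL 1 or 2 or Het-CKO 1, 2 or 3) and Tcrb-J (CTL 1 or 2 or Het-CKO 1, 2 or 3) (adjusted p = 0.0558 to 0.128) at 2 weeks and Ndnf (CTL 1 or Het-CKO 1 or 3), Pnmal2 (CTL 2 or Het-CKO 1, 2 or 3) and Zfp462 (Het-CKO 1 or 3) (adjusted p = 0.0517 to 0.119) at 3 weeks. Ighv1-54 in Het-CKO against CTL hearts at 2 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.0552). Ncam2 and Gm3134 in Het-CKO against CTL hearts at 2 weeks and Olfr569, Wnk1 and Pgrmc2 in Het-CKO against CTL hearts at 3 weeks lost their calls under 1 or more other settings (adjusted p = 0.0524 to 1.00).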

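Tables 1 and 2 each hold 30 genes that the study chose on these same hearts, so their direction is not independent evidence. In Table 1, 24 genes were found by their accession and tested. Of these, 20 were lower in Hom-CKO than in Het-CKO hearts at 2 weeks and 24 at 3 weeks at an adjusted p under 0.05 from limma, and no gene was higher. They include Gstk1, a mitochondrial and peroxisomal glutathione transferase (1.86 ± 0.128 (SD, n = 3) in Hom-CKO and 5.23 ± 0.381 (SD, n = 3) in Het-CKO hearts at 2 weeks), Maob (1.49 ± 0.208 in Hom-CKO and 3.94 ± 0.617 in Het-CKO hearts at 2 weeks) and the fast troponin I Tnni2 (log2 fold change -1.28 and -1.74). The uncoupling protein Ucp3 read 8.4 ± 1.11 in Hom-CKO and 11.0 ± 1.07 in Het-CKO hearts at 2 weeks (log2 fold change -0.39, adjusted p = 0.643) and 0.935 ± 0.216 in Hom-CKO and 4.47 ± 2.59 in Het-CKO hearts at 3 weeks (-2.14, adjusted p = 0.000177). The apelin gene Apln fell at 3 weeks (-1.83, adjusted p = 1.26e-05) and did not pass at 2 weeks (-0.24, adjusted p = 0.609). In Table 2, 28 genes were found by accession and tested, and 24 were higher at 2 weeks and 27 at 3 weeks. The protein kinase C gene Prkcd read 12.1 ± 0.451 in Hom-CKO and 4.15 ± 0.186 in Het-CKO hearts at 2 weeks and 24.8 ± 1.45 in Hom-CKO and 4.70 ± 0.284 in Het-CKO hearts at 3 weeks, and the cell cycle inhibitor Cdkn1a 11.9 ± 1.85 in Hom-CKO and 5.25 ± 0.154 in Het-CKO hearts and 41.2 ± 4.04 in Hom-CKO and 6.61 ± 0.564 in Het-CKO hearts. Nmrk2, a nicotinamide riboside kinase of muscle, rose by 1.29 and 2.09 on the log2 scale, and Star, which moves cholesterol into mitochondria, by 0.88 and 2.37. Probes for expressed sequence tags named for Ndufa3 and Rps3a1 rose by 2.38 and 2.13 on the log2 scale at 3 weeks while other probes of Ndufa3 and Rps3a1 did not pass. The counted probes of Auh, Srsf1 and Mphosph8 rose by 2.62, 2.68 and 2.43 at 3 weeks. The brightest other probe of each did not pass (-0.19, 0.05 and -0.15, adjusted p = 0.270, 0.777 and 0.527 from limma). Of their dimmer other probes, 1 of Auh rose (1.74) and 1 of Srsf1 fell (-0.55, adjusted p = 0.0263). These counts therefore hold for the probes of the listed accessions. Another, dimmer probe of Prkcd did not pass at 3 weeks (log2 fold change 0.01, adjusted p = 0.961 from limma). Star lost its call at 2 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0556 to 0.246), with the replicate number as a block (adjusted p = 0.104) or under 10 other settings (adjusted p = 0.0507 to 0.158). Maob, Tnni2, Cdkn1a and Nmrk2 at 2 weeks and Ucp3 and Apln at 3 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0601 to 0.123).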

From the Hom-CKO vs. Het-CKO comparison, the top under- or over-expressed DEGs with respect to their fold change values along with *p*-values are listed in Tables 1, 2, respectively. The maximum down-regulation is by 77 and 91% at 2 and 3 weeks, respectively (Table 1), whereas the maximum up-regulation is 2.44 and 7.57 fold at 2 and 3 weeks, respectively (Table 2). 

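Over all tested probes with a name that were above background in the higher group, the deepest fall in Hom-CKO against Het-CKO hearts was that of Gm19277, which was 87.2% lower at 2 weeks and 91.3% lower at 3 weeks. The largest rise was that of Gdf15, 11.1-fold at 2 weeks and 28.7-fold at 3 weeks, as ratios of mean levels of 3 hearts per group. Gdf15 lay near the floor in Het-CKO hearts, so its ratio depends on the floor. From the fitted log2 fold changes the largest ratio of any gene was 9.93 at 2 weeks and 28.8 at 3 weeks. The largest fitted ratio of any gene was 5.74 and 19.3 with the higher floor, and 4.89 and 12.8 with normexp. The gene that led could change with the setting. With the higher floor the value at 2 weeks was that of Epb41l4aos (log2 fold change 2.52), so the lead of Gdf15 at 2 weeks depends on the floor. Within the genes of Table 1, Aqp4 reached a ratio of 0.279 at 2 weeks, at the dimmer of its probes, and the carboxylesterase Ces3 a ratio of 0.0893 at 3 weeks. Within those of Table 2, Syn2 reached 4.21 at 2 weeks and 7.56 at 3 weeks. Syn2 read 2.04 ± 0.198 (SD, n = 3) in Hom-CKO and 0.485 ± 0.0552 (SD, n = 3) in Het-CKO hearts at 2 weeks and 4.07 ± 0.619 in Hom-CKO and 0.539 ± 0.0718 in Het-CKO hearts at 3 weeks (log2 fold change 2.92, standard error 0.14, adjusted p = 2.25e-09 from limma), at the probe of the accession in Table 2. A second probe of Syn2 rose by 2.80 on the log2 scale at 3 weeks, the brightest of its 5 probes by only 0.29 (adjusted p = 0.0287), and the other 2 did not pass (0.04 and 0.32, adjusted p = 0.865 and 0.128). Gdf15 and Gm19277 had standard errors of 0.33 and 0.19 on the log2 scale at 3 weeks.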

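Ankrd1 rose 3.6-fold at 2 weeks and 7.52-fold at 3 weeks in Hom-CKO over Het-CKO hearts. Fbp2 read 4.00 ± 0.199 (SD, n = 3) in Hom-CKO and 8.99 ± 1.09 (SD, n = 3) in Het-CKO hearts at 2 weeks and 0.717 ± 0.111 in Hom-CKO and 4.28 ± 1.16 in Het-CKO hearts at 3 weeks, and Pfkfb1 fell by more at 3 weeks too. Of 842 probes called at 2 weeks, 809 went the same way at 3 weeks, 675 were called at 3 weeks too and 540 (64.1%) were larger in size at 3 weeks. Of the genes of Tables 1 and 2, chosen by the study on the same hearts, 24 of 24 and 26 of 28 tested were larger in size at 3 weeks. The median size of the 842 rose from 0.587 to 0.785 on the log2 scale. Of 3822 probes called at 3 weeks, 3409 (89.2%) already went the same way at 2 weeks. Among the 675 called at both ages, 347 were higher at both, 324 lower at both and 4 opposite, where independent lists would share 30.2, 30.3 and 60.6. The difference between ages was itself tested as an interaction in limma. It passed for 308 of 26568 probes (226 more positive at 3 weeks and 82 more negative), against 2805 with an unadjusted p under 0.05. The fit with array weights called 913, that with the level of 3 Y-linked genes as a covariate 109 and that with array brightness 256. The replicate block and the lower floor lowered the count too. The interaction count was 159, 157, 193, 198, 205, 193, 177, 195 and 200 without Het-CKO 2-week replicates 1, 2 and 3, Het-CKO 3-week replicate 3, Hom-CKO 2-week replicates 1, 2 and 3 and Hom-CKO 3-week replicates 1 and 3, each left out in turn. The 675 probes called at both ages became 365, 389, 366 and 432 without Het-CKO replicates 2 and 3 and Hom-CKO replicates 1 and 2, each left out in turn. Bdh1 had the largest such fitted difference among the named genes, 4.27 at 3 weeks against 0.44 at 2 weeks (difference 3.83), followed by Ido1 (3.29), Serpinb1c (3.15, with the floor taken as its Het-CKO level) and Cda (3.1). The difference did not pass for Aqp4, whose log2 fold change was -1.65 at 2 weeks and -2.19 at 3 weeks.

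**Figure D1:**
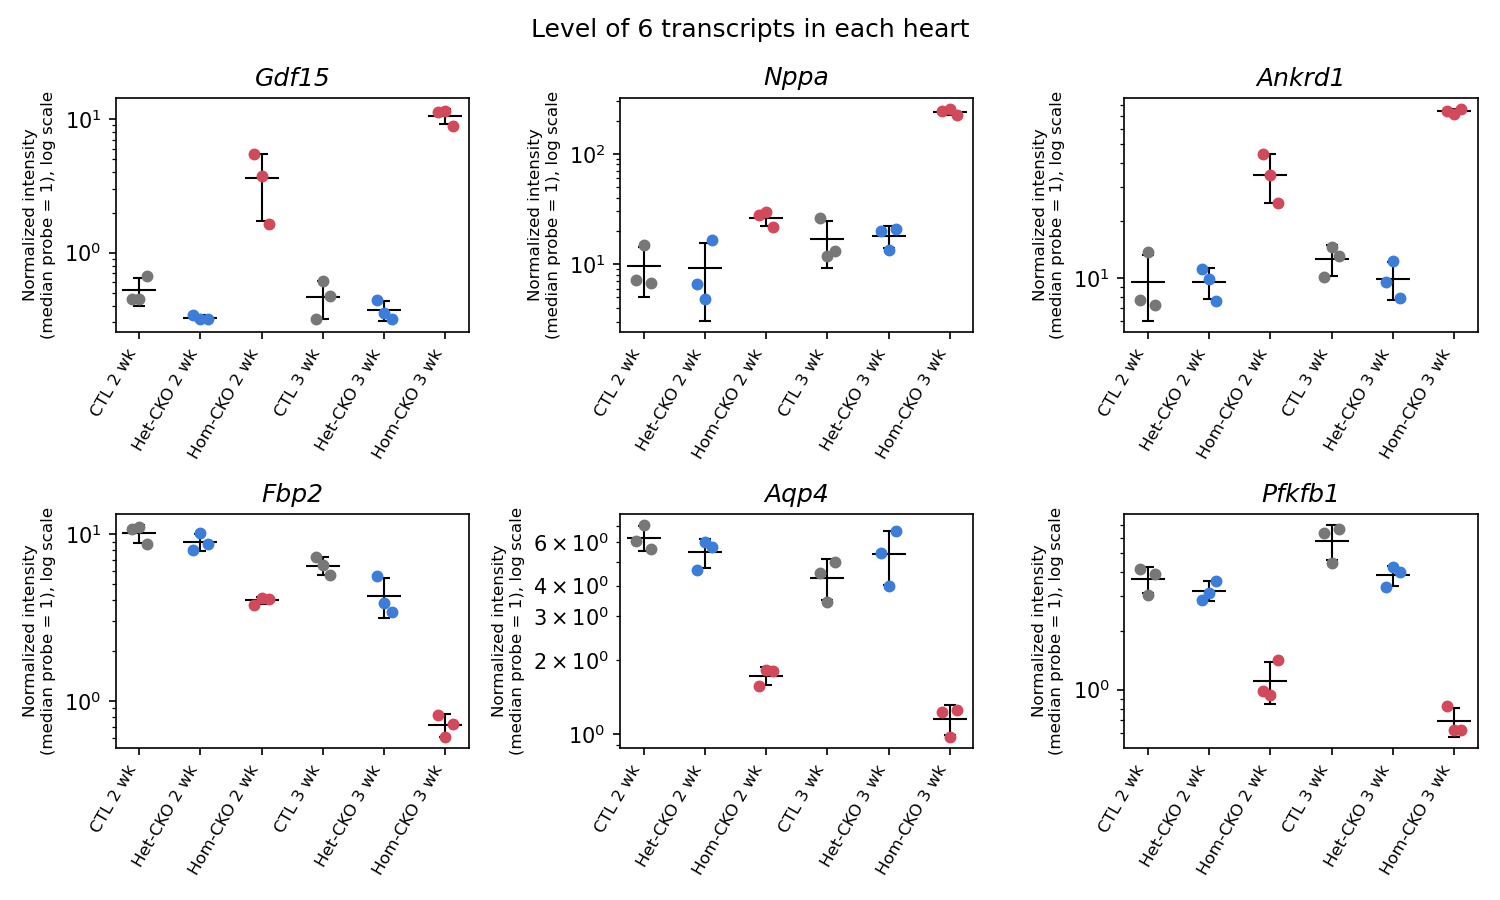
Normalized levels of Gdf15, Nppa, Ankrd1, Fbp2, Aqp4 and Pfkfb1 in each heart, on a logarithmic vertical axis where the median probe is 1. Groups along the horizontal axis are CTL, Het-CKO and Hom-CKO hearts at 2 and 3 weeks, points are hearts and bars are the mean ± SD. Gdf15, Nppa and Ankrd1 lie higher in Hom-CKO hearts and Fbp2, Aqp4 and Pfkfb1 lower, with Gdf15 at 10.6 in Hom-CKO and 0.369 in Het-CKO hearts at 3 weeks.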

For the most part, alterations of these DEGs are more pronounced at 3-weeks compared with 2-weeks, which is further unveiled by comparisons between the 3-week and the 2-week time points within each of the 3 genotypes. 

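Among the genes of Table 1 found by accession and tested, 14 of 24 (58.3%) differed between 3 and 2 weeks in CTL hearts, 11 (45.8%) in Het-CKO hearts and 10 (41.7%) in Hom-CKO hearts at an adjusted p under 0.05 from limma. Gstk1, for example, rose with age in every genotype, from 5.89 ± 0.886 to 19.8 ± 0.359 in CTL hearts (SD, n = 3), from 5.23 ± 0.381 to 14.9 ± 0.363 in Het-CKO hearts and from 1.86 ± 0.128 to 4.26 ± 0.527 in Hom-CKO hearts. Ttll1 rose at 1 of its 2 probes in CTL (log2 fold change 0.81) and Het-CKO hearts (0.77), and by 0.38 in Hom-CKO hearts (adjusted p = 0.0303). Among the genes of Table 2, 6 of 28 (21.4%) differed with age in CTL hearts, 4 (14.3%) in Het-CKO hearts and 26 (92.9%) in Hom-CKO hearts. Cdkn1a read 4.53 ± 1.43 at 3 weeks and 5.40 ± 0.228 at 2 weeks in CTL hearts and rose in Hom-CKO hearts by 1.80 on the log2 scale. Prkcd rose by 1.03 in Hom-CKO hearts (adjusted p = 1.07e-06) and did not pass in CTL hearts (0.18, adjusted p = 0.141). Tnni1, the slow troponin I of immature heart, fell with age in CTL hearts (-3.19, adjusted p = 8.96e-05). With only the arrays of the 2 groups in the fit the age comparison of CTL hearts called 8 probes in place of 4423. Ttll1 lost its call between ages in Hom-CKO hearts without Hom-CKO 2-week replicate 1 or 3 or Hom-CKO 3-week replicate 2 or 3 (adjusted p = 0.0641 to 0.126), with the replicate number as a block (adjusted p = 0.0963) or under 5 other settings (adjusted p = 0.0595 to 0.580). Gstk1 between ages in CTL hearts lost its call with the methods' t-test after adjustment (adjusted p = 0.0834). Gstk1 and Ttll1 between ages in Het-CKO hearts and Ttll1 and Tnni1 between ages in CTL hearts lost their calls under 1 or more other settings (adjusted p = 0.0603 to 0.404).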

With rare exception, the expression levels of these top down- or up-regulated genes were comparable between 3- and 2-weeks-of-age within either CTL or Het-CKO genotypes (Tables 1, 2); however, the transcript levels of approximately 30% of the top down-regulated genes (Table 1) and 70% of the top up-regulated genes (Table 2) in the Hom-CKO mice differed significantly between the 3-week and 2-week time points.

**Table 1:** List of top down-regulated DEGs in Hom-CKO vs. Het-CKO and their temporal changes within each genotype.

				Hom-CKO/Het-CKO^*^				**3-Week/2-Week^§^**					
				**2-Week**		**3-Week**		**Control**		**Het-CKO**		**Hom-CKO**	
**No**.	**ACCN#**	**Gene**	**Description**	**Fold**	***p***	**Fold**	***p***	**Fold**	***p***	**Fold**	***p***	**Fold**	***p***
1	BE994427.1	Syp	Synaptophysin	0.23	0.001	0.16	0.030	0.97	NS	1.06	NS	0.71	NS
2	BG797117.1	Phkg1	Phosphorylase kinase gamma 1	0.27	0.005	0.24	0.009	1.59	NS	1.24	NS	1.11	NS
3	NM_009700.1	Aqp4	aquaporin 4	0.29	0.005	0.21	0.019	0.84	NS	0.79	NS	0.56	0.043
4	NM_178869.2	Ttll1	tubulin tyrosine ligase-like 1, mRNA	0.30	0.001	0.22	0.008	1.94	NS	1.73	NS	1.26	NS
5	X98848.1	Pfkfb1	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	0.35	0.010	0.19	0.008	1.64	NS	1.16	NS	0.62	NS
6	NM_029555.1	Gstk1	glutathione S-transferase kappa 1	0.37	0.004	0.29	0.009	3.83	NS	2.88	0.043	2.24	0.030
7	NM_172778.1	Maob	monoamine oxidase B	0.39	0.009	0.20	0.003	2.35	NS	1.87	NS	0.97	NS
8	NM_177591.3	Igsf1	immunoglobulin superfamily, member 1, transcript variant 1	0.40	0.007	0.32	0.021	1.66	NS	1.19	NS	0.96	NS
9	NM_133664.2	Lad1	ladinin	0.41	0.009	0.48	0.030	1.02	NS	1.12	NS	1.32	NS
10	NM_009405.1	Tnni2	troponin I, skeletal, fast 2	0.44	0.008	0.30	0.027	1.43	NS	1.39	NS	0.95	NS
11	CA451887.1	Cryba4	Crystallin, beta A4	0.44	0.009	0.26	0.024	1.36	NS	1.28	NS	0.76	NS
12	R75121.1	Kcnd2	Potassium voltage-gated channel, shaker-related, subfamily, member 2	0.45	0.012	0.32	0.016	1.17	NS	1.10	NS	0.77	NS
13	AK081465.1	Zfp72	zinc finger protein 72	0.46	0.010	0.40	0.013	1.02	NS	1.02	NS	0.89	NS
14	NM_007994.1	Fbp2	fructose bisphosphatase 2	0.47	0.007	0.17	0.020	0.67	NS	0.48	NS	0.18	0.016
15	NM_146292.1	Olfr1324	olfactory receptor 1324	0.49	0.006	0.42	0.020	1.44	NS	1.00	NS	0.85	NS
16	NM_182839.1	Tppp	Tubulin polymerization promoting protein	0.50	0.006	0.42	0.014	0.76	NS	0.99	NS	0.83	NS
17	AB055885.1	Lrg1	Leucine-rich alpha-2-glycoprotein 1	0.50	0.010	0.34	0.030	1.74	NS	1.40	NS	0.96	NS
18	NM_145158.2	Emilin2	elastin microfibril interfacer 2	0.51	0.003	0.48	0.012	0.77	NS	0.82	NS	0.78	0.046
19	NM_053200.1	Ces3	carboxylesterase 3	0.25	NA	0.09	0.016	6.33	0.044	4.80	NS	1.66	NS
20	NM_080462.1	Hnmt	histamine N-methyltransferase	0.49	NA	0.20	0.012	1.55	NS	1.81	NS	0.72	NS
21	NM_009464.2	Ucp3	uncoupling protein 3, mitochondrial	0.79	NA	0.21	0.030	0.37	NS	0.41	NS	0.11	0.021
22	NM_028247.1	Slc16a10	solute carrier family 16 (monocarboxylic acid transporters), member 10	0.48	NA	0.22	0.030	1.66	NS	1.37	NS	0.69	0.026
23	NM_172303.3	Phf17	PHD finger protein 17	0.91	NA	0.23	0.006	1.09	NS	1.00	NS	0.25	0.011
24	AK017136.1	Ptchd3	Patched domain containing 3	0.52	NA	0.28	0.029	1.46	NS	1.44	NS	0.78	NS
25	AK014194.1	Rhobtb1	Rho-related BTB domain containing 1	0.55	NA	0.30	0.008	1.35	NS	1.44	NS	0.80	NS
26	NM_013912.2	Apln	apelin	0.89	NA	0.31	0.028	0.72	NS	0.59	NS	0.20	0.019
27	NM_025599.1	Cmss1	CMS small, ribosomal subunit 1	0.56	NA	0.31	0.013	1.64	NS	1.71	NS	0.94	NS
28	NM_177725.2	Lrrc8	leucine-rich repeat-containing 8	0.62	NA	0.32	0.010	1.80	NS	1.67	NS	0.86	NS
29	NM_183283.1	Smco1	Single pass membrane protein with coiled coil domains 1	0.53	NA	0.32	0.007	2.13	NS	1.94	NS	1.20	NS
30	AK033571.1	Myo5c	Myosin VC	0.52	NA	0.33	0.030	0.80	NS	0.93	NS	0.59	0.052

* *In the Hom-CKO vs. Het-CKO comparisons, p-vales were derived from one way ANOVA followed by Tukey's test where other two pair-wise comparisons (Hom-CKO vs. CTL and Het-CKO vs. CTL) were not shown; NA, not available as statistical significance was not shown by ANOVA*.

§ *For comparisons between the 3- and. 2-week time points within each genotype, p-values were derived from t-test; NS, not significant. The footnote remains the same for Table 2*.

**Table 2:** List of top up-regulated DEGs in Hom-CKO vs. Het-CKO and their temporal changes within each genotype.

				Hom-CKO/Het-CKO^*^				**3-Week/2-Week^§^**					
				**2-Week**		**3-Week**		**Control**		**Het-CKO**		**Hom-CKO**	
**No**.	**ACCN#**	**Gene**	**Description**	**Folds**	***p***	**Folds**	***p***	**Folds**	***p***	**Folds**	***p***	**Folds**	***p***
1	NM_153744.1	Prkag3	protein kinase, AMP-activated, gamma 3 non-catatlytic subunit	2.44	0.006	4.16	0.010	1.20	NS	1.01	NS	1.72	NS
2	NM_173385.1	Cilp	cartilage intermediate layer protein, nucleotide pyrophosphohydrolase	2.44	0.013	4.18	0.020	0.63	NS	0.82	NS	1.41	NS
3	BQ176278.1	Grm1	Glutamate Receptor,metabotropic 1	2.44	0.009	2.38	0.030	1.66	NS	1.74	NS	1.70	NS
4	NM_183294.1	Cdkl1	cyclin-dependent kinase-like 1 (CDC2-related kinase)	2.43	0.007	3.98	0.005	1.00	NS	0.88	NS	1.44	0.031
5	BC052064.1	Parp6	Poly (ADP-ribose)polymerase family, member 6	2.39	0.002	3.72	0.007	1.09	NS	1.13	NS	1.76	0.026
6	BI412344.1	Mettl21d	Methyltransferase like 21D	2.37	0.005	3.05	0.030	1.02	NS	1.34	NS	1.72	0.031
7	NM_021467.4	Tnni1	troponin I, skeletal, slow 1	2.31	0.022	1.53	NA	0.11	NS	0.36	NS	0.24	0.043
8	NM_007669.2	Cdkn1a	cyclin-dependent kinase inhibitor 1A (P21)	2.27	0.007	6.34	0.005	0.87	NS	1.25	NS	3.50	0.025
9	NM_019875.1	Abcb9	ATP-binding cassette, sub-family B (MDR/TAP), member 9	2.25	0.004	3.61	0.030	1.11	NS	0.93	NS	1.49	0.046
10	NM_016867.1	Semcap2	semaF cytoplasmic domain associated protein 2	2.22	0.007	4.87	0.007	1.21	NS	1.42	0.044	3.11	0.027
11	NM_013468.2	Ankrd1	ankyrin repeat domain 1 (cardiac muscle)	3.53	0.119	7.57	0.011	1.45	NS	1.06	NS	2.28	NS
12	NM_013681.1	Syn2	synapsin II	4.22	0.520	7.38	0.010	1.50	NS	1.12	NS	1.96	NS
13	NM_019687.2	Slc22a4	solute carrier family 22 (organic cation transporter), member 4	1.42	NA	6.48	0.013	3.37	NS	0.83	NS	3.77	0.016
14	CB848957.1	Auh	AU RNA binding protein/enoyl CoA hydratase	1.78	NA	6.25	0.004	1.03	NS	0.94	NS	3.31	0.014
15	AI853801.1	Srsf1	Serine-arginine-rich splicing factor 1	2.78	NA	6.21	0.002	1.25	NS	1.44	NS	3.23	0.015
16	NM_010077.1	Drd2	dopamine receptor 2	1.61	NA	6.05	0.012	1.22	NS	1.07	NS	4.01	0.041
17	AA536960.1	Rexo1	RNA exonuclease 1 homolog	1.10	NA	5.79	0.008	1.22	NS	1.08	NS	5.68	0.028
18	BC027359.1	Mphosph8	M phase phosphoprotein 8	2.72	0.002	5.45	0.008	0.76	NS	0.77	NS	1.54	NS
19	NM_011103.1	Prkcd	protein kinase C, delta	2.92	0.001	5.40	0.004	1.19	NS	1.11	NS	2.06	0.017
20	W83574.1	Ndufa3	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 3	2.59	0.002	5.23	0.014	0.89	NS	0.94	NS	1.89	0.014
21	NM_011485.3	Star	steroidogenic acute regulatory protein	1.68	NA	5.15	0.030	1.16	NS	0.83	NS	2.56	NS
22	NM_145495.1	Rin1	Ras and Rab interactor 1	2.03	NA	4.96	0.005	1.46	NS	1.07	NS	2.60	0.026
23	NM_007474.1	Aqp8	aquaporin 8	2.07	NA	4.81	0.030	1.12	NS	1.14	NS	2.66	NS
24	NM_199222.1	Lman1l	Lectin, mannose-binding 1 like	1.42	NA	4.77	0.013	1.24	NS	1.16	NS	3.88	0.013
25	AI647986.1	Bhmt2	Betaine-homocysteine methyltransferase 2	2.72	0.004	4.60	0.006	0.91	NS	1.15	NS	1.94	0.044
26	BY457927.1	Rps3a1	Ribosomal protein S3a	1.21	NA	4.52	0.008	1.04	NS	1.12	NS	4.17	0.016
27	AK009352.1	Nmrk2	Nicotinamide riboside kinase 2	2.46	0.017	4.39	0.028	1.08	NS	1.25	NS	2.24	NS
28	NM_080640.3	Baalc	brain and acute leukemia, cytoplasmic	1.22	NA	4.38	0.030	1.15	NS	1.08	NS	3.87	0.037
29	NM_024286.1	Popdc3	popeye domain containing 3	1.91	NA	4.28	0.005	1.41	NS	1.00	NS	2.23	0.025
30	BE911434.1	Fam20a	Family with sequence similarity 20, member A	1.41	NA	4.23	0.003	1.00	NS	0.98	NS	2.93	0.019

We also used intersection analysis (Venn diagram) to identify shared DEGs among the three comparisons: Het-CKO vs. Hom-CKO, CTL vs. Het-CKO, and CTL vs. Hom-CKO, at both 2 and 3 weeks of age (Figure 1). The analyses reveal that at 2-weeks-of-age (Figure 1A), 263, 241, and 319 genes had differential transcript expression for the three comparison pairs, respectively. These results indicate that 131 out of 263 DEGs were unique for Hom- vs. Het-CKO, 187 out of 241 were unique for Het-CKO vs. CTL, and 153 out of 319 were unique for Hom-CKO vs. CTL. There were 10 DEGs common between CTL vs. Het-CKO and Het- vs. Hom-CKO, 122 common between Het- vs. Hom-CKO and CTL vs. Hom-CKO, and 44 common between CTL vs. Hom-CKO and CTL vs. Het-CKO. We did not find any DEGs that were common among all three comparisons at 2 weeks.

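At 2 weeks 842 probes passed an adjusted p under 0.05 from limma between Hom-CKO and Het-CKO hearts, 436 between Het-CKO and CTL hearts and 802 between Hom-CKO and CTL hearts (342 higher and 460 lower). In Hom-CKO against CTL hearts Gdf15 (log2 fold change 2.66), Acta1 (2.18) and Epb41l4aos (2.15) were higher, as was Ighv1-54 (6.44), and Gm19277 (-2.99), Pcp4 (-2.73), Ttll1 (-2.04) and 2010001K21Rik (-1.96) were lower. Of the called probes 288 were called in Hom-CKO vs. Het-CKO alone, 314 in Het-CKO vs. CTL alone and 289 in Hom-CKO vs. CTL alone. Hom-CKO vs. Het-CKO and Hom-CKO vs. CTL shared 475, of which 222 were higher in both, 250 lower in both and 3 opposite, where independent lists would share 5.18, 7.62 and 12.6. Het-CKO vs. CTL and Hom-CKO vs. CTL shared 43 (24 higher in both, 18 lower in both, 1 opposite, against 5.03, 0.779 and 7.34 for independent lists). The comparisons share groups of hearts, so part of the excess may come from the shared hearts. Called in all 3 comparisons were 5 probes, named for Parp11, Enkur, Olfr1324 and AA619741 and 1 without a name, chosen after their values were seen. Of these only Enkur went the same way throughout, lower from CTL to Het-CKO to Hom-CKO hearts (log2 fold change -0.74 in Het-CKO vs. CTL and -1.72 in Hom-CKO vs. Het-CKO). Enkur lost its call in Het-CKO vs. CTL without any 1 of 5 of the 6 arrays (adjusted p = 0.0666 to 0.160). Each of the other 4 probes lost a call against CTL without any 1 of 4 or 5 of the 6 arrays (0.0567 to 0.200). The count against CTL depended on the fit: it was 118 with only the compared arrays, 10 with the methods' t-test after adjustment, 2859 before it, and 525, 484 and 530 without Hom-CKO replicates 1, 2 and 3, each left out in turn. The overlap of 475 was 306, 312, 277 and 301 without Het-CKO replicates 2 and 3 and Hom-CKO replicates 1 and 2, each left out in turn. Epb41l4aos, Gm19277, Ttll1 and 2010001K21Rik against CTL at 2 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0926 to 0.123). Gdf15, Acta1 and Pcp4 against CTL at 2 weeks lost their calls under 1 or more other settings (adjusted p = 0.0827 to 0.293).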

**Figure 1:**
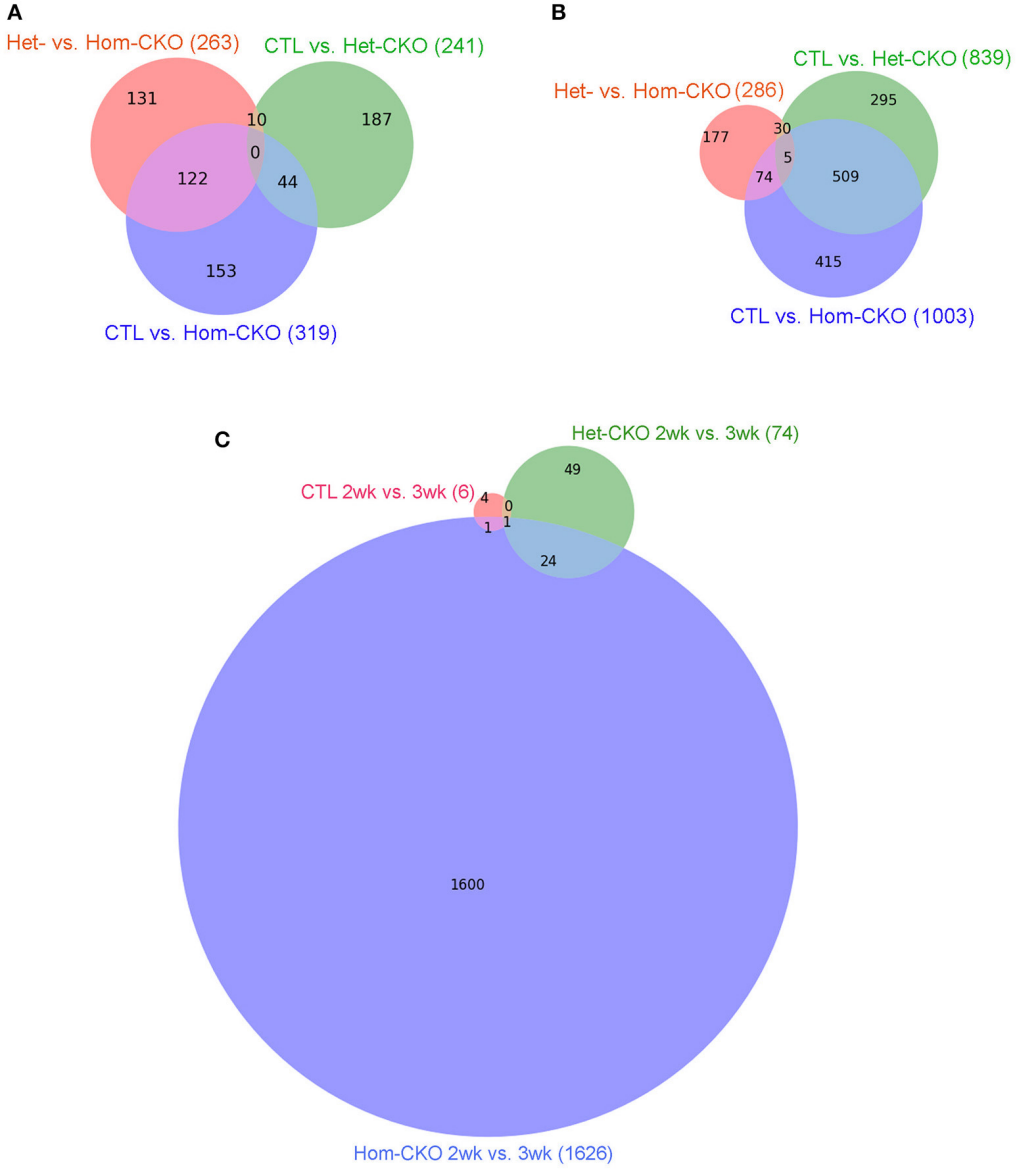
Venn diagrams showing the distribution of significant differentially-expressed genes (DEGs) that are unique or common among the three comparisons between genotypes: Het-CKO vs. Hom-CKO (Red), Control (CTL) vs. Hom-CKO (blue), CTL vs. Het-CKO (green) at postnatal 2 weeks **(A)** and 3 weeks **(B)**, or among the three comparisons between the 2-weeek (2wk) and 3-week (3wk) time points within each genotype **(C)**.

The 3-weeks-of-age Venn-diagram shows 286, 839, and 1003 DEGs for the Het- vs. Hom-CKO, CTL vs. Het-CKO, and CTL vs. Hom-CKO comparisons, respectively (Figure 1B). These results indicate that 177 out of 286 were unique for Het- vs. Hom-CKO, 295 out of 839 DEGs were unique for CTL vs. Het-CKO, and 415 out of 1003 were unique for CTL vs. Hom-CKO. 

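At 3 weeks 3822 probes passed between Hom-CKO and Het-CKO hearts, 157 between Het-CKO and CTL hearts and 5204 between Hom-CKO and CTL hearts (2418 higher and 2786 lower, adjusted p under 0.05 from limma). In Hom-CKO against CTL hearts Ighv1-54 (log2 fold change 6.77), Bdh1 (4.57) and Gdf15 (4.54) rose most of probes with a symbol, and Serpinb1c was at least 19.9-fold higher. Gm19277 (-3.83), Pcp4 (-3.19), Fbp2 (-3.18) and Pfkfb1 (-3.07) fell most of them. Fibrosis and matrix genes were higher as a set in Hom-CKO than in CTL hearts (29 of 45 rose and 4 fell, 34 and 4 adjusted over the list alone; camera, adjusted p = 2.83e-12, adjusted p = 0.0829 with an estimated correlation). With median scaling 34.9% of the calls against CTL were higher, in place of 46.5%, and the methods' t-test called 1185 probes after adjustment. Fewer probes than 5204 also passed against CTL with array brightness as a covariate (1829) and with only the compared arrays in the fit.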

There were 30 DEGs common between CTL vs. Het-CKO and Het vs. Hom-CKO, 509 common between CTL vs. Het-CKO and CTL vs. Hom-CKO, and 74 common between CTL vs. Hom-CKO and Het vs. Hom-CKO. 

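Of the probes called at 3 weeks, 1045 were called in Hom-CKO vs. Het-CKO alone, 11 in Het-CKO vs. CTL alone and 2375 in Hom-CKO vs. CTL alone. Hom-CKO vs. Het-CKO and Hom-CKO vs. CTL shared 2735 probes (1394 higher in both, 1340 lower in both and 1 opposite, where independent lists would share 181, 192 and 375). Fbp2, Pfkfb1, Pcp4 and Gm19277 were among the shared falls and Gdf15, Bdh1 and Serpinb1c among the shared rises. Het-CKO vs. CTL and Hom-CKO vs. CTL shared 104 (39 higher in both, 60 lower in both and 5 opposite, against 6.09, 9.43 and 15.2 for independent lists). Part of the excess may come from the shared hearts. Called in all 3 comparisons by limma were 10 probes, of which 9 have a name.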

There were 5 DEGs that were common among all three comparisons at 3 weeks. Those genes included *cacna1s, ptgfr, mylk2 and ppp1r3g* whereas one of them was an unknown gene (Supplementary Table 1 and Supplementary Figure 3). 

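Of the 4 genes that the study names, Ptgfr was the only one called in all 3 comparisons at 3 weeks by limma. The calcium channel subunit Cacna1s was lower in Het-CKO (0.331 ± 0.0213, above background in 1 of 3 hearts) than in CTL hearts (0.689 ± 0.195; SD, n = 3; log2 fold change -1.02, standard error 0.14, adjusted p = 0.00782). It was at least 2.11-fold lower in Hom-CKO than in CTL hearts (adjusted p = 6.91e-05) and did not pass between Hom-CKO and Het-CKO hearts (adjusted p = 0.876). Ppp1r3g, a glycogen-targeting subunit of protein phosphatase 1, was above background in 2 of 3 Hom-CKO hearts, measured in 2, and in no Het-CKO or CTL heart, so it was not tested. It was at least 4.02-fold higher in Hom-CKO than in Het-CKO hearts and at least 3.51-fold higher than in CTL hearts. The 10 probes called in all 3 comparisons were named for Rgs2, Otud3, Tmem171, Ubash3b, Asb14, Acsl6, 2310039L15Rik, Sphk1 and Ptgfr, with 1 unnamed. Those not named in the main text of the paper were chosen after their values were seen. Ptgfr, Asb14, the acyl-CoA synthetase Acsl6 and 2310039L15Rik were lower from CTL to Het-CKO to Hom-CKO hearts. Rgs2, a regulator of G protein signalling, was higher in Het-CKO than in CTL hearts (log2 fold change 0.62) and lower in Hom-CKO than in Het-CKO hearts (-1.29). The sphingosine kinase Sphk1 went the other way (-0.75 and 1.39), as did Tmem171 (-0.84 and 3.48). Left out in turn, 3 or 4 of the 6 arrays ended the calls of Rgs2, Tmem171, Ubash3b, Acsl6 and 2310039L15Rik in Het-CKO vs. CTL (adjusted p = 0.0514 to 0.139). Each of the 10 probes lost its call in Het-CKO vs. CTL with only the compared arrays in the fit (adjusted p = 0.421 to 0.466). Sphk1 lost that call also with normexp (0.0667), with array brightness as a covariate (0.0624), with the methods' t-test (0.407) and with the higher floor. The count of 10 rose to 163 with median scaling. Cacna1s lost its call in Het-CKO against CTL hearts at 3 weeks under 4 other settings (adjusted p = 0.123 to 0.562).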

Of the four known genes, the expression differentials of the *ptgfr* and *mylk2* genes between Hom-CKO and Het-CKO are more striking than the other two, and both are involved in cardiac muscle contraction. The *ptgfr* gene encodes the receptor for prostaglandin F_2_α (PGF_2_α). PGF_2_α is produced during myocardial inflammation as a cardiac response (Tracey, 2002). In isolated cardiomyocytes, PGF_2_α has been shown to increase intracellular Ca^2+^ and therefore ventricular contractility in response to inflammation (Ponicke et al., 2000; Takayama et al., 2005) by increasing inositol triphosphate (IP_3_) signaling pathway (Fabiato, 1992). Hence, the drastic down-regulation of *ptgfr* gene in Hom-CKO compared with both Het-CKO and CTL groups (Supplementary Figure 3B) may have contributed to CSN8-CKO-induced decrease in cardiac contractility. 

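Ptgfr was measured by 2 probes. At the reference sequence probe it read 1.52 ± 0.124 in CTL hearts (SD, n = 3), 0.656 ± 0.0117 (n = 2) in Het-CKO hearts and 0.318, the floor, in Hom-CKO hearts at 3 weeks, where 1 of 3 hearts was above background. The log2 fold change was -1.04 in Hom-CKO against Het-CKO hearts (standard error 0.22, adjusted p = 0.00407 from limma) and -2.25 against CTL hearts (adjusted p = 1.44e-06). Hom-CKO hearts lay at the floor, so the size of both these falls depends on the floor. In Het-CKO against CTL hearts it was -1.21 (adjusted p = 0.0345). The other Ptgfr probe fell in Hom-CKO against CTL hearts (-0.75, adjusted p = 0.00207) and did not pass against Het-CKO hearts (-0.31, adjusted p = 0.133) or in Het-CKO against CTL hearts (-0.44, adjusted p = 0.119). Ptgfr lost its call at 3 weeks with the higher floor (adjusted p = 0.711), and Ptgfr lost its call in Het-CKO against CTL hearts at 3 weeks without CTL replicate 2 or Het-CKO replicate 1 or 3 (adjusted p = 0.0756 to 0.124) or under 7 other settings (adjusted p = 0.0515 to 0.421).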

The *mylk2* gene encodes for myosin light chain kinase (MLCK) enzyme that phosphorylates myosin light chain (MLC2). The phosphorylation of MLC2 regulates contraction of smooth muscles (Murthy, 2006) and increases the myosin-actin cross-bridge formation in cardiomyocytes following increased intracellular Ca^2+^ concentration and thereby improves the cardiac contractility (Moss and Fitzsimons, 2006; Stelzer et al., 2006). Of interest, the expression of *mylk2* was modestly down-regulated in Het-CKO hearts but increased drastically in the Hom-CKO hearts (Supplementary Figure 3C), suggesting either that the down-regulation results from an off-target effect of Myh6-Cre or that the increased *mylk2* expression is a secondary effect. 

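Mylk2 read 2.02 ± 0.206 in Hom-CKO hearts at 3 weeks (SD, n = 3) and was above background in all 3 of them and in no Het-CKO or CTL heart. It was at least 6.33-fold higher in Hom-CKO than in Het-CKO hearts (adjusted p = 9.54e-11 from limma) and at least 5.53-fold higher than in CTL hearts (adjusted p = 8.34e-11). Het-CKO and CTL hearts were both below background, so no fold is given between them. At 2 weeks Mylk2 did not pass between Hom-CKO and Het-CKO hearts (adjusted p = 0.176).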

We have previously shown that CSN8-deficiency in cardiomyocytes leads to cardiac hypertrophy and heart failure (Su et al., 2011b, 2013), but the direct effect of CSN8 function on ventricular contractility was not assessed at the transcriptional level. Hence, this is the first time it is proposed that decreased transcription of *ptgfr* contributes to CSN8-CKO-induced decrease in cardiac contractility.

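Between the probes called in Hom-CKO vs. Het-CKO and those called in Het-CKO vs. CTL, 84 were shared at 2 weeks, of which 83 went opposite ways, 1 was lower in both and 0 were higher in both. Independent lists would share 7.15, 0.745 and 5.92 in these directions. At 3 weeks 52 were shared, of which 48 went opposite ways and 4 were lower in both (11.3, 6.19 and 5.03 for independent lists in the opposite, lower and higher directions). The 4 lower in both were Asb14, Acsl6, 2310039L15Rik and Ptgfr, each called against CTL in Hom-CKO hearts as well. Single arrays left out ended the call of each in Het-CKO vs. CTL. Asb14, a SOCS-box substrate receptor, fell by 0.72 from Het-CKO to Hom-CKO and by 0.52 from CTL to Het-CKO hearts on the log2 scale at 3 weeks. Het-CKO hearts stand in both comparisons with opposite sign, which by itself favours opposite directions.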

The findings that very few DEGs were common to all three pairwise comparisons (0 at 2 weeks and up to 5 at 3 weeks) also indicate that virtually none of the DEGs caused by loss of CSN8 proteins (Hom-CKO vs. Het-CKO) overlap with those caused potentially by the off-target effects of Cre (Het-CKO vs. CTL).

In addition, we performed longitudinal comparisons between the 2- and 3-week time points within each of the three genotypes, which identified 6, 74, and 1626 significant DEGs for the CTL, Het-CKO, and Hom-CKO mice, respectively. Among these DEGs, only 1 DEG is common to all 3 genotypes, 24 additional DEGs are shared between Het-CKO and Hom-CKO, 1 additional DEGs is common between CTL and Hom-CKO but no additional DEG common between CTL and Het-CKO (Figure 1C). 

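With age, from 2 to 3 weeks, Hom-CKO hearts changed most, among probes with a symbol, in Bdh1 (16.1 ± 1.64 (SD, n = 3) at 3 weeks and 0.441 ± 0.104 (SD, n = 3) at 2 weeks, log2 fold change 5.22, standard error 0.18, adjusted p = 9.74e-11 from limma), Ido1 (3.81), Tent5b (3.76) and Nppa (3.21), which rose. Angptl4, an inhibitor of lipoprotein lipase (2.33 ± 1.13 (n = 2) at 3 weeks and 20.6 ± 1.64 at 2 weeks), Ucp3 (-3.19), Fbp2 (-2.49) and the desaturase Scd4 (-2.48) fell. Between 3 and 2 weeks 4423 of 26582 probes passed in CTL hearts (2149 higher and 2274 lower at 3 weeks), 2173 of 26585 in Het-CKO hearts (1144 and 1029) and 3725 of 26588 in Hom-CKO hearts (1912 and 1813). Unadjusted, 8533, 6295 and 7228 had a p under 0.05. With a log2 fold change of at least 1 as well, 390, 178 and 507 passed. Bdh1 rose with age in CTL (log2 fold change 1.09, adjusted p = 0.00152) and Het-CKO hearts too (1.38, adjusted p = 0.000591), by less than in Hom-CKO hearts. With the methods' t-test and adjustment the counts were 18 in CTL, 209 in Het-CKO and 2194 in Hom-CKO hearts, and with array brightness as a covariate 9, 0 and 892. They were 3422, 254 and 3939 in the same order with the level of 3 Y-linked genes as a covariate. In CTL hearts the count was 2287 and 2205 without CTL 2-week replicate 2 and CTL 3-week replicate 2, each left out in turn. In Het-CKO hearts it was 806, 929, 1128, 1319 and 1419 without Het-CKO 2-week replicates 1, 2 and 3 and Het-CKO 3-week replicates 1 and 3, each left out in turn, and in Hom-CKO hearts it was 2251, 2472 and 2362 without Hom-CKO 2-week replicates 1 and 3 and Hom-CKO 3-week replicate 2, each left out in turn. The 2 ages were scanned in separate sets, and Het-CKO hearts differed in Xist between ages, so neither can be told apart from age there.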

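From 2 to 3 weeks, 841 probes changed in CTL, Het-CKO and Hom-CKO hearts alike (adjusted p under 0.05 from limma in each). This count was 1 with only the compared arrays, 0 with the methods' t-test after adjustment or with array brightness, 138 with the Y-linked covariate and 1344 with array weights. Leaving out any 1 of the 3 Het-CKO arrays at 2 weeks lowered it, to 441 without replicate 1. CTL and Hom-CKO hearts shared 1609 probes, of which 719 were higher at 3 weeks in both, 857 lower in both and 33 opposite, where independent lists would share 155, 155 and 310. Het-CKO and Hom-CKO hearts shared 1139 (521, 599 and 19, against 82.3, 70.2 and 152), and CTL and Het-CKO hearts 1294 (678, 608 and 8, against 92.6, 88.1 and 181). Called in 1 genotype alone were 2361 in CTL, 581 in Het-CKO and 1818 in Hom-CKO hearts. Ucp3, for instance, fell with age in CTL hearts too (log2 fold change -1.40, adjusted p = 0.00758), and Gstk1 rose in each genotype. Cell cycle genes fell in each genotype: 15 of 47 in CTL (camera, adjusted p = 4.42e-07, adjusted p = 0.494 with an estimated correlation), 10 in Het-CKO (camera, adjusted p = 1.48e-06, adjusted p = 0.553 with an estimated correlation) and 31 in Hom-CKO hearts (camera, adjusted p = 1.02e-13, adjusted p = 0.214 with an estimated correlation), with 1 member higher in each (20, 21 and 34 lower adjusted over the list alone). The mitotic genes Prc1 (-2.02), Cdk1 (-1.98) and Top2a (-1.95) led this fall in Hom-CKO hearts. Cdk1 lost its call between ages in Hom-CKO hearts without Hom-CKO 2-week replicate 1 or 3 or Hom-CKO 3-week replicate 3 (adjusted p = 0.0579 to 0.107), with the replicate number as a block (adjusted p = 0.0583) or under 3 other settings (adjusted p = 0.0591 to 0.132). Ucp3 between ages in CTL hearts and Prc1 and Top2a between ages in Hom-CKO hearts lost their calls under 1 or more other settings (adjusted p = 0.0631 to 0.381).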

From 2- to 3-week, very few significant DEGs were found in either CTL or Het-CKO mice while a large number of significant DEGs detected in Hom-CKO mice with only a very small proportion of them shared among different genotypes, indicating that the effect of perinatal CSN8 deficiency has a great impact on myocardial transcriptome independent of developmental changes during this critical period; this also suggests that the selection of this time window is physiologically appropriate for revealing the genomic effect of perinatal CSN8 deficiency.

### Functional enrichment analysis for hand-curated pathway genes

To determine the functional enrichment of certain pathways, we performed Fisher's exact test of hand-curated pathway genes. A pathway with a *p*-value below 0.05 was considered as a functionally enriched pathway. Based on our previous findings of CSN8 function, we analyzed CRL SRs (SOCS and F-box genes), autophagy, microtubule-related, vesicle trafficking, chromatin remodeling, endocytosis, ATP synthases, and cell death pathways. 

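Lists of 9 pathways were written for this work from textbook membership, since the study's own member tables were not used here. Fisher's exact test compared the share of called genes in each list with that of all other tested genes. At 3 weeks cell death genes had the largest excess: 26 of 104 members (25.0%) passed between Hom-CKO and Het-CKO hearts against 17.0% of the other genes (Fisher's exact test, one-sided p = 0.0257, adjusted p = 0.462 over 36 tests). Among them 19 were higher and 7 lower in Hom-CKO hearts (20 and 9 adjusted over the list alone). In the other lists 15 of 67 F-box genes, 7 of 32 SOCS-box genes, 11 of 56 autophagy genes, 21 of 130 microtubule-related genes, 32 of 221 vesicle trafficking genes, 20 of 158 chromatin remodeling genes, 15 of 94 endocytosis genes and 5 of 38 ATP synthase genes passed, against 17.1% of other genes. At 2 weeks between 0 (ATP synthases) and 7 (microtubule-related) members of a list passed, and 3.72% of other genes did. None of 36 tests passed after adjustment, and 3 had an unadjusted p under 0.05, all for cell death. By direction, 10 autophagy genes rose and 1 fell at 3 weeks (12 and 4 adjusted over the list alone; camera, adjusted p = 0.216), as did 14 and 1 endocytosis genes (14 and 1; 0.0521) and 11 and 4 F-box genes (14 and 6; 0.216). The endocytosis list passed without Hom-CKO replicate 1 or 2 or Het-CKO replicate 1 or 3 (camera, adjusted p = 0.0338 to 0.0470), with median scaling (0.0486), without the filter on dim probes (0.0261) and with only the compared arrays (0.0388). Microtubule-related genes split into 14 and 7 (16 and 7 adjusted over the list alone; 0.472), vesicle trafficking genes into 20 and 12 (the same over the list alone; 0.408), chromatin remodeling genes into 6 and 14 (the same; 0.610), and ATP synthase genes into 2 and 3 (3 and 5; 0.864).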

The results from the Hom-CKO vs. Het-CKO comparison showed that except the cell death pathway, all pathway genes were functionally enriched in response to CSN8 deficiency in mouse hearts at both 2 and 3 weeks (Table 3). The hand-curated individual genes for all of the above nine pathways are listed in Supplementary Tables 2–10.

**Table 3:** The *p*-value of hand-curated pathway genes tested with Fisher's Exact test.

**No**.	**Pathways**	**2 weeks**		**3 weeks**	
		**Hom-CKO vs. CTL**	**Hom-CKO vs. Het-CKO**	**Hom-CKO vs. CTL**	**Hom-CKO vs. Het-CKO**
1	SOCS-box	0.002256	2.24E-06	9.70E-07	1.36E-08
2	F-box	4.78E-09	1.53E-14	1.82E-09	1.20E-15
3	Autophagy	1.39E-11	2.20E-16	6.44E-16	2.20E-16
4	Microtubules-related	2.20E-16	2.20E-16	2.20E-16	2.20E-16
5	Vesicle trafficking	1.39E-11	2.20E-16	2.20E-16	2.20E-16
6	Chromatin Remodeling	6.90E-09	2.20E-16	2.20E-16	2.09E-15
7	Endocytosis	8.46E-06	2.20E-16	7.33E-15	1.84E-14
8	ATP synthases	0.1417	6.05E-06	4.04E-06	0.006758
9	Cell Death Pathway	1	1	1	1

### Hierarchical cluster analysis of DEGs between CTL and CSN8-CKO samples

A heat map provides an immediate visual summary of experimental data since the individual values, represented by colors, indicate low and high levels of transcript abundances (Kalil and Florescu, 2013). In hierarchical clustering, subjects with similar features in a heatmap can be grouped as clusters (Zhang et al., 2017). For example, in terms of gene array, genes with similar expression can be clustered in the same group while similarity among clusters is shown by dendrograms. We used average linkage and Euclidean distance metric to generate hierarchical clustering. The results of the clustering analysis of all DEGs among CTL, Het- and Hom-CKO groups at 2- and 3-weeks-of-age are displayed in Supplementary Figure 4. The functional enrichment analysis for hand-curated genes determined DEGs within autophagy, CRL SRs (F-box and SOCS-box genes), cell death pathway, chromatin remodeling, vesicle trafficking, and microtubule-related pathway genes. Using those DEGs, we created a heat map to look at hierarchical clustering among pathways that are all associated to CSN8 function (Figure 2). The gene expression profile of Hom-CKO group was significantly different from CTL and Het-CKO group and DEGs from different pathways could be successfully clustered. 

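Of 36 genes read from the labels of Figure 2, 32 were tested. In Hom-CKO against Het-CKO hearts at 3 weeks 14 were higher and 12 lower at an adjusted p under 0.05 from limma, and against CTL hearts 14 were higher and 11 lower. At 2 weeks 5 were higher and 9 lower in each of these comparisons. Between Het-CKO and CTL hearts 1 was higher and 0 lower at 2 weeks, and 0 and 1 at 3 weeks. Synapsin II, at its Table 2 probe, was among the highest, and Mical3, a monooxygenase that acts on actin, read 8.79 ± 0.659 (SD, n = 3) in Hom-CKO and 2.9 ± 0.0961 (SD, n = 3) in Het-CKO hearts at 3 weeks (log2 fold change 1.60, standard error 0.11, adjusted p = 4.88e-08). The study chose these genes on the same hearts, so their direction is not independent evidence.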

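Among microtubule and motor genes that the heat map of the study shows, Tppp, a tubulin polymerization promoting protein, fell from 4.48 ± 0.535 in Het-CKO to 1.82 ± 0.0602 in Hom-CKO hearts at 3 weeks (SD, n = 3), and from 4.46 ± 0.406 to 2.15 ± 0.133 at 2 weeks. The unconventional myosin Myo5c fell at 3 weeks (log2 fold change -1.64, adjusted p = 1.10e-05 from limma), and the tubulin ligase-like gene Ttll7 (1.28, adjusted p = 7.19e-06) and the fast-type myosin-binding protein Mybpc2 (1.28, adjusted p = 0.000404) rose. The kinesin Kif12 fell at 2 weeks (-0.73, adjusted p = 0.00278) and did not pass at 3 weeks (-0.21, adjusted p = 0.292). Of cell death genes, Aen, a nuclease induced by p53 (1.07, adjusted p = 0.00179), Tnfrsf23 (1.19, adjusted p = 5.29e-07) and Bcl2a1b (1.71, adjusted p = 0.000325) rose at 3 weeks. Tnfrsf18 and Tnfsf18, a receptor and its ligand, were at least 2.18-fold and 1.95-fold higher, and above background in no Het-CKO heart. Tnfaip8 fell (-1.69, adjusted p = 5.65e-05), as did the inflammasome adaptor Asc (-1.08, adjusted p = 0.00558) and the autophagy kinase subunit Pik3r4 (-0.91, adjusted p = 1.15e-05). Kif2b, Dnah7a and Mybph were not above background on all 3 arrays of any group and were not tested. Ttll7, Bcl2a1b and Asc at 3 weeks and Kif12 at 2 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0547 to 0.122). Tnfsf18 at 3 weeks lost its call under 1 or more other settings (adjusted p = 0.134 to 0.328).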

Compared with CTL and Het-CKO group, we identified 18 hand-curated genes that were downregulated and 19 genes that were upregulated in Hom-CKO group. Heatmap/hierarchical clustering also showed that out of 37 DEGs, 18 were microtubule-related genes, 8 were cell-death pathway genes, three were F-box genes, two were SOCS-box genes, two genes for fetal gene program and chromatin remodeling, and a single gene for vesicular trafficking and autophagy pathways (Figure 2).

**Figure 2:**
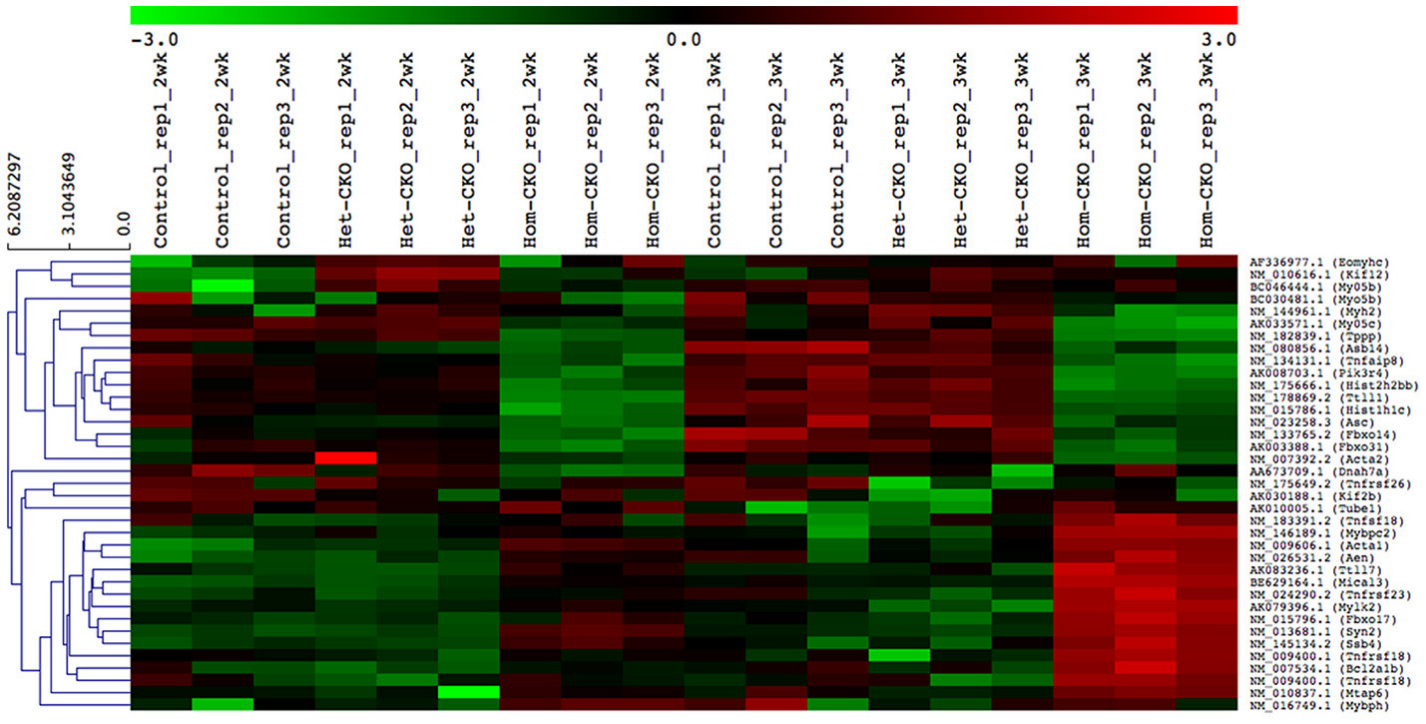
Heatmap/hierarchical clustering of DEGs of seven different pathways. All replicates of each group (Control, Het-CKO and Hom–CKO) are shown. Similarity between clusters is shown through dendrograms. Vertical dendrograms represent expression values from microarray data. Green and red indicate low and high levels of transcript abundance, respectively.

### Ingenuity pathway analysis

QIAGEN's IPA was employed to identify integral biological pathways, cellular processes and upstream regulators that are associated with the cardiac CSN8 deficiency. For reasons described earlier, the significant DEGs from the Het-CKO vs. Hom-CKO comparison best reflect the impact of CSN8 deficiency on gene expression. Thus, we will describe IPA results from this cohort of comparisons in greater detail here. IPA shows that at 2 weeks of age, DEGs in Hom-CKO compared with littermate Het-CKO are significantly enriched in a large number of pathways, some of which are predicted to have increased activity (i.e., positive z-score), including ERK/MAPK signaling, synaptic long term potentiation, GNRH signaling, P2Y purinergic receptor signaling pathway, dopamine-DARPP32 feedback in cAMP signaling, NF-κB signaling, CREB signaling, production of NO and ROS in macrophages, and IL-8 signaling (Figure 3A). Activation of these pathways likely plays a major role in mediating cardiac hypertrophy observed at this time point and/or the inflammatory responses and cell death that become apparent at a later time point (e.g., 3 weeks). 

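At 2 weeks 4 of 66 ERK/MAPK signalling genes were higher in Hom-CKO than in Het-CKO hearts and none was lower (the same adjusted over the list alone; camera, adjusted p = 0.0678). They were Prkcd (log2 fold change 1.55, adjusted p = 5.79e-08 from limma), the growth regulator Myc (2.75 ± 0.570 (SD, n = 3) in Hom-CKO and 0.961 ± 0.282 (SD, n = 2) in Het-CKO hearts), the stress transcription factor Atf4 (105 ± 5.92 in Hom-CKO and 70.1 ± 2.52 in Het-CKO hearts) and the phosphatase Dusp4, which acts on ERK (0.49, adjusted p = 0.0409). The ERK/MAPK list passed without Hom-CKO replicate 2 or 3 (camera, adjusted p = 0.0461 and 0.0464), with median scaling (0.0486) and with the lower floor (0.0480). Immediate early genes, among the targets of ERK and CREB, had 2 of 23 members higher and none lower (4 higher adjusted over the list alone; camera, adjusted p = 0.0590). This list passed without Hom-CKO replicate 3 (0.00122) or Het-CKO replicate 2 (0.0387), with median scaling (0.0446) and with the series value table (0.0413). Of interleukin-1 and STAT3 signalling genes 2 of 41 were higher (the same over the list alone; 0.317), of leukocyte extravasation genes 2 of 41 (2 higher and 1 lower over the list alone; 0.305) and of macrophage markers 0 of 23 (0.704). Cell cycle genes were higher as a set at 2 weeks, although only 1 of 47 passed on its own, also over the list alone (camera, adjusted p = 1.16e-05, adjusted p = 0.468 with an estimated correlation). Dusp4 lost its call at 2 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 2 or 3 (adjusted p = 0.0506 to 0.198), with the replicate number as a block (adjusted p = 0.0607) or under 10 other settings (adjusted p = 0.0531 to 0.160), and Myc lost its call at 2 weeks without Het-CKO replicate 2 (adjusted p = 0.103) or under 2 other settings (adjusted p = 0.0535 to 0.166). Atf4 at 2 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.0515).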

Enhanced ERK/MAPK signaling is well-known to perturb cardiac development (Bezniakow et al., 2014) and to participate in both adaptive and maladaptive cardiac hypertrophy and remodeling (Rose et al., 2010). CREB is a transcription factor implicated in cardiac hypertrophy that can be activated by a variety of upstream signaling pathways including ERK/MAPK (Subedi et al., 2017). The involvement of purinergic signaling, including P2Y receptor-mediated signaling in cardiovascular pathophysiology, such as cardiac hypertrophy and heart failure, and its emergence as a therapeutic target are well-evidenced in recent literature (Burnstock, 2017). A meta-analysis of genome-wide association studies has revealed that dopamine-DARPP32 feedback in cAMP signaling is one of the signaling pathways shared by mood disorders and cardio-metabolic diseases (Amare et al., 2017). Meanwhile, NF-κB signaling, production of NO and ROS in macrophages, and IL-8 signaling are apparently involved in the regulation of inflammation and cell death (Valen, 2011). Both inflammation and cell death are clearly evidenced in Hom-CKO hearts at 3 weeks of age (Su et al., 2011a,b).

**Figure 3:**
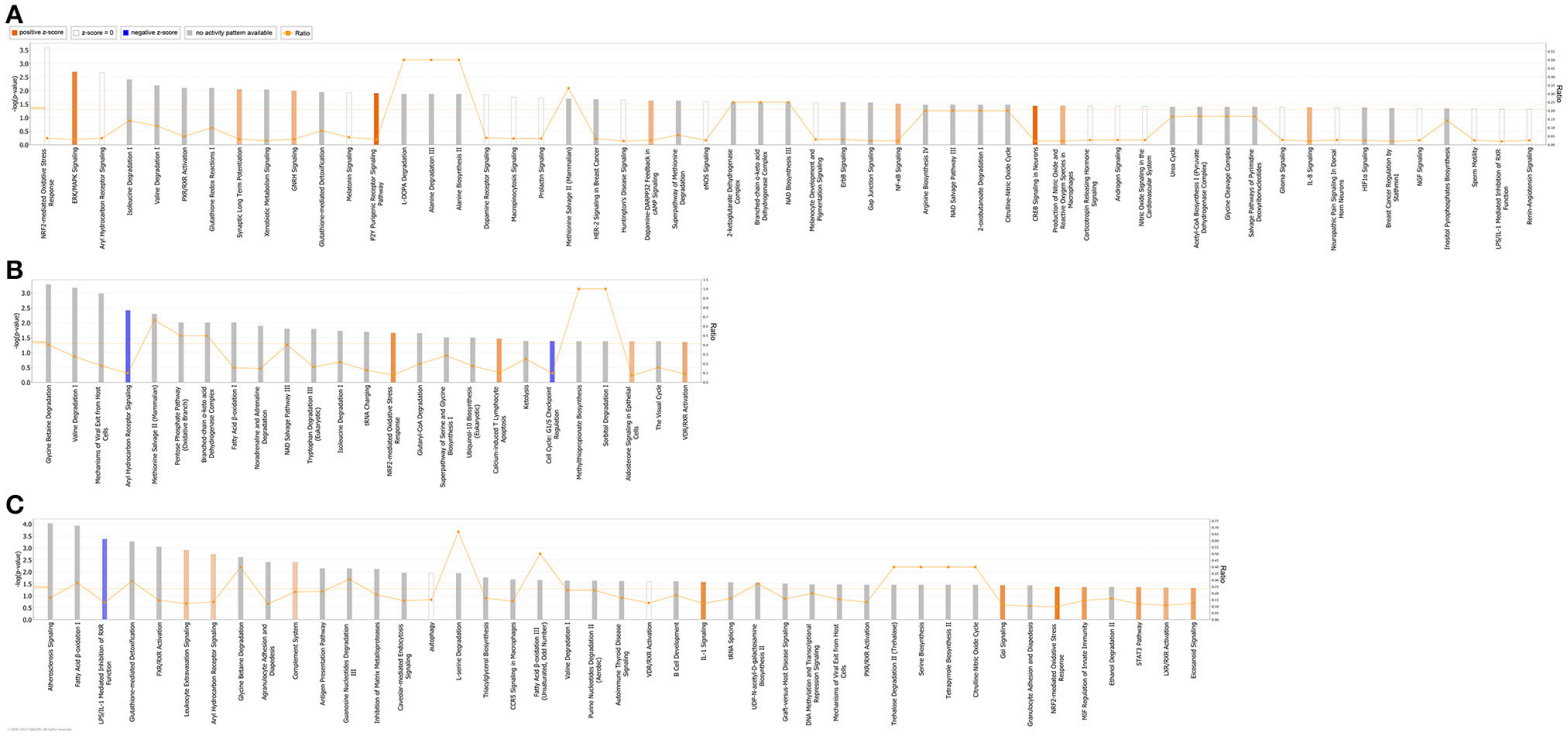
Significantly enriched (*p* < 0.05; Fisher's exact test) Ingenuity canonical pathways in Hom-CKO compared with Het-CKO at 2 weeks **(A)** and 3 weeks **(B)** of age, and in 3-week-old Hom-CKO compared with 2-week-old Hom-CKO **(C)**. The X-axis represents significant canonical pathways while the left Y-axis displays the -log of *p*-value which is calculated with Fisher's exact test right-tailed. Thus, taller bars equate to increased significance. The threshold is set at -log of 0.05 (*p*-value) so all values above or at that threshold denote significant enrichment. The overall activation/inhibition states of canonical pathways are predicted based on a Z-score algorithm. The canonical pathway bar charts are colored to indicate their activation z-scores. Orange bars predict an overall increase in the activity of the pathway while blue bars indicate a prediction of an overall decrease in activity. White bars are those with a z-score which is zero or very close to 0, predicting unchanged overall activity of the pathway. Gray bars indicate pathways that are currently ineligible for a prediction. The orange points connected by a thin line represent the Ratio (right Y-axis). The ratio is calculated as the number of genes in a given pathway that meet cutoff criteria, divided by the total number of genes that make up that pathway and that are in the reference gene set.

For the 3-week time point, IPA reveals that significant DEGs between Hom-CKO and Het-CKO are enriched in fewer pathways (Figure 3B) although the total number of DEGs is somewhat larger at 3-weeks (286) than at 2-weeks (263) (Figures 1A,B). Nevertheless, approximately one third of the enriched pathways at 3-weeks had shown enrichment at 2-weeks as well, with some of their activity changes being more predictable at 3-weeks. For example, NRF2-mediated oxidative stress response was statistically the most significant pathway at 2-weeks and its enrichment remained significant at 3-weeks but the pathway activity was predicted from being unchanged (z-score = 0) at 2-weeks to being increased at 3-weeks (positive z-score). Similarly, the aryl hydrocarbon receptor (AhR) signaling was predicted from being unchanged at 2-weeks to being decreased at 3-weeks (negative z-score). 

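Gene lists fixed before the data were examined moved at 3 weeks in Hom-CKO against Het-CKO hearts as follows. Of 45 fibrosis and matrix genes 26 rose and 1 fell (31 and 1 adjusted over the list alone; camera, adjusted p = 1.02e-13, adjusted p = 0.0399 with an estimated correlation). Osteopontin, Spp1, read 3.28 ± 1.44 (SD, n = 3) in Hom-CKO and 0.403 ± 0.130 (SD, n = 3) in Het-CKO hearts (above background in 1 of 3 Het-CKO hearts), and the protease inhibitor Timp1 6.66 ± 0.442 in Hom-CKO and 2.11 ± 0.518 in Het-CKO hearts. Cilp, a matrix protein, rose by 2.01 on the log2 scale, Col8a1 by 1.92 and Thbs4 by 1.91. At 2 weeks 7 of these genes rose and 1 fell (19 and 1 adjusted over the list alone; camera, adjusted p = 4.20e-11, adjusted p = 0.0399 with an estimated correlation). Fatty acid oxidation genes fell: 13 of 33 were lower and 1 higher (20 and 1 over the list alone; camera, adjusted p = 5.43e-07, adjusted p = 0.325 with an estimated correlation). Among them the carnitine carrier Slc25a20 read 6.04 ± 0.334 in Hom-CKO and 12.4 ± 0.840 in Het-CKO hearts. As a measured fact beside these lists, cell type markers moved too. Of 19 fibroblast markers 7 rose and none fell (7 and 1 over the list alone; camera, adjusted p = 0.000916, adjusted p = 0.325 with an estimated correlation), and of 20 endothelial markers 3 fell and none rose (9 lower over the list alone; camera, adjusted p = 0.000638, adjusted p = 0.111 with an estimated correlation). Fibroblast markers did not pass at 2 weeks (1 higher and 0 lower; camera, adjusted p = 0.0521). They passed without Hom-CKO replicate 2 (0.0319) or Het-CKO replicate 3 (0.0168) and under 10 other settings (0.0181 to 0.0480).

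**Figure D2:**
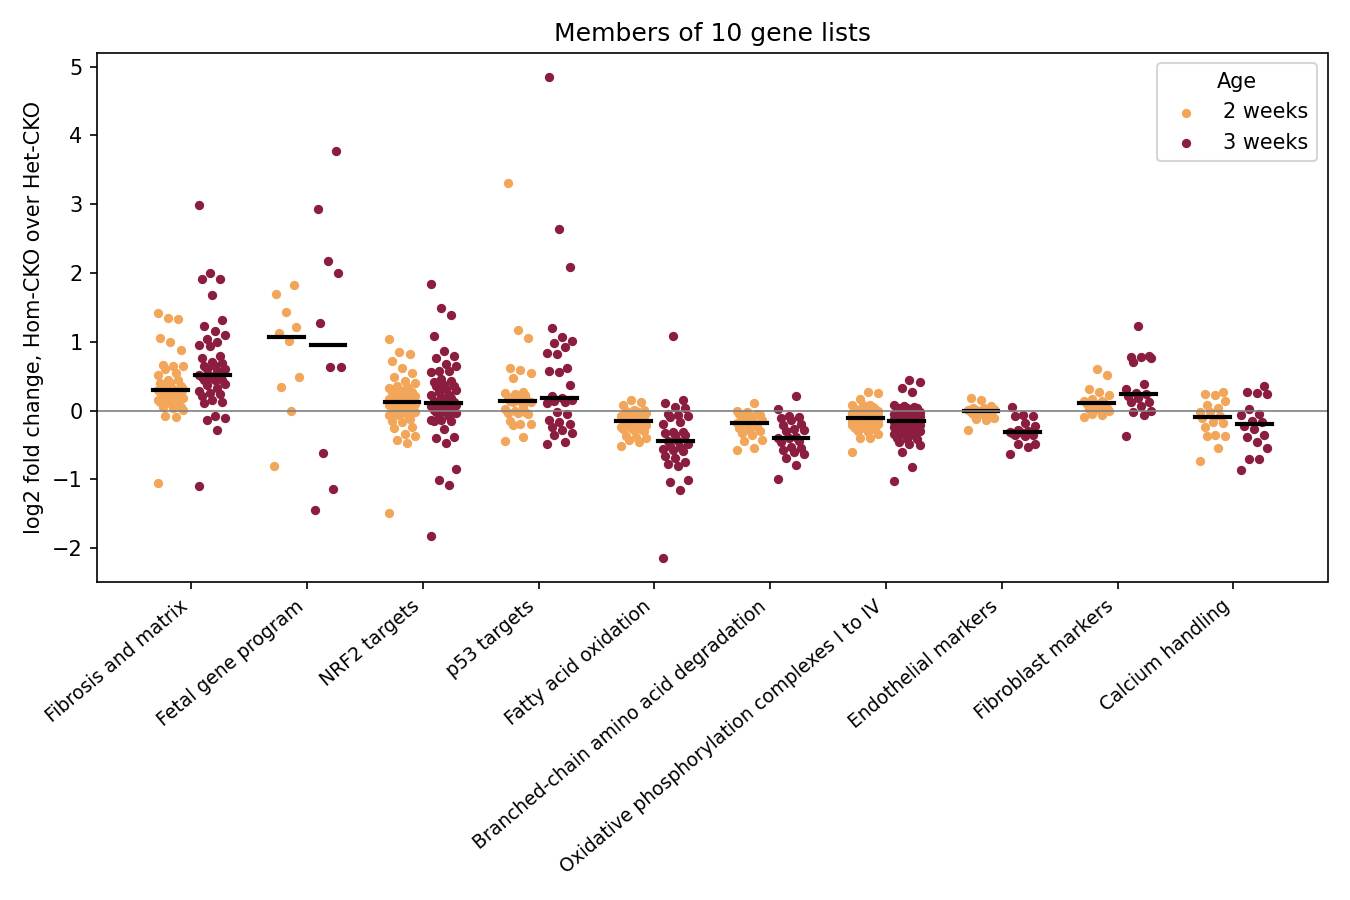
Log2 fold changes in Hom-CKO over Het-CKO hearts of each measured member of 10 gene lists. The fold change is on 1 axis and the lists are on the other. Values at 2 weeks are in orange and at 3 weeks in dark red, with a black bar at the median of each list. Most fibrosis and matrix genes have values over 0, with a median of 0.30 at 2 weeks and 0.51 at 3 weeks. Most fatty acid oxidation genes have values under 0, with medians of -0.15 and -0.45.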

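Of 56 measured NRF2 targets 8 rose and 2 fell in Hom-CKO against Het-CKO hearts at 2 weeks (13 and 4 adjusted over the list alone; camera, adjusted p = 0.000916, adjusted p = 0.0736 with an estimated correlation), and 18 rose and 4 fell at 3 weeks (21 and 6; camera, adjusted p = 0.00424, adjusted p = 0.103 with an estimated correlation). The quinone reductase Nqo1 read 7.16 ± 0.211 (SD, n = 3) in Hom-CKO and 3.50 ± 0.366 (SD, n = 3) in Het-CKO hearts at 2 weeks and 13.4 ± 0.690 in Hom-CKO and 7.77 ± 0.526 in Het-CKO hearts at 3 weeks (log2 fold change 1.04 and 0.79, adjusted p = 1.71e-05 and 3.33e-05 from limma). Thioredoxin reductase Txnrd1 read 7.55 ± 0.543 in Hom-CKO and 4.56 ± 0.109 in Het-CKO hearts at 2 weeks and 9.54 ± 0.547 in Hom-CKO and 5.23 ± 0.538 in Het-CKO hearts at 3 weeks. Sulfiredoxin Srxn1 rose from 1.82 ± 0.0529 to 4.74 ± 0.120 at 3 weeks (log2 fold change 1.38, standard error 0.12, adjusted p = 1.09e-06), and the epoxide hydrolase Ephx1 from 7.68 ± 1.07 to 21.4 ± 1.41. The glutathione transferase Gsta1 was at least 3.56-fold higher at 3 weeks and above background in no Het-CKO heart, while Gstk1 fell (log2 fold change -1.82, adjusted p = 1.84e-08). Nfe2l2, the gene of NRF2 itself, read 26.2 ± 0.568 in Hom-CKO and 29.2 ± 2.17 in Het-CKO hearts at 3 weeks and did not pass (-0.15, adjusted p = 0.321). Whether the list moved more at 3 than at 2 weeks was tested as an interaction, and camera gave an adjusted p of 0.518. Srxn1 lost its call at 2 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 2 or 3 (adjusted p = 0.0617 to 0.126) or under 3 other settings (adjusted p = 0.0569 to 0.142).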

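The aryl hydrocarbon receptor gene Ahr read 1.96 ± 0.0545 (SD, n = 3) in Hom-CKO and 1.98 ± 0.0238 (SD, n = 2) in Het-CKO hearts at 3 weeks and did not pass between genotypes (-0.02, adjusted p = 0.980 from limma). Its partner Arnt rose at the brighter of its probes, from 2.40 ± 0.304 to 4.25 ± 0.461 (log2 fold change 0.83, standard error 0.13, adjusted p = 0.000336), and did not pass at the other. The classical target Cyp1a1 did not pass (log2 fold change -0.14, adjusted p = 0.481), nor did Cyp1b1 (1.91 ± 0.302 in Hom-CKO and 1.05 ± 0.279 in Het-CKO hearts, 0.88, adjusted p = 0.0699) or Aldh3a1 (0.11, adjusted p = 0.603). Of 33 genes of this pathway 5 rose and 3 fell at 3 weeks (8 and 5 adjusted over the list alone; camera, adjusted p = 0.547). At 2 weeks 1 rose and 2 fell (3 and 4 over the list alone; camera, adjusted p = 0.715), where the median was 0.03 and the mean -0.02. Nqo1, which this receptor and NRF2 both induce, was among the genes that rose. Arnt at 3 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.0593).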

The AhR is a transcription factor of the basic helix-loop-helix/PER-ARNT-SIM family. It can be activated by both environmental factors (e.g., polycyclic aromatic hydrocarbons or dioxins) and endogenous ligands (e.g., tryptophan derivatives, arachidonic acid metabolites, equilenin, heme metabolites, and indigoids). Ligand-bound or activated AhR moves to the nucleus where it forms heterodimers with aryl hydrocarbon receptor nuclear translocator (ARNT). The AhR/ARNT heterodimer binds to xenobiotic responsive elements (XREs) or dioxin responsive elements (DREs) in the enhancer sequences of genes encoding phase I and II xenobiotic metabolizing enzymes, such as cytochrome P450 monooxygenases (CYP1A1, CYP1A2, and CYP1B1) and glutathione-S-transferases (GSTs), NADPH/quinone oxidoreductase (NQO1), and aldehyde dehydrogenase 3, and activates these genes (Dietrich, 2016). Decreased AhR signaling in Hom-CKO hearts may conceivably diminish the ability to detoxify exogenous and endogenous toxic factors, which may contribute to cardiac dysfunction and cardiomyocyte death. Beyond activating the canonical xenobiotic metabolism signaling, AhR can also trigger the antioxidant response through transactivating the NRF2 gene and collaborating with NRF2 to activate NRF2 target genes (Dietrich, 2016). The NRF2-mediated oxidative stress response is a well-known master pathway that enables the cell to deal with harmful stress including oxidative stress. The enrichment of DEGs in these pathways related to oxidative stress responses strongly suggests that cardiac CSN8 deficiency increases oxidative stress and something alike which in turn trigger cellular defense against these toxic stresses. This is supported by a prior transcription profiling study on *Drosophila* deficient of a CSN subunit which also indicates that CSN regulates the redox signaling pathways (Oron et al., 2007). This is further corroborated by our prior findings that increased myocardial protein carbonyls and massive cardiomyocyte necrosis are observed in mice with cardiac deficiency of CSN8 (Su et al., 2011a,b, 2013). 

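Of 31 p53 targets 12 rose and 2 fell at 3 weeks (12 and 3 adjusted over the list alone; camera, adjusted p = 0.000916, adjusted p = 0.0399 with an estimated correlation), and 5 rose and none fell at 2 weeks (6 and 2; camera, adjusted p = 0.0205, adjusted p = 0.0908 with an estimated correlation). Phlda3, a p53-induced repressor of AKT, read 19.8 ± 0.667 (SD, n = 3) in Hom-CKO and 4.71 ± 0.802 (SD, n = 3) in Het-CKO hearts at 3 weeks and 7.40 ± 0.0561 in Hom-CKO and 3.56 ± 0.325 in Het-CKO hearts at 2 weeks (adjusted p = 1.78e-07 and 0.000995 from limma). Of 34 integrated stress response genes 15 rose and 2 fell at 3 weeks (17 and 2 over the list alone; camera, adjusted p = 0.000386, adjusted p = 0.309 with an estimated correlation). Atf4, its central transcription factor, read 115 ± 12.1 in Hom-CKO and 63.8 ± 4.25 in Het-CKO hearts, the phosphatase subunit Ppp1r15a rose by 0.91 on the log2 scale and stanniocalcin Stc2 fell (-1.03). At 2 weeks 3 of these genes rose and 1 fell (5 and 1 over the list alone; camera, adjusted p = 0.00475, adjusted p = 0.406 with an estimated correlation). The p53 and integrated stress response lists lost their calls at 2 weeks with the Y-linked covariate (camera, adjusted p = 0.0874 for both). The p53 list also lost its call with only the compared arrays (0.0672) and with only probes above background on all 18 arrays (0.171). Of 80 heat shock and endoplasmic reticulum chaperone genes 16 rose and 3 fell at 3 weeks (17 and 5; camera, adjusted p = 0.0751; 0.0422 and 0.0426 without Het-CKO replicates 1 and 3, 0.0448 without the filter on dim probes), among them Hsph1 (log2 fold change 1.15, adjusted p = 0.000512) and the heat shock factor Hsf1 (0.89, adjusted p = 0.00134). From the enrichment of differentially expressed genes in pathways of the oxidative stress response, the paper proposes that loss of CSN8 in the heart raises oxidative stress, which then triggers the cell's own defence. Ppp1r15a, Stc2, Hsph1 and Hsf1 at 3 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0626 to 0.113).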

Enrichment of DEGs in the sperm motility pathway is consistent with dysregulated microtubule functioning that is evidenced by perturbed vesicle trafficking (Table 3) and impaired autophagosome maturation in Hom-CKO mouse hearts (Su et al., 2011a). Comparisons between Hom-CKO and CTL and between Het-CKO and CTL are shown in Supplementary Figures 5, 6, respectively.

We also performed IPA analysis on DEG data generated from comparison of gene expression between 3- and 2-weeks of age within each genotype (i.e., data summarized in Figure 1C). The analysis reveals that there were 4 and 12 pathways with statistically significant enrichment of the DEGs in the CTL and Het-CKO mice, respectively but the overall activity of these pathways was either unchanged or not predictable (Supplementary Figure 7). 

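Gene lists were also tested between 3 and 2 weeks in CTL and Het-CKO hearts. Counts in brackets are members higher and lower at 3 weeks, and then the same adjusted over the list alone. NRF2 targets rose in CTL (16 and 1 of 56, 19 and 2; camera, adjusted p = 0.000123, adjusted p = 0.0871 with an estimated correlation) and Het-CKO hearts (10 and 1, 10 and 2; camera, adjusted p = 0.000303, adjusted p = 0.0959 with an estimated correlation). Complement genes rose in CTL (5 and 1 of 22, 10 and 1; camera, adjusted p = 0.0226, adjusted p = 0.674 with an estimated correlation) and Het-CKO hearts (6 and 2, 8 and 2; camera, adjusted p = 0.0101, adjusted p = 0.591 with an estimated correlation). Macrophage and myeloid markers rose in CTL (6 and 0 of 23, 14 and 0; camera, adjusted p = 9.58e-05, adjusted p = 0.682 with an estimated correlation) and Het-CKO hearts (7 and 0, 15 and 0; camera, adjusted p = 1.60e-06, adjusted p = 0.571 with an estimated correlation). Eicosanoid signalling genes did so too (CTL 8 and 0 of 43, 11 and 0, camera, adjusted p = 0.0180, adjusted p = 0.418 with an estimated correlation; Het-CKO 6 and 2, 8 and 3, camera, adjusted p = 0.0341, adjusted p = 0.454 with an estimated correlation). Branched-chain amino acid degradation genes rose (CTL 12 and 0 of 24, 15 and 0, camera, adjusted p = 5.65e-07, adjusted p = 0.149 with an estimated correlation; Het-CKO 6 and 0, 10 and 0, camera, adjusted p = 5.74e-05, adjusted p = 0.255 with an estimated correlation). Fibrosis and matrix genes fell in CTL (0 and 21 of 45, 0 and 21; camera, adjusted p = 9.02e-11, adjusted p = 0.0948 with an estimated correlation) and Het-CKO hearts (1 and 12, 3 and 20; camera, adjusted p = 4.43e-07, adjusted p = 0.164 with an estimated correlation). Endothelial markers fell in CTL (0 and 8 of 20, 0 and 12; camera, adjusted p = 2.00e-05, adjusted p = 0.103 with an estimated correlation) and Het-CKO hearts (1 and 11, 1 and 15; camera, adjusted p = 4.43e-07, adjusted p = 0.0829 with an estimated correlation). The complement gene C1qa read 30.8 ± 3.65 (SD, n = 3) at 3 weeks and 19.9 ± 6.35 (SD, n = 3) at 2 weeks in CTL hearts, and the macrophage lysozyme Lyz2 47.2 ± 11.6 at 3 weeks and 25.7 ± 7.78 at 2 weeks. These tests were added after the data were seen, and no list passed with an estimated correlation in either genotype.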

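From 2 to 3 weeks complement genes rose in Hom-CKO hearts: 12 of 22 members were higher at 3 weeks and none was lower (13 adjusted over the list alone; camera, adjusted p = 0.000133, adjusted p = 0.325 with an estimated correlation). Itgb2, the shared chain of the leukocyte integrins, read 1.56 ± 0.199 (SD, n = 3) at 3 weeks and 0.765 ± 0.0786 (SD, n = 3) at 2 weeks (log2 fold change 1.03, standard error 0.16, adjusted p = 0.000697 from limma), the complement component C1qa 30.8 ± 2.51 at 3 weeks and 15.8 ± 1.25 at 2 weeks and the complement protease Masp1 3.3 ± 0.104 at 3 weeks and 1.66 ± 0.163 at 2 weeks. Macrophage and myeloid markers rose, with 11 of 23 higher and none lower (17 over the list alone; camera, adjusted p = 2.61e-07, adjusted p = 0.407 with an estimated correlation). The cathepsin Ctss read 23.4 ± 4.94 at 3 weeks and 9.4 ± 0.385 at 2 weeks and the macrophage lysozyme Lyz2 45.3 ± 5.56 at 3 weeks and 21.4 ± 1.47 at 2 weeks. Endothelial markers fell (14 of 20, 1 higher; 16 and 1 over the list alone; camera, adjusted p = 2.62e-12, adjusted p = 0.0136 with an estimated correlation). Fatty acid oxidation genes fell in Hom-CKO hearts (18 of 33, 1 higher; 23 and 1 over the list alone; camera, adjusted p = 1.02e-11, adjusted p = 0.163 with an estimated correlation), and also in CTL (7; camera, adjusted p = 0.00938, adjusted p = 0.753 with an estimated correlation) and Het-CKO hearts (9; camera, adjusted p = 2.89e-06, adjusted p = 0.467 with an estimated correlation). Whether the difference between Hom-CKO and Het-CKO hearts changed with age was tested for each list as an interaction. It did not pass for complement genes (camera, adjusted p = 0.309) or macrophage markers (0.441), and passed for fatty acid oxidation (camera, adjusted p = 0.000155, adjusted p = 0.571 with an estimated correlation). Itgb2, C1qa, Ctss and Lyz2 lost their calls with array brightness as a covariate (adjusted p = 0.0637, 0.154, 0.119 and 0.273).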

By sharp contrast, this analysis has identified in the Hom-CKO group many more pathways with significant enrichment of DEGs, with 10 of them showing increased activity and one showing decreased activity (Figure 3C). Notably, 7 of the 10 activity-increased pathways (e.g., leukocyte extravasation signaling, complement system, IL-1 signaling, Gαi signaling, MIF regulation of innate immunity, STAT3 pathway, and eicosanoid signaling) and the only activity-decreased pathway (i.e., LPS/IL-1 mediated inhibition of RXR function) are known to fall in the upstream signaling, the execution, or the downstream signaling of necrosis. 

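Leukocyte extravasation genes went both ways with age in Hom-CKO hearts, with 12 of 41 higher at 3 weeks and 6 lower (14 and 7 adjusted over the list alone; camera, adjusted p = 0.408; Fisher's exact test of members called in either direction, adjusted p = 0.000367). The macrophage elastase Mmp12 rose from 0.322 ± 0.00717 to 1.23 ± 0.143 (SD, n = 3; log2 fold change 1.93, standard error 0.16, adjusted p = 1.39e-06 from limma), the chemokine Ccl7 by 1.55 and Timp1 by 1.43 on the log2 scale. Of interleukin-1 and STAT3 signalling genes 3 of 41 rose and 1 fell (1 and 1 over the list alone; camera, adjusted p = 0.398). Of eicosanoid signalling genes 8 of 43 rose and 1 fell (9 and 1; 0.167), with the prostaglandin D synthase Ptgds at 47.8 ± 6.07 at 3 weeks and 24.0 ± 1.80 at 2 weeks and the lipoxygenase Alox5 at 2.23 ± 0.484 at 3 weeks and 1.09 ± 0.0523 at 2 weeks. Of lymphocyte markers 1 of 15 rose and none fell (the same over the list alone; camera, adjusted p = 0.924). Between Hom-CKO and Het-CKO hearts at 3 weeks, complement (3 higher, 2 lower; camera, adjusted p = 0.577), leukocyte extravasation (5 and 2; 0.343) and macrophage lists (1 and 0; 0.646) did not pass. The macrophage list passed in that comparison without Het-CKO replicate 2 (camera, adjusted p = 0.0434). Mmp12 was higher in Hom-CKO hearts there (log2 fold change 1.64, above background in 2 of 3 Het-CKO hearts). Ccl7 lost its call between ages in Hom-CKO hearts without Hom-CKO 2-week replicate 1, 2 or 3 or Hom-CKO 3-week replicate 1 or 2 (adjusted p = 0.0585 to 0.154), with the replicate number as a block (adjusted p = 0.0656) or under 5 other settings (adjusted p = 0.0549 to 0.454). Ptgds and Alox5 between ages in Hom-CKO hearts lost their calls under 1 or more other settings (adjusted p = 0.0517 to 0.231).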

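NRF2 targets rose from 2 to 3 weeks in Hom-CKO hearts, with 14 of 56 higher and 3 lower (17 and 4 adjusted over the list alone; camera, adjusted p = 9.99e-05, adjusted p = 0.0399 with an estimated correlation). Ephx1 read 21.4 ± 1.41 (SD, n = 3) at 3 weeks and 7.04 ± 0.246 (SD, n = 3) at 2 weeks, the glutathione transferase Gstm2 11.6 ± 0.682 at 3 weeks and 4.78 ± 0.188 at 2 weeks and Nqo1 rose by 0.91 on the log2 scale (adjusted p = 1.93e-05 from limma). Gstm2 rose with age in CTL hearts too (log2 fold change 1.25, adjusted p = 4.69e-05). Genes of the aryl hydrocarbon receptor pathway rose as a set (7 of 33 higher and none lower, also over the list alone; camera, adjusted p = 0.0170, adjusted p = 0.288 with an estimated correlation), Ahr itself did not pass (0.29, adjusted p = 0.247) and Cyp1b1 rose (1.09, adjusted p = 0.0263). The receptor list lost its call with only the compared arrays (adjusted p = 0.0698) or with array brightness as a covariate (0.0604). p53 targets (10 of 31 higher and 2 lower, 11 and 2 over the list alone; camera, adjusted p = 0.00305, adjusted p = 0.0399 with an estimated correlation) and heat shock genes (15 of 80 higher and 5 lower, 18 and 7 over the list alone; camera, adjusted p = 0.0352, adjusted p = 0.451 with an estimated correlation) rose as well. The heat shock list lost its call without Hom-CKO 2-week replicate 2 or 3 (adjusted p = 0.0913 and 0.0723). Cyp1b1 lost its call between ages in Hom-CKO hearts without Hom-CKO 2-week replicate 1, 2 or 3 or Hom-CKO 3-week replicate 1 or 3 (adjusted p = 0.0619 to 0.0978) or under 3 other settings (adjusted p = 0.0599 to 0.230).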

The remaining 3 activity-increased pathways (e.g., AhR signaling, NRF2-mediated oxidative stress response, and LXR/RXR activation) are known to deal with xenobiotic metabolism and oxidative stress. Hence, these longitudinal changes in pathway genes correlate extremely well to the observation that massive cardiomyocyte necrosis occurs in Hom-CKO hearts but it was not discernible until 3 weeks of age (Su et al., 2011a,b).

### Network analysis of hand-curated pathway genes

The co-expression network of hand-curated pathway genes is shown in Supplementary Figure 8. To generate this network, we used array data for hand-curated pathway genes. The co-expression network helped us to identify interactions among genes of same or different pathways. Hence, each module/cluster in the co-expression network, designated with different colors, represents genes from multiple pathways that showed similar expression patterns (Supplementary Figure 8). There were 13 different modules identified in our co-expression network with blue module and turquoise module as the two densest modules containing the majority of differentially expressed pathway genes (Table 4). The differentially expressed pathway genes usually had more interacting neighbors, indicating their pivotal roles in influencing other genes. In total, network analyses identified co-expression of 28 DEGs (Triangle) along with some genes that are missing in statistical analysis (Circle). For example, *Pam, Sqstm1, Tpm2* in the blue module, and *Traf3, Myo9b, C1qtnf4, Bcl2, Bcl10, Myl9, Dnalc4, Kif5b, Tnfsf5ip1, Eml1* in the turquoise module could be genes affected by CSN8-CKO. These genes, although not detected as significant DEGs from our gene array data, are in the same module of most of the differentially expressed pathway genes, and have larger numbers of interacting neighbors, including those differentially expressed pathway genes (Supplementary Figure 8). 

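At 3 weeks 10 of these 13 genes differed between Hom-CKO and Het-CKO hearts at an adjusted p under 0.05 from limma. The autophagy receptor Sqstm1 rose at its brightest probe (91.3 ± 3.68 (SD, n = 3) in Hom-CKO and 62.2 ± 5.29 (SD, n = 3) in Het-CKO hearts, log2 fold change 0.56, standard error 0.09, adjusted p = 0.000426) and did not pass at its 3 others (adjusted p = 0.0788 to 0.519). Higher as well were the amidating enzyme Pam (log2 fold change 0.80, adjusted p = 8.66e-05), β-tropomyosin Tpm2 (5.23 ± 0.500 in Hom-CKO and 3.36 ± 0.332 in Het-CKO hearts), the adaptor Traf3 (0.88, adjusted p = 3.86e-05), the myosin Myo9b (0.62, adjusted p = 0.00409) and the regulatory light chain Myl9 (0.56, adjusted p = 0.00203). C1qtnf4 fell from 4.26 ± 0.516 to 2.45 ± 0.269 (-0.80, adjusted p = 0.000935). The anti-apoptotic gene Bcl2 rose at 1 probe (0.73, adjusted p = 0.00220) and not at its other. Smaller rises passed for the kinesin Kif5b (0.48, adjusted p = 0.0321) and Eml1 (0.30, adjusted p = 0.0373). Bcl10 (0.19, adjusted p = 0.190), Dnalc4 (-0.25, adjusted p = 0.111) and Tnfsf5ip1 (-0.28, adjusted p = 0.0653) did not pass. At 2 weeks Pam (0.54, adjusted p = 0.00980), Bcl2 at the same probe (0.59, adjusted p = 0.0321), Myl9 (0.45, adjusted p = 0.0304) and C1qtnf4 (-0.69, adjusted p = 0.0116) differed in the same directions. Kif5b lost its call at 3 weeks without Hom-CKO replicate 1 or 3 or Het-CKO replicate 1 or 2 (adjusted p = 0.0666 to 0.108) or under 4 other settings (adjusted p = 0.0568 to 0.282), and Eml1 lost its call at 3 weeks without Hom-CKO replicate 1 or 3 or Het-CKO replicate 2 (adjusted p = 0.0874 to 0.163) or under 6 other settings (adjusted p = 0.0506 to 0.241). Pam lost its call at 2 weeks without Het-CKO replicate 2 (adjusted p = 0.0668) or with the methods' t-test (adjusted p = 0.1), and C1qtnf4 lost its call at 2 weeks without Hom-CKO replicate 3 or Het-CKO replicate 2 or 3 (adjusted p = 0.0501 to 0.0636) or under 2 other settings (adjusted p = 0.0500 to 0.0658). Bcl2 lost its call at 2 weeks without Hom-CKO replicate 1 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0773 to 0.190), with the replicate number as a block (adjusted p = 0.0748) or under 3 other settings (adjusted p = 0.0605 to 0.182), and Myl9 lost its call at 2 weeks without Hom-CKO replicate 2 or 3 or Het-CKO replicate 1 or 2 (adjusted p = 0.0862 to 0.143) or under 3 other settings (adjusted p = 0.0883 to 0.189). Tpm2, Myl9 and C1qtnf4 at 3 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0630 to 0.0714). Myo9b at 3 weeks lost its call under 1 or more other settings (adjusted p = 0.0547 to 0.0643).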

Table 4 shows the total number of genes in each identified module from network analysis, and the corresponding number of genes of each pathway enriched in each module. For example, in the blue module; the genes with the most interacting partners includes *Syn2* (trafficking), *ssb4* (SOCS-box), *Mical3* and *Tppp* (microtubules) with 53, 49, 47, and 46 interactions, respectively. Similarly *Tnfaip8* (cell death), *Ttll1* (microtubules), *Hist1h1c* and *Hist2h2bb* (chromatin remodeling) showed 60, 52, and 51 interactions in the turquoise module, respectively. These genes do not necessarily interact with DEGs only but also with non-DEGs genes (Supplementary Figure 8). 

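Ssb4, a SOCS-box substrate receptor, read 26.7 ± 4.66 (SD, n = 3) in Hom-CKO and 11.0 ± 2.70 (SD, n = 3) in Het-CKO hearts at 3 weeks (log2 fold change 1.30, standard error 0.20, adjusted p = 0.000268 from limma) and 16.9 ± 1.96 in Hom-CKO and 9.45 ± 0.273 in Het-CKO hearts at 2 weeks (adjusted p = 0.0302). Syn2, at 2 of its 5 probes, and Mical3 rose at both ages, Mical3 by 0.68 at 2 weeks on the log2 scale (adjusted p = 0.00172). Tppp, in contrast, was lower in Hom-CKO than in Het-CKO hearts at both ages (log2 fold change -1.05 and -1.29). Ssb4 lost its call at 2 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0803 to 0.117), with the replicate number as a block (adjusted p = 0.0793) or under 4 other settings (adjusted p = 0.0522 to 0.151). Ssb4 at 3 weeks and Mical3 at 2 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0743 to 0.0792).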

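Tnfaip8 read 0.654 ± 0.121 (SD, n = 3) in Hom-CKO and 2.09 ± 0.285 (SD, n = 3) in Het-CKO hearts at 3 weeks, and at 2 weeks its log2 fold change of -0.76 did not pass (adjusted p = 0.0714 from limma). Ttll1, at 1 of its 2 probes, and the histone genes Hist1h1c and Hist2h2bb were lower in Hom-CKO than in Het-CKO hearts at both ages. Tnfaip8 passed the threshold at 2 weeks under 2 other settings (adjusted p = 0.00756 to 0.0478).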

In summary, the co-expression network map demonstrates that CSN8-CKO-induced effects on CRLs substrates of UPS, autophagy, cell death, vesicle trafficking, chromatin remodeling and microtubule-related pathways are all interlinked. CSN8-induced transcriptional effects on genes of one pathway can have direct or indirect effects on other pathways.

**Table 4:** Distribution of various pathway genes in each module of co-expression network.

**No**.	**Module**	**Total genes**	**DEGs**	**Cell death**	**Microtubules**	**Fetal genes**	**Autophagy**	**Vesicle trafficking**	**SOCS box**	**F-box**	**Chromatin remodeling**
1	Turquoise	50	10	15	18	1	4	4	2	1	5
2	Blue	46	15	15	13	3	5	3	2	2	3
3	Brown	23	0	3	15	0	1	2	1	0	1
4	Yellow	20	1	10	9	0	0	0	0	1	0
5	Green	12	0	3	6	0	2	1	0	0	0
6	Red	11	0	5	4	0	1	1	0	0	0
7	Magenta	9	1	2	5	0	0	1	0	0	1
8	Greenyellow	8	0	3	5	0	0	0	0	0	0
9	Black	8	0	4	3	0	0	1	0	0	0
10	Pink	7	0	2	5	0	0	0	0	0	0
11	Gray	6	0	2	3	0	1	0	0	0	0
12	Purple	6	0	3	3	0	0	0	0	0	0
13	Tan	5	1	2	1	0	1	0	0	1	0

### DEGs induced by CSN8 deficiency enrich in the chromatin remodeling pathway

The eukaryotic DNA is packaged around histone proteins in a structure called chromatin. In order for transcriptional regulators to get access to genomic DNA, chromatin structure needs to be modulated via a process known as chromatin remodeling (Hughes and Rando, 2014). As shown in Table 3, chromatin remodeling is one of the processes with significant enrichment of DEGs in Hom-CKO hearts. Histone proteins act as crucial regulators of transcription through chromatin remodeling. Hence, we paid particular attention to expression changes of histone gens. 

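The linker histone gene Hist1h1c, now named H1f2, read 6.21 ± 0.696 in CTL, 5.46 ± 0.440 in Het-CKO and 2.85 ± 0.520 in Hom-CKO hearts at 2 weeks (SD, n = 3) and 8.96 ± 0.906, 8.64 ± 0.927 and 3.63 ± 0.149 at 3 weeks. Its log2 fold change in Hom-CKO against Het-CKO hearts was -0.95 at 2 weeks and -1.25 at 3 weeks (adjusted p = 0.000595 and 7.29e-06 from limma), and against CTL hearts -1.14 and -1.30. The core histone gene Hist2h2bb, matched by symbol to H2bc18, fell from 2.49 ± 0.137 to 1.65 ± 0.168 at 2 weeks and from 3.16 ± 0.253 to 1.55 ± 0.117 at 3 weeks (log2 fold change -1.03, standard error 0.12, adjusted p = 2.00e-05). A dim expressed sequence tag probe of Hist2h2bb went the other way at 3 weeks (adjusted p = 0.0270). Of 158 chromatin remodeling genes 1 rose and 3 fell at 2 weeks (the same adjusted over the list alone; camera, adjusted p = 0.656). From 2 to 3 weeks the list fell in Hom-CKO hearts (9 higher and 25 lower, 10 and 30 over the list alone; camera, adjusted p = 0.00864, adjusted p = 0.0399 with an estimated correlation) and in CTL hearts (10 and 21; camera, adjusted p = 0.0413, adjusted p = 0.129 with an estimated correlation). The call in Hom-CKO hearts was lost with array brightness as a covariate (adjusted p = 0.215), and Fisher's exact test of called members did not pass (0.161). Hist2h2bb lost its call at 2 weeks without Hom-CKO replicate 1 or Het-CKO replicate 3 (adjusted p = 0.0569 to 0.0690) or with the methods' t-test (adjusted p = 0.0942). The tag probe of Hist2h2bb lost its call at 3 weeks without Hom-CKO replicate 1 or 3 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0628 to 0.141) or under 6 other settings (adjusted p = 0.0510 to 1.00). Hist1h1c at 2 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.105).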

In CSN8-CKO myocardium, not only was the expression of two of the histone genes *Hist1h1c* and *Hist2h2bb*, significantly affected (Figure 4), but these two DEGs were also shown to have the most number of interactions with other pathway genes (Supplementary Figure 8), indicative of a significant impact of CSN8 deficiency on transcriptional regulation.

**Figure 4:**
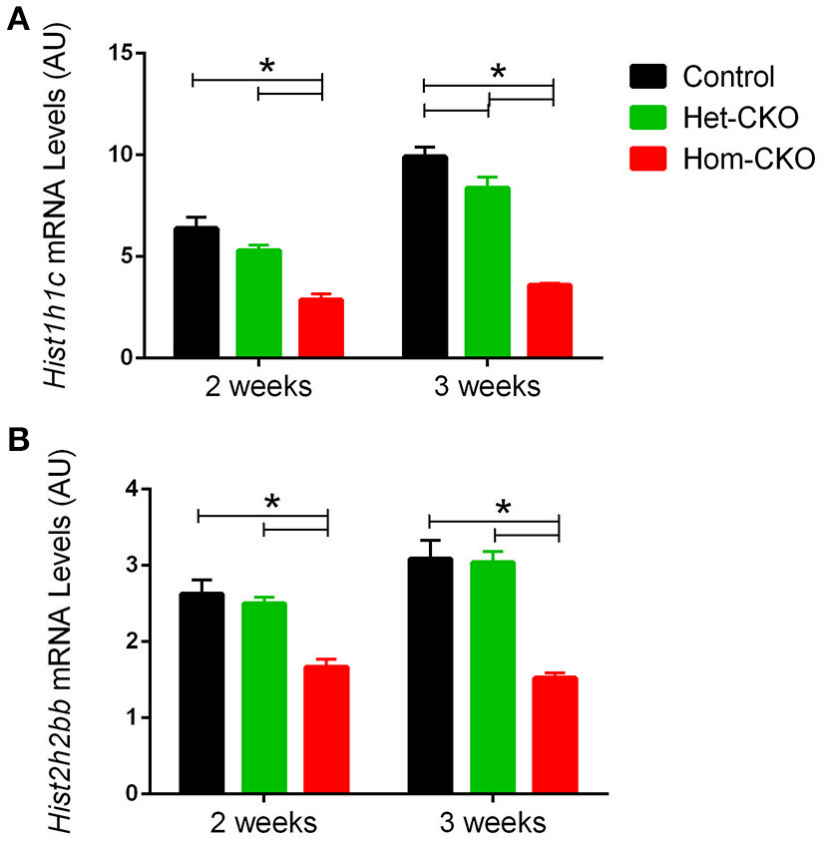
Microarray-derived mRNA expression levels of the *Hist1h1c* **(A)** and *Hist2h2bb* genes **(B)** in CTL, Het-CKO, and Hom-CKO littermate mice at 2- and 3-weeks-of-age. Mean ± SEM, *n* = 3 mice/group; ^*^p < 0.05, one way ANOVA followed by Tukey's modified Student's *t*-test. *Hist1h1c*, Histone1, H1c; *Hist2h2bb*, Histone 2, H2bb.

### CSN8 deficiency decreased the transcript levels of CRL substrate receptors

A major purported role for CSN-mediated cullin deneddylation to regulate CRLs is to prevent autoubiquitination and subsequent destruction of SR proteins of the CRL complexes, thereby preserving SRs of CRLs (Wee et al., 2005; Wang and Martin, 2015). Indeed, the decreased protein levels of SRs were observed in cells and tissues deficient of CSN subunits (Wee et al., 2005; Su et al., 2011b). We have previously observed in Csn8-deficient heart and liver tissues that the deneddylase activity of the CSN is compromised, which results in significantly decreased protein levels of various SR molecules (Lei et al., 2011, 2013; Su et al., 2011b, 2013). Here, we analyzed the mRNA levels of several families of SR genes in response to CSN8-CKO (Table 3, Figure 5). 

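Fbxo31, an F-box substrate receptor, read 4.84 ± 1.05 in CTL, 4.92 ± 0.167 in Het-CKO and 3.00 ± 0.278 in Hom-CKO hearts at 2 weeks (SD, n = 3) and 6.86 ± 0.619, 6.19 ± 0.695 and 3.29 ± 0.346 at 3 weeks, at the probe of the accession in the figure. Its log2 fold change against Het-CKO hearts was -0.72, adjusted p = 0.0105 at 2 weeks and -0.91, adjusted p = 0.000361 at 3 weeks, and against CTL hearts -0.67, adjusted p = 0.0162 and -1.06, adjusted p = 8.06e-05 (limma). The muscle Kelch protein gene Klhl41 fell from 31.1 ± 0.376 in Het-CKO to 15.7 ± 1.22 in Hom-CKO hearts at 2 weeks and from 24.0 ± 3.31 to 12.5 ± 1.56 at 3 weeks, with CTL hearts at 27.2 ± 4.33 and 23.4 ± 1.95. Klhdc1, with a Kelch domain, fell from 10.4 ± 0.227 to 6.60 ± 0.266 and from 14.4 ± 0.510 to 7.2 ± 0.546, with CTL hearts at 11.0 ± 1.39 and 14.8 ± 0.482 (adjusted p = 0.000506 and 1.09e-06 against Het-CKO hearts). Across 56 BTB-Kelch and Kelch-domain genes 8 rose and 12 fell at 3 weeks (10 and 14 adjusted over the list alone; camera, adjusted p = 0.241; Fisher's exact test of members called in either direction, adjusted p = 0.0048). Of 22 cullin and ligase core genes 2 rose and none fell (the same over the list alone; 0.602), and of 47 proteasome subunits 2 rose and 1 fell (the same; 0.924). The proteasome activator Psme1 was the 1 that fell (log2 fold change -1.16, adjusted p = 1.23e-05). Fbxo31 lost its call at 2 weeks without Hom-CKO replicate 2 or Het-CKO replicate 2 (adjusted p = 0.0561 to 0.0562) or under 2 other settings (adjusted p = 0.0614 to 0.0639). Klhl41 at 3 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.0617).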

The expression of SR genes *Fbxo31, Klhl41 and Klhdc1*, was significantly lower in Hom-CKO heart as compared to CTL and Het-CKO counterparts at both 2- and 3-weeks-of-age (Figures 5A–C). Similarly, we found that at 2- and 3-weeks-of-age, the expression of *Fbxo14* SR gene was significantly lower in Hom-CKO heart when compared to CTL but not to heterozygous KO heart (Figure 5D). 

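The accession that Figure 5D gives for Fbxo14 is carried by 2 probes, both named for Fbxo31 here. At the brighter probe the log2 fold change in Hom-CKO against CTL hearts was -0.34, adjusted p = 0.143 at 2 weeks and -0.25, adjusted p = 0.139 at 3 weeks, and against Het-CKO hearts -0.39, adjusted p = 0.0808 and -0.22, adjusted p = 0.234 (adjusted p from limma). The dimmer probe fell in Hom-CKO against CTL hearts at 3 weeks (-1.01, adjusted p = 4.63e-05) and against Het-CKO hearts at 2 weeks (-0.53, adjusted p = 0.0332) and 3 weeks (-0.65, adjusted p = 0.00242), and did not pass against CTL hearts at 2 weeks (-0.46, adjusted p = 0.0699). F-box genes as a list had 0 members higher and 2 lower of 67 against Het-CKO hearts at 2 weeks, also over the list alone (camera, adjusted p = 0.992). The dimmer Fbxo14 probe lost its call at 2 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0574 to 0.141), with the replicate number as a block (adjusted p = 0.0711) or under 6 other settings (adjusted p = 0.0567 to 0.111). At 3 weeks this probe lost its call with the methods' t-test after adjustment (adjusted p = 0.0866).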

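Klhl31, a Kelch protein of heart and skeletal muscle, read 21.0 ± 1.12 in CTL, 25.4 ± 4.17 in Het-CKO and 12.9 ± 0.124 in Hom-CKO hearts at 3 weeks (SD, n = 3) at the probe of the accession in the figure. Its log2 fold change was -0.96, adjusted p = 7.13e-05 against Het-CKO hearts and -0.70, adjusted p = 0.00107 against CTL hearts (limma). At 2 weeks the log2 fold change was -0.32, adjusted p = 0.226 against Het-CKO and -0.20, adjusted p = 0.512 against CTL hearts, and neither passed. A second probe of Klhl31 was lower at 3 weeks against CTL hearts (-0.68, adjusted p = 0.0210) and did not pass against Het-CKO hearts (-0.43, adjusted p = 0.171). The change of the difference with age was not called in the interaction test.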

The expression of *Klhl31* gene was significantly lower in CSN8-CKO hearts when compared to CTL and Het-CKO littermates at 3-weeks-of-age only (Figure 5E). Finally, the expression of a SOCS box containing gene *Asb-14* was significantly lower in Hom-CKO hearts at 2- and 3-weeks-of-age. 

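Asb14 read 8.91 ± 0.851 in CTL, 7.48 ± 0.577 in Het-CKO and 6.54 ± 0.425 in Hom-CKO hearts at 2 weeks (SD, n = 3), and 15.9 ± 1.17, 11.1 ± 0.912 and 6.78 ± 0.777 at 3 weeks. Against CTL hearts Hom-CKO hearts were lower at 2 weeks (-0.44, adjusted p = 0.0323) and 3 weeks (-1.23, adjusted p = 7.71e-07, limma). Against Het-CKO hearts the log2 fold change was -0.19 at 2 weeks and did not pass (adjusted p = 0.439), and it passed at 3 weeks (adjusted p = 0.000197). Of 32 SOCS-box genes 3 rose and 4 fell at 3 weeks (6 and 8 adjusted over the list alone; camera, adjusted p = 0.726), and 1 rose at 2 weeks (camera, adjusted p = 0.477). Asb14 at 3 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.0566).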

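In Het-CKO against CTL hearts the log2 fold change of Asb14 was -0.25 at 2 weeks (adjusted p = 0.275 from limma) and -0.52 at 3 weeks (standard error 0.11, adjusted p = 0.0428). The 3 CTL hearts at 3 weeks were all above the 3 Het-CKO hearts. Asb14 lost this call without CTL replicate 1 or 2 or Het-CKO replicate 1 or 3 (adjusted p = 0.0507 to 0.136), with only the compared arrays (0.442), with array weights (0.104), with the methods' t-test (0.497), with the lower floor (0.0532) and with the Y-linked (0.0502) or brightness covariate (0.275).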

We observed that loss of one CSN8 allele also led to decreased expression of *Asb-14* gene (Figure 5F). We then decided to look at the protein expression of two SR genes *Fbxo31* and *Asb-14* in CSN8-CKO heart tissue. FBXO31 protein expression following CSN8-CKO was significantly decreased in Hom-CKO hearts compared to the control group at 2-weeks (Figures 6A,B) and 3-weeks-of-age (Figures 6C,D). Similarly, Asb-14 protein levels in CSN8-CKO mouse hearts were significantly decreased at 2-weeks (Figures 7A,B) and 3-weeks-of-age (Figures 7C,D), when compared with control mice.

**Figure 5:**
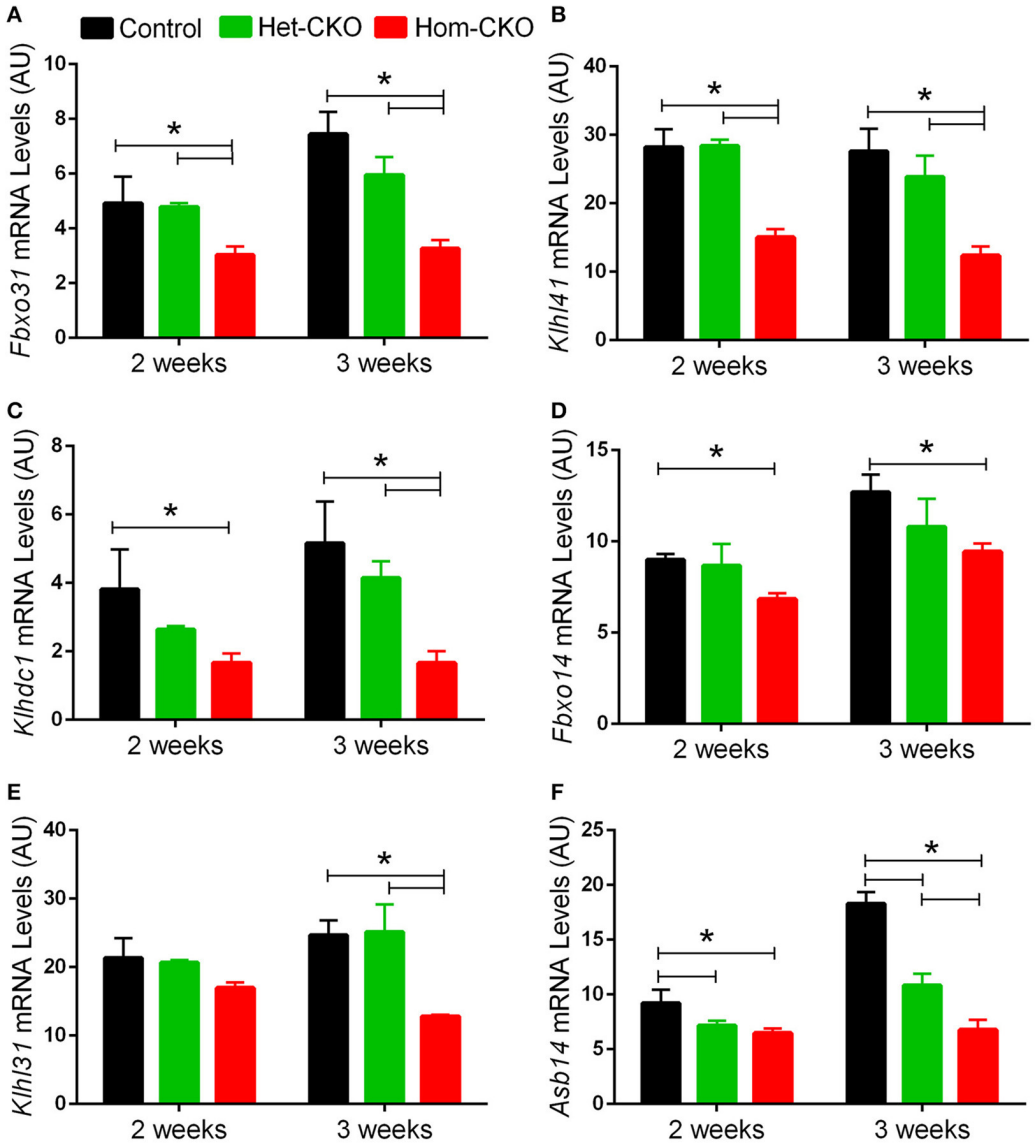
Cardiac CSN8 deficiency causes significant changes in the mRNA levels of myocardial CRL substrate receptors in mice. Shown are microarray-derived mRNA expression levels of the indicated CRL substrate receptors in CTL, Het-CKO, and Hom-CKO littermate mice at 2- and 3-weeks-of-age. **(A)** *Fbxo31*, F-box only protein 31; **(B)** *Klhl41*, Kelch like 41; **(C)** *Klhdc1*, Kelch domain containing 1; **(D)** *Fbxo14*, F-box only protein 14; **(E)** *Klhl31*, Kelch like 31; **(F)** *Asb14*, ankyrin repeat and SOCS box-containing protein 14. Mean ± SEM, *n* = 3 mice/group; ^*^p < 0.05, one way ANOVA followed by Tukey's modified Student's *t*-test

**Figure 6:**
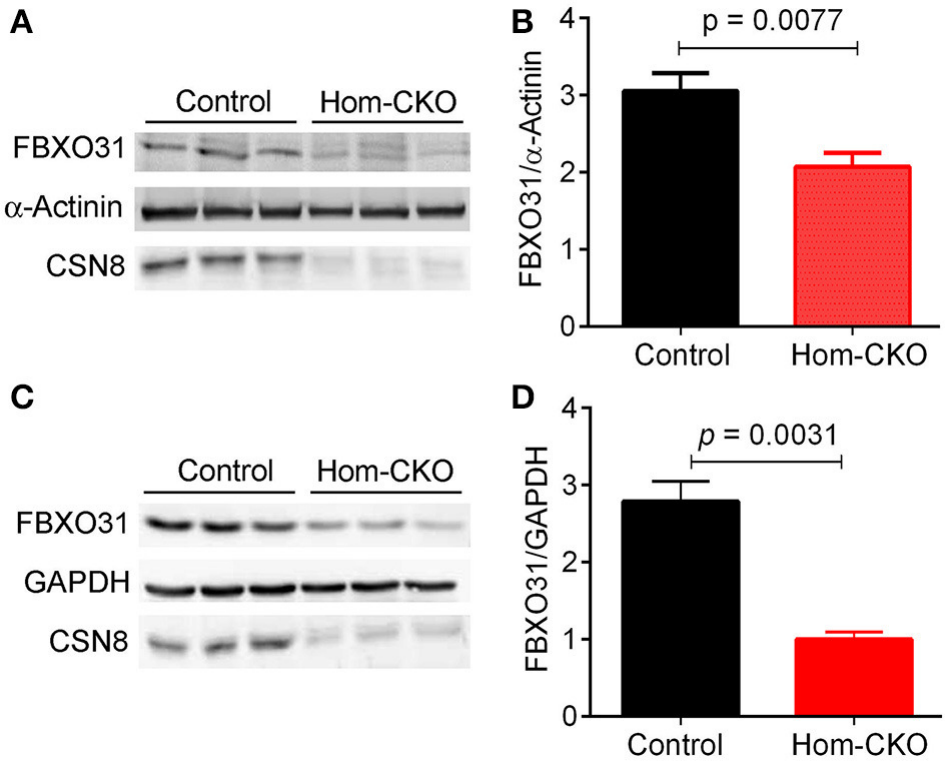
Western blot analyses for myocardial FBXO31 in control and homozygous Csn8-CKO (Hom-CKO) mice at 2 weeks **(A,B)** and 3 weeks **(C,D)** of age. α-Actinin and GAPDH were probed as loading controls. Mean ± SEM, *n* = 3 mice/group, Student's *t*-test.

**Figure 7:**
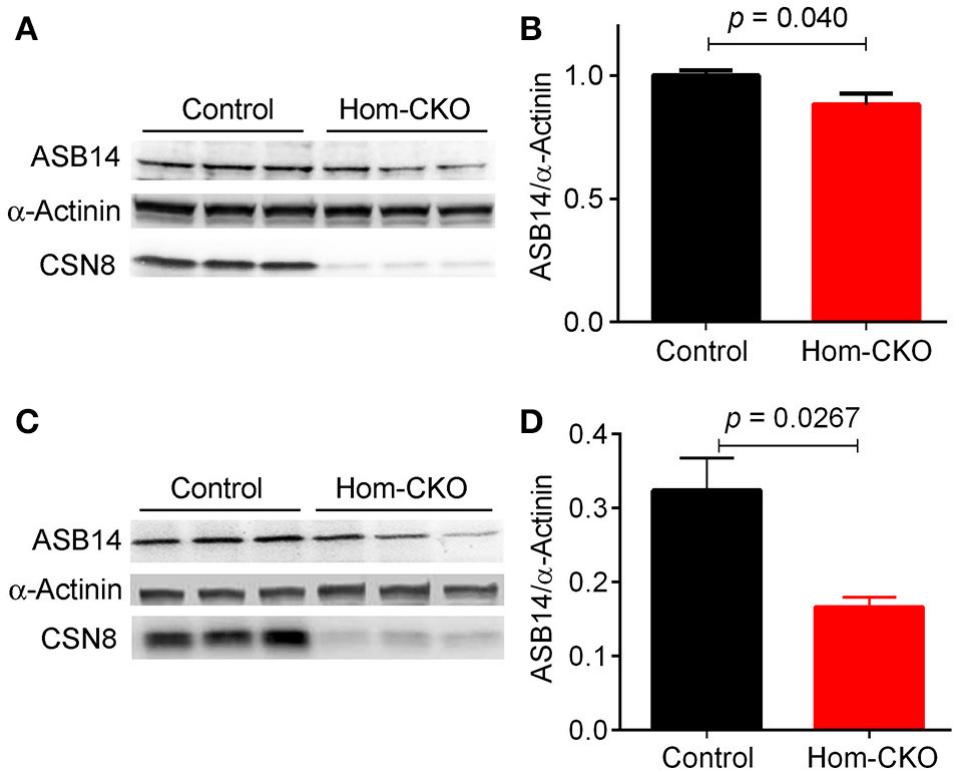
Western blot analyses for myocardial ASB14 in control and homozygous Csn8-CKO (Hom-CKO) mice at 2 weeks **(A,B)** and 3 weeks **(C,D)** of age. α-Actinin was probed as loading control. Mean ± SEM, *n* = 3 mice/group, Student's *t*-test.

### DEGs induced by CSN8 deficiency enrich in microtubule-related genes

Since our analyses revealed significant enrichment of DEGs in the microtubule-related pathways in response to CSN8-CKO (Supplementary Table 9), we decided to also examine the protein level of differentially expressed microtubule-related genes. Microtubules in the cytoplasm of the cell are involved in vesicular trafficking between endoplasmic reticulum (ER) and Golgi apparatus. Microtubules are also required for chromosome segregation during cell division (Vaughan, 2005). A few studies have reported a link between the CSN-UPS pathway and the microtubule network. For example, failure to degrade MEI-1 subunit of the MEI-1/MEI-2 complex that is localized to the spindle and chromosomes during meiosis results in defects in spindle positioning and elongation (Pintard et al., 2003). Another study showed that the downregulation of the CSN led to the reduction of microtubule end-binding protein 1 (EB1) which is a regulator of microtubule dynamics (Peth et al., 2007). CSN3 or CSN5 knockdown caused disrupted meiotic spindle and misarranged chromosomes that result in failure to complete meiosis (Kim et al., 2011). Tubulin tyrosine ligase like-1 (TTLL1) belongs to the family of TTLL enzymes that catalyze the post-translational modifications of tubulin in order to modulate microtubule dynamics and function (Pathak et al., 2011). TTLL1-deficient mice were reported to develop lesions in the respiratory and male reproductive tracts (Vogel et al., 2010). Expression of *TTLL1* gene has been found to be significantly decreased in the case of pathological hypertrophy (PAH) (Song et al., 2012). Since previous findings from our lab have reported that CSN8-CKO mice also developed cardiac hypertrophy, we sought to determine the effect of CSN8 deficiency on *TTLL1* gene expression. The microarray data revealed that expression of the *TTLL1* gene in response to CSN8-CKO was significantly down at both 2 and 3-weeks-of-age (Supplementary Figure 9A). 

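Ttll1, a tubulin polyglutamylase subunit, was read by 2 probes that share an accession and differed. The probe that responded read 2.10 ± 0.136 (SD, n = 3) in Hom-CKO and 7.45 ± 0.216 (SD, n = 3) in Het-CKO hearts at 2 weeks (log2 fold change -1.83, standard error 0.11, adjusted p = 1.69e-07 from limma) and 2.74 ± 0.253 in Hom-CKO and 12.7 ± 1.20 in Het-CKO hearts at 3 weeks (log2 fold change -2.21, standard error 0.11, adjusted p = 2.29e-09). It read 8.72 ± 1.24 and 15.2 ± 1.26 in CTL hearts, so that Hom-CKO hearts lay below both other groups. At the other probe of Ttll1 the log2 fold change against Het-CKO hearts was -0.22, adjusted p = 0.289 at 2 weeks and -0.11, adjusted p = 0.525 at 3 weeks, and only the fall against CTL hearts at 3 weeks passed (-0.45, adjusted p = 0.00412).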

In fact, *TTLL1* was among top genes that were downregulated in CSN8-CKO heart tissue (Table 1). The expression of TTLL1 protein in CSN8-CKO heart tissues did not show discernible change at 2-weeks-of-age (Supplementary Figures 9B,C) but it was markedly decreased at 3-weeks-of-age (Supplementary Figures 9D,E), compared with the respective CTL. It will be interesting to determine the role of TTLL1 down-regulation in impaired autophagosome maturation observed in CSN8 deficient cardiomyocytes.

## Discussion

### Is CSN8 a transcriptional regulator in murine hearts?

Cullin-RING ligases (CRLs) are the largest subfamily of ubiquitin ligases, responsible for approximately 20% of the ubiquitin-dependent protein degradation in the cell (Petroski and Deshaies, 2005; Soucy et al., 2009). Although the CSN5-mediated deneddylation of CRLs is the most important activity of the CSN complex, and the loss of this activity results in lethality in most of the cases, not all CRLs are sensitive to deneddylation (Chamovitz, 2009). For example, SCF^β−*TrcP*^-mediated IκB degradation, SCF^Skp2−^mediated downregulation of p27 and SCF^Slimb^-mediated degradation of the IκB homolog Cactus and the clock protein TIM are unaffected after knockdown of different CSN subunits (Harari-Steinberg et al., 2007; Menon et al., 2007; Schweitzer et al., 2007; Panattoni et al., 2008; Knowles et al., 2009). These examples emphasize the importance of CSN's non-deneddylation activities which include deubiquitination, regulation of protein subcellular localization, associated kinase activity and transcription regulation (Chamovitz, 2009). Since the original description of the CSN was given as a repressor of *Arabidopsis* genes (Wei and Deng, 1992), the role of the CSN in regulating the activity of transcription factors has been shown in many species (Wei et al., 2008). The mammalian CSN5 was originally identified as a transcriptional co-activator for c-Jun of AP-1 regulatory protein (Claret et al., 1996). In T-lymphocytes, deficiency of CSN8 leads to elevation of cell cycle regulating genes cyclin E1, cyclin D2 and E2F1 relative to wild-type mice (Menon et al., 2007). Our group has also shown previously that down-regulation of CSN8 in HEK293 cells resulted in reduced transcript levels of cyclin kinase inhibitor p21^cip^ and p27^kip^ (Su et al., 2009). In *Drosophila*, mutation of CSN subunits 4 and 5 leads to dysregulation of the transcriptome during early larval development, which indicates that a primary effect of CSN perturbation is a change in gene expression profiles. Furthermore, these results indicate that in the absence of CSN4 and CSN5, the transcription of numerous early developmental genes is activated. On the other hand, the transcription of a large set of genes was found to be decreased in the absence of the CSN, which also illustrates the CSN as a transcriptional activator (Oron et al., 2007). Our previous studies have identified striking phenotypes in mice with cardiac deficiency of CSN8 (Su et al., 2011a,b); however, the mechanism responsible for CSN8 deficiency to cause the cardiac pathology, such as massive cardiomyocyte necrosis, remains obscure. To explore the potential involvement of altered gene expression, here we performed transcriptome analysis at postnatal 2 and 3 weeks-of-age. Gene microarray data revealed that there were more DEGs in response to CSN8 ablation at 3 weeks than at 2 weeks (Figure 1). 

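Prkag3, the γ3 subunit of AMP-activated protein kinase in fast muscle, read 2.41 ± 0.308 (SD, n = 3) in Hom-CKO and 0.979 ± 0.0767 (SD, n = 3) in Het-CKO hearts at 2 weeks (log2 fold change 1.30, standard error 0.22, adjusted p = 0.00330 from limma). Another, dimmer probe of Prkag3 did not pass (log2 fold change 0.04, adjusted p = 0.976). The matrix protein Cilp read 6.16 ± 0.336 in Hom-CKO and 2.5 ± 0.686 in Het-CKO hearts, the cyclin-dependent kinase-like gene Cdkl1 3.15 ± 0.143 in Hom-CKO and 1.28 ± 0.169 in Het-CKO hearts and the ADP-ribosyltransferase gene Parp6 13.7 ± 0.630 in Hom-CKO and 5.72 ± 0.0882 in Het-CKO hearts. These 4 genes were still higher in Hom-CKO hearts at 3 weeks, by 2.08, 2.01, 1.98 and 1.86 on the log2 scale in the same order. Prkag3 and Cilp at 2 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0518 to 0.0961).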

In response to CSN8 deficiency, expression of a large number of genes was found to be upregulated, with *Prkag3, Cilp, Grm1, Cdkl1*, and *Parp6* being the top 5 upregulated genes at 2-weeks-of-age (Table 1). On the other hand, we also found a number of genes that showed decreased expression at 2 weeks in response to CSN8-CKO. 

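Phkg1 fell from 10.6 ± 0.416 in Het-CKO to 2.53 ± 0.351 in Hom-CKO hearts at 3 weeks (SD, n = 3), at the probe found by symbol, and by -1.96 on the log2 scale at 2 weeks (adjusted p = 3.23e-07 from limma). Aqp4, the water channel, read 1.54 ± 0.130 in Hom-CKO and 5.50 ± 0.722 in Het-CKO hearts at 2 weeks, at the dimmer of its probes. The brighter Aqp4 probe fell too (log2 fold change -1.65). Pfkfb1 read 1.11 ± 0.266 in Hom-CKO and 3.21 ± 0.368 in Het-CKO hearts at 2 weeks. At 3 weeks Pfkfb1 read 0.689 ± 0.119 in Hom-CKO and 3.85 ± 0.451 in Het-CKO hearts. The synaptophysin gene Syp, whose accession in Table 1 was not found and which was matched by symbol, had a ratio of 1.01 at 2 weeks (adjusted p = 0.991) and 0.825 at 3 weeks (adjusted p = 0.230). Pfkfb1 at 2 weeks lost its call with the methods' t-test after adjustment (adjusted p = 0.0747).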

Among the top down-regulated genes were *Syp, Phkg1, Aqp4, Ttll1*, and *Pfkfb1* (Table 2). These results are in agreement with a previous report that the CSN can act as both transcriptional repressor and transcriptional activator (Oron et al., 2007). However, our results are in contrast to earlier description of the CSN as transcriptional repressor only (Wei and Deng, 1992). The potential regulatory role of CSN8 was further evaluated by examining the expression of hand-curated genes of eight different pathways that we expected to be affected by CSN activity (Table 3). The eight different sets of genes include SRs of CRLs and chromatin remodeling genes (discussed in separate sections), autophagy, microtubules, vesicle trafficking, endocytosis, ATP synthases, and those of cell death pathways. All but the cell death pathways were enriched with DEGs. DEGs that show similar expression pattern were clustered together (Figure 2). Moreover, interaction among hand-curated genes is shown in co-expression network map (Supplementary Figure 8). This network shows changes in interaction of a single gene following CSN8-CKO. Synapsin II (vesicle trafficking) and TTLL1 (microtubules) were among top five DEGs in response to CSN8 ablation in mouse hearts (Tables 1, 2). Further investigation reveals that TTLL1 protein levels were significantly decreased in Hom-CKO mouse hearts at 3 weeks of age (Supplementary Figure 9). Together these data are consistent with the notion that CSN8/CSN likely regulates the gene expression of multiple pathways in murine hearts.

### Is CSN8 a chromatin-based transcriptional regulator?

Several studies have suggested the involvement of the CSN in transcriptional regulation and that the CSN regulates transcription either by regulating the protein stability of transcription factors or by directly acting on chromatin along with other components of the UPS (Chamovitz, 2009). Various transcription factors have been identified as interactors of CSN subunits (Kato and Yoneda-Kato, 2009). *Drosophila* CSN4 was reported to interact with Rbf-targeted promotor region of *Pol*α and *PCNA* genes after targeting Rbf protein (Ullah et al., 2007). CSN1 and CSN8 were reported to bind to Ccnd2, Cdk4 and Cdkn1a promotors (Menon et al., 2007). CSN5 was originally identified as a coactivator of Ap-1 transcription factor binding sites (Claret et al., 1996). CSN2 was originally identified as a corepressor of steroid hormone signaling (Dressel et al., 1999). To our knowledge, a direct effect of CSN subunits on chromatin has not been reported. Here we have shown for the first time that CSN8 deficiency leads to decreased expression of two of the histone genes; *Hist1h1c* and *Hist2h2bb* (Figure 4). These two, along with other histone proteins, are responsible for keeping the fidelity and regulating access to genomic DNA in order to modulate gene transcription (Hughes and Rando, 2014). Hence, it is tempting to hypothesize that CSN8 may regulate gene transcription through chromatin remodeling. To test this hypothesis we will need to determine whether the decreased mRNA levels are accompanied by altered protein levels and examine the interaction of CSN8 with the regulatory elements of these histone genes.

### CSN8 may regulate the transcription of CRL substrate receptors

The specificity of CRLs toward a target protein depends on the SR module binding to the amino terminus of cullin scaffold (Duda et al., 2011). It has been estimated that the human genome encodes about 200 SR's, each of which may bind with one of the eight cullins to form a specific CRL (Wang and Martin, 2015). Members of CRLs and more specifically, their SRs, play important roles in numerous physiological functions and dysfunction and thereby are involved in a wide range of diseases (Bulatov and Ciulli, 2015). Several SRs, for example, members of the F-box protein family, such as Skp2, β-TrCP, Fbw7 and Fbxl3, were shown to play significant roles in cancer and other diseases (Wang et al., 2014). Overexpression of β-TrCP has been reported in different types of cancer and during the inflammatory process (Frescas and Pagano, 2008; Skaar et al., 2013). Another SR VHL recognizes hypoxia inducible factor (HIFα) for degradation by CRL2^VHL^ and acts as a tumor suppressor protein. Mutation of VHL is reported in von Hippel–Lindau (VHL) hereditary cancer syndrome (Zhang and Yang, 2012). Similarly, Fem1b of CRL2^FEMB1^ promotes ubiquitination and suppressed transcriptional activity of Gli1 oncoprotein in humans (Gilder et al., 2013). It is for these reasons that the stability of SRs of CRLs needs to be regulated efficiently. The detachment of NEDD8 from activated CRLs is believed to prevent autoubiquitination and subsequent destruction of the SR when the substrate is running low. This is also necessary for the disassembly and remodeling of CRL complexes (Duda et al., 2011; Pierce et al., 2013; Wang and Martin, 2015). Although cells and tissues deficient of CSN subunits showed decreased protein levels of SRs (Wee et al., 2005; Cope and Deshaies, 2006; Su et al., 2011b) it has not yet been confirmed if the known reduction of SR protein levels can be caused by decreased expression at the transcription level, in addition to the proposed self-destruction of the SR proteins. Our results have clearly shown that CSN8 deficiency leads to decreases in both the mRNA levels (Figure 5, Supplementary Tables 3, 4) and the protein levels (Figures 6, 7) of a number of SRs of the F-box and SOCS-box families. To our best knowledge, this is the first study that has reported the transcript levels of SR genes are markedly down-regulated by ablation of a CSN subunit. In general, a decrease in the protein level of a gene is expected to upregulate its transcription via a negative feedback mechanism. As exemplified by FBXO31 and ASB14, we observed concomitant decreases in both the mRNA levels and the protein levels for SRs in Hom-CKO mouse hearts at both 2 and 3 weeks of age, suggesting that the decreased transcription contributes to the decreased protein levels. Autoubiquitination and resultant self-destruction of the SR in the CRL has been the predominant theory for explaining the decreased SR proteins observed in CSN deficient cells and, based on this theory, the mechanism by which the CSN regulates a CRL has been commonly believed to preserve its own SR upon the completion of ubiquitination of its substrates by the CRL. Our findings reported here obviously challenge this theory. Hence, we propose that CSN8/CSN regulates the SR protein levels and thereby the activity of CRLs through both transcriptional and post-translational mechanisms.

## Author contributions

XW, Conception and experimental design of the study, data analysis and interpretation, and manuscript preparation; AA, Data collection, analysis, interpretation, and manuscript preparation; KE, Experimental design, data collection and analyses, and preparation of the manuscript; TB, PX data collection and analyses; EZ, bioinformatics and statistical analyses of the microarray data, preparation of the related sections of the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

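The data are 1-colour CodeLink whole-genome arrays of mouse ventricular RNA, 1 array per heart, with 3 hearts in each of 6 groups. Each array carries 36227 spots, of which 34967 are discovery probes for transcripts and the others are controls. According to the file headers, the intensities were made before deposit by the scanner software, CodeLink Expression Analysis 5.0.0.31312, as the mean of the spot pixels minus the median of the local background. As deposited, a scaled intensity is this value divided by the median of its array, and the series value table holds the scaled intensity rounded to 3 decimals. Of 629406 cells compared between that table and the array files, 0 differed by over 0.001, apart from 1 control spot of a CTL array at 2 weeks that was left out. Masked spots carry a negative code in the files and were read as missing. The methods name RMA summarization and quantile normalization, and neither is part of the files. The genome build is not stated, and no sequence was used.

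The raw intensities of the 18 arrays were normalized together with normalizeQuantiles of limma 3.58.1 in R 4.3.3, after spots marked as contaminated, irregular or masked were set to missing (1.80% to 2.57% of the discovery probes per array). Values were divided by the median probe, raised to a floor at the 1st percentile and put on the log2 scale. Probes that the software marked as above background on all 3 arrays of at least 1 group were tested, and 15022 probes were above background on all 18 arrays. lmFit and eBayes were fitted with 1 mean per group and no block, which gave 3.56 prior degrees of freedom. Each comparison was adjusted alone by the Benjamini-Hochberg method. The 9 comparisons were Hom-CKO vs. Het-CKO, Hom-CKO vs. CTL and Het-CKO vs. CTL at each age, and 3 vs. 2 weeks in each genotype. The interaction is the Hom-CKO vs. Het-CKO difference at 3 weeks minus that at 2 weeks. Probe names came from the gene id of the platform annotation, then from the file's own symbol, an older name, the accession or the platform table, and 28922 probes had a name. No name was found for 5364 probes, and 681 matched several genes. Where a gene has several probes, it stands at its probe of highest mean log2 level in gene list tests, which covered 16643 genes.

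Replicate numbers were not taken as pairs of hearts in the tests, since the labels name no litter. Every pair of same-numbered arrays correlated above 0.1 in their deviations from the group means in Hom-CKO vs. Het-CKO at 2 weeks (0.131 to 0.197) and between the ages in Hom-CKO hearts (0.179 to 0.229), and not every pair did in the other comparisons. Only in those 2 comparisons were values with the number as a block set beside the results, where they ended a call.

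Of 44 gene lists written before the values were seen, 9 stand for the pathways of the paper, whose own members are in supplementary tables not used here: F-box substrate receptors, SOCS-box substrate receptors, autophagy, microtubule-related, vesicle trafficking, chromatin remodeling, endocytosis, ATP synthases and cell death. The protein turnover lists were BTB-Kelch and Kelch-domain proteins, COP9 signalosome subunits, cullins and CRL core, and proteasome subunits. Heart and metabolism lists were the fetal gene program, calcium handling, adult sarcomere, cardiac ion channels, fatty acid oxidation, glycolysis and glycogen, branched-chain amino acid degradation, and oxidative phosphorylation complexes I to IV. Lists of stress and signalling were NRF2 targets, aryl hydrocarbon receptor pathway, p53 targets, integrated stress response, heat shock and ER chaperones, complement system, interleukin-1 and STAT3 signalling, leukocyte extravasation, eicosanoid signalling, ERK/MAPK signalling, fibrosis and matrix, cell cycle, and immediate early genes. Marker lists were macrophage and myeloid, lymphocyte and thymus, endothelial, fibroblast, smooth muscle and pericyte, erythroid, atrial and conduction, skeletal muscle, adipocyte, and sex-linked genes. camera was run at a preset correlation of 0.01 and adjusted over 132 tests, the 44 lists in Hom-CKO vs. Het-CKO at each age and in 3 vs. 2 weeks in Hom-CKO hearts. The other comparisons, 308 list tests adjusted together, were added after the data were examined. The 9 pathways were also tested with a one-sided Fisher's exact test in 4 comparisons, 36 tests adjusted together.

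Named genes follow a rule written after the paper's tables had been read. It takes Cops8 and the other signalosome subunits, and every gene that the paper's text, Tables 1 and 2 or Figs. 2, 4 and 5 name. From Hom-CKO vs. Het-CKO it takes, at each age, the 8 largest rises and the 8 largest falls with a symbol, an adjusted p under 0.05, a signal above background on all 3 arrays of the higher group, and arrays that do not overlap between the groups. It takes 4 each way by the same conditions from 3 vs. 2 weeks in Hom-CKO hearts and from Hom-CKO vs. CTL and Het-CKO vs. CTL, and up to 4 called members of each list. Some genes that this rule names are not reported here.

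Changes of known size were added to simulated values with the spread of each probe in Hom-CKO vs. Het-CKO at 3 weeks, with 200 of 26606 probes changed. limma called 37.3%, 92.5% and 100% of the probes changed by 0.5, 1 and 2 on the log2 scale, against 1.49%, 10.4% and 54.5% for the methods' t-test, and the unchanged probes called numbered 6 and 4. With the block limma called 26.9%, 92.5% and 100% with 8 unchanged probes called, and with array weights 38.8%, 92.5% and 100% with 6. camera called a list moved by 0.3 (adjusted p = 9.72e-31) and 0 of 124 others, and Fisher's exact test called an enriched pathway (adjusted p = 1.16e-14). In the real Hom-CKO and Het-CKO arrays at 3 weeks, a split that mixed the genotypes passed 18 lists, against 10 for the real one. The simulated 0 therefore does not measure how often camera calls unmoved lists in the real data. Arrays within a group correlated at 0.979 to 0.996, and the median SD of a probe on the log2 scale ran from 0.0939 in Het-CKO hearts at 2 weeks to 0.181 in CTL hearts at 3 weeks.

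These alternatives were set before the data were examined: median scaling, normexp background correction with offset 50, the series value table, marked spots kept, a floor at 0.5 or 2 times its value, no filter on dim probes, probes above background on all 18 arrays, only the arrays compared in the fit, the methods' t-test, size thresholds of 1 on the log2 scale, eBayes with trend and robust, array weights, the replicate block, and each array left out in turn. For lists they were the mean of all probes of a gene, camera with an estimated correlation, fry, Fisher's exact test and genes called at an unadjusted p. Unchanged groups were simulated 20 times for the overlaps between comparisons (seed 20171). They gave 0 shared calls, since adjusted p-values rarely pass without a change, so they do not measure what shared hearts add. The level of 3 Y-linked genes and array brightness as covariates were added after the data were examined, as were the alternatives of the probes called in all 3 genotype comparisons in their comparisons with CTL. Western blots, RT-PCR and network or pathway scores of commercial software were not analysed here.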

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

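The tests of this part were set before the result was seen, except that the splits were sorted by whether they kept the genotypes whole, and Ighv1-54 was singled out, after their values were seen. The difference between Hom-CKO and Het-CKO hearts was not the same at 3 and 2 weeks in 308 probes, by a test of the difference itself (limma interaction, adjusted p under 0.05). Of 100 drawn splits of the 12 arrays within each age, 6 called as many probes, the real one included, and the highest other called 1770. Of 83 splits that broke up the genotypes at both ages 0 called as many, and 5 of 16 that kept the genotypes whole at 1 age did. The splits that called as many still held the whole genotype difference at 1 age, so they do not measure chance, and whether chance is excluded is left open.

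The main text of the paper does not name the genes that follow, each higher in Hom-CKO than in Het-CKO hearts at 3 weeks in 3 of 3 hearts. Gdf15 had a log2 fold change of 4.85 (standard error 0.33, adjusted p = 5.90e-08, limma), and the difference from 2 weeks was 1.54 (standard error 0.46, adjusted p = 0.167). Tbx15 rose by 4.33 (standard error 0.28, adjusted p = 3.88e-08), with a difference from 2 weeks of 1.99 (standard error 0.40, adjusted p = 0.0231). Bdh1 read 16.1 ± 1.64 (SD, n = 3) in Hom-CKO and 0.846 ± 0.188 (SD, n = 3) in Het-CKO hearts (log2 fold change 4.27, standard error 0.18, adjusted p = 4.08e-10), and the difference between the ages was 3.83 (standard error 0.26, adjusted p = 7.20e-07). Ido1 read 30.0 ± 1.77 (SD, n = 3) in Hom-CKO and 1.60 ± 0.414 (SD, n = 3) in Het-CKO hearts (log2 fold change 4.26, standard error 0.23, adjusted p = 9.19e-09), and the difference between the ages was 3.29 (standard error 0.32, adjusted p = 6.75e-05). Cda read 10.9 ± 2.09 (SD, n = 3) in Hom-CKO and 0.827 ± 0.141 (SD, n = 3) in Het-CKO hearts (log2 fold change 3.72, standard error 0.20, adjusted p = 4.30e-09), and the difference between the ages was 3.1 (standard error 0.28, adjusted p = 1.68e-05). Serpinb1c was above background on no Het-CKO array at 3 weeks and at least 22.8-fold higher in Hom-CKO hearts. Its fitted log2 fold change, 4.51, takes the floor as the level in Het-CKO hearts, and the difference between the ages was 3.15 (standard error 0.19, adjusted p = 1.63e-07).

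Ighv1-54, an immunoglobulin heavy chain segment that the main text of the paper does not name, read 33.6 ± 9.04 (SD, n = 2) in Het-CKO and 0.346 ± 0.0346 (SD, n = 3) in CTL hearts at 3 weeks (log2 fold change 6.58, standard error 0.23, adjusted p = 8.62e-10, limma). It was also higher than in CTL hearts in Het-CKO hearts at 2 weeks (5.87) and in Hom-CKO hearts at 2 and 3 weeks (6.44 and 6.77). No explanation of it was tested.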

How the results depend on the processing

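The tests with the Y-linked and the brightness covariate were chosen after the data were seen, and all other alternatives were set before. The counts of probes called compare with 842 for Hom-CKO vs. Het-CKO at 2 weeks and 3822 at 3 weeks, 802 and 5204 for Hom-CKO vs. CTL, and 436 and 157 for Het-CKO vs. CTL. Between the ages they compare with 4423 in CTL, 2173 in Het-CKO and 3725 in Hom-CKO hearts, and for the interaction with 308. Probes called in Hom-CKO vs. Het-CKO at both ages numbered 675, and those called against Het-CKO and CTL hearts 475 at 2 weeks and 2735 at 3 weeks. Of 132 list tests 31 passed, and of 36 pathway tests 0, with 3 at an unadjusted Fisher p under 0.05. A count within 1.5 times these is taken as kept, and the count alone does not say which probes were called. The cause of a move was not tested unless stated.

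Of these counts median scaling moved only Het-CKO vs. CTL at 3 weeks, to 1324, as did normexp (100), the series value table (1505), marked spots kept (236) and trend and robust (104). The lower floor moved the interaction to 193, and the higher floor moved none of them. With no filter on dim probes 1 pathway test passed, cell death in Hom-CKO vs. CTL at 3 weeks, and no other of them moved. Apart from these, the probes called in all 3 genotype comparisons, 5 at 2 weeks and 10 at 3 weeks, became 2 and 163 with median scaling and 1 and 184 with the series value table. They became 3 and 6 with the lower floor, 7 and 19 with the higher floor, 2 and 12 with no filter, and 5 and 17 with marked spots kept. The strict filter tests fewer probes and gave 89 for Het-CKO vs. CTL at 3 weeks and 194 for the interaction. With only the compared arrays in the fit, fewer arrays estimate the spread. This gave 118 and 2892 for Hom-CKO vs. CTL, 1 and 1 for Het-CKO vs. CTL at 2 and 3 weeks, 8 between the ages in CTL, and 104 and 1607 against both others. The replicate block gave 262 and 31 for Het-CKO vs. CTL, 2919 between the ages in CTL, 893 in Het-CKO and 202 for the interaction, and kept the counts of Hom-CKO vs. Het-CKO. Between the ages in Het-CKO each array correlated best with its own number, 1 pair under 0.1 (0.0828 to 0.132), a hint from the data and not the design. Array weights gave 3029 for Hom-CKO vs. Het-CKO, 1282 for Hom-CKO vs. CTL and 2255 for Het-CKO vs. CTL at 2 weeks, and 18 for Het-CKO vs. CTL at 3 weeks. They gave 4986 between the ages in Het-CKO, 6119 in Hom-CKO, 913 for the interaction, 1778 at both ages and 906 against both others at 2 weeks.

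The methods' t-test after adjustment gave 223 and 1414 for Hom-CKO vs. Het-CKO, 10 and 1185 for Hom-CKO vs. CTL, and 8 and 1 for Het-CKO vs. CTL. Between the ages it gave 18 in CTL, 209 in Het-CKO and 2194 in Hom-CKO hearts, with 114 at both ages and 5 and 592 against both others, and it kept the interaction. Without adjustment it gave 4977 and 5993 for Hom-CKO vs. Het-CKO, 2859 for Hom-CKO vs. CTL at 2 weeks, and 3380 and 2040 for Het-CKO vs. CTL. The others moved were 5813 between the ages in Het-CKO, 7542 in Hom-CKO, 3529 for the interaction, 2251 at both ages and 1542 against both others at 2 weeks. An absolute log2 fold change of at least 1 beside the adjusted p keeps a subset of the calls, with 128 and 578 for Hom-CKO vs. Het-CKO, 136 and 653 for Hom-CKO vs. CTL, and 19 and 5 for Het-CKO vs. CTL. It left 390, 178 and 507 between the ages in CTL, Het-CKO and Hom-CKO, 124 for the interaction, 118 at both ages, and 96 and 450 against both others. With the unadjusted p these were 143 and 592, 155 and 667, 30 and 29, 414, 226 and 516, 182, 130, and 106 and 454 in the same order.

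The Y-linked covariate gave 428 for Hom-CKO vs. CTL at 2 weeks, 254 between the ages in Het-CKO, 109 for the interaction, 389 at both ages and 284 against both others at 2 weeks. Array brightness as a covariate gave 435 and 1829 for Hom-CKO vs. CTL, 161 and 1 for Het-CKO vs. CTL, 9 between the ages in CTL, 892 in Hom-CKO, and 305 and 1508 against both others. It gave 0 from limma in Het-CKO between the ages, with 2636 at an unadjusted p under 0.05, against 209 by the methods' t-test without the covariate. Both covariates kept the counts of Hom-CKO vs. Het-CKO at 2 and 3 weeks (582 and 2597, 877 and 3491).

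Leaving out each array in turn gave 401 to 612 for Hom-CKO vs. Het-CKO at 2 weeks and 2749 to 3341 at 3 weeks, 484 to 814 and 3657 to 5253 for Hom-CKO vs. CTL, and 73 to 491 and 21 to 793 for Het-CKO vs. CTL. Between the ages the range was 2205 to 5120 in CTL, 806 to 1456 in Het-CKO and 2251 to 3041 in Hom-CKO hearts, and for the interaction 157 to 251. At both ages it was 365 to 700, against both others 277 to 431 and 2049 to 2622, for list tests 31 to 36 and for pathway tests 0 to 0. For Het-CKO vs. CTL the lowest counts came without Het-CKO replicate 2 at 2 weeks and replicate 3 at 3 weeks, and the highest without CTL replicate 3 at each age.

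Of the 132 list tests, camera with an estimated correlation passed 7, fry 50, fry in either direction 114 and Fisher's exact test of called members 20. The list test reversed was skeletal muscle markers in Hom-CKO vs. Het-CKO at 3 weeks, lower by camera and higher by fry (mean log2 fold change 0.17, adjusted p = 0.00329), where median and mean differ in sign. Under median scaling, the series value table, normexp, either floor, no filter, marked spots kept, array weights and the block, 125 to 132 list tests kept their side. Among single-gene results Btrc in 3 vs. 2 weeks in Hom-CKO reversed with array brightness (log2 fold change 0.0186, adjusted p = 0.988, against -0.45). The others that were called kept their direction under every alternative run, and the side of the threshold was kept in 1408 with marked spots kept, 1411 with trend and robust, 1383 and 1333 with the lower and higher floor, and 1372 with median scaling. It was kept in 1367 with the series value table, 1357 with normexp, 1335 with no filter, 1316 with the replicate block, 1292 with array weights, 1256 with only the compared arrays and 1055 with the methods' t-test, which lost 364 calls and gained 14. With size thresholds 361 calls were lost, with the Y-linked covariate 110 and with array brightness 209. Of the results with 1 array left out 7760 kept their side, 789 lost and 43 gained a call. Single-gene results that the strict filter does not test, and list tests under settings that leave camera unchanged (the methods' t-test, size thresholds, trend and robust), were not run.

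Signal over background limits the dim genes. Between 21.9% and 33.8% of probes per group median were near background, the floor sets their fold, and a change of 0.5 on the log2 scale was called in 37.3% of simulated probes.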

Differences from the paper's values

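No test of this part was chosen after its result was seen, and the alternatives named are those set before the data were examined. A count or fold is listed where 1 value was over 1.5 times the other, for folds and levels also by more than the replicate SD, and a p where the 2 lay on opposite sides of 0.05. Of 39 counts and shares 30 differed, of 36 pathway p-values 34, of 300 folds in Tables 1 and 2 6, and of 48 levels in Figs. 4 and 5 6. Counts here are probes at an adjusted p under 0.05 from limma, the threshold the paper states, whereas its methods name a t-test. A setting is named where its value was within these bounds of the paper's value.

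The paper gives 263 genes for Hom-CKO vs. Het-CKO at 2 weeks, against 842 here, and 223 with the methods' t-test with adjustment was within while 21 other settings were not. The paper gives 286 genes for Hom-CKO vs. Het-CKO at 3 weeks, against 3822 here, with 0 of 22 settings within. The paper gives 319 genes for Hom-CKO vs. CTL at 2 weeks, against 802 here, with 0 of 22 settings within. The paper gives 1003 genes for Hom-CKO vs. CTL at 3 weeks, against 5204 here, and 1185 with the methods' t-test with adjustment was within while 21 other settings were not. The paper gives 241 genes for Het-CKO vs. CTL at 2 weeks, against 436 here. Settings within were 358 with normexp, 294 with the lower floor, 361 with no filter on dim probes, 297 with the strict filter, 262 with the replicate block and 219 without Het-CKO replicate 1 at 2 weeks, and 16 were not. The paper gives 839 genes for Het-CKO vs. CTL at 3 weeks, against 157 here, and 793 without CTL replicate 3 at 3 weeks was within while 21 other settings were not. The paper gives 6 genes for 3 vs. 2 weeks in CTL, against 4423 here, and 8 with only the compared arrays in the fit was within while 21 other settings were not. The paper gives 74 genes for 3 vs. 2 weeks in Het-CKO, against 2173 here, with 0 of 22 settings within. The paper gives 1626 genes for 3 vs. 2 weeks in Hom-CKO, against 3725 here. Settings within were 2194 with the methods' t-test with adjustment, 2251 without Hom-CKO replicate 1 at 2 weeks and 2362 without Hom-CKO replicate 2 at 3 weeks, and 19 were not.

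The paper gives 131 genes called in Hom-CKO vs. Het-CKO alone at 2 weeks, against 288 here, with 0 of 16 settings within. The paper gives 187 genes called in Het-CKO vs. CTL alone at 2 weeks, against 314 here. Settings within were 247 with normexp, 228 with the lower floor, 279 with the higher floor, 244 with no filter on dim probes, 197 with the strict filter, 271 with trend and robust and 178 with the replicate block, and 9 were not. The paper gives 153 genes called in Hom-CKO vs. CTL alone at 2 weeks, against 289 here. Settings within were 217 with the lower floor and 190 with array weights, and 14 were not. The paper gives 10 genes called in Hom-CKO vs. Het-CKO and Het-CKO vs. CTL without the other comparison at 2 weeks, against 79 here, with 0 of 16 settings within. The paper gives 122 genes called in Hom-CKO vs. Het-CKO and Hom-CKO vs. CTL without the other comparison at 2 weeks, against 470 here. Settings within were 104 with only the compared arrays in the fit, 96 with adjusted p and the size threshold and 106 with unadjusted p and the size threshold, and 13 were not. The paper gives 0 genes called in all 3 comparisons at 2 weeks, against 5 here. Settings within were 0 with only the compared arrays in the fit, 0 with the methods' t-test with adjustment, 0 with adjusted p and the size threshold and 0 with unadjusted p and the size threshold, and 12 were not. The paper gives 177 genes called in Hom-CKO vs. Het-CKO alone at 3 weeks, against 1045 here. Settings within were 128 with adjusted p and the size threshold and 128 with unadjusted p and the size threshold, and 14 were not. The paper gives 295 genes called in Het-CKO vs. CTL alone at 3 weeks, against 11 here. Settings within were 293 with median scaling and 345 with the series value table, and 14 were not. The paper gives 415 genes called in Hom-CKO vs. CTL alone at 3 weeks, against 2375 here, and 593 with the methods' t-test with adjustment was within while 15 other settings were not. The paper gives 74 genes called in Hom-CKO vs. Het-CKO and Hom-CKO vs. CTL without the other comparison at 3 weeks, against 2725 here, with 0 of 16 settings within. The paper gives 509 genes called in Het-CKO vs. CTL and Hom-CKO vs. CTL without the other comparison at 3 weeks, against 94 here. Settings within were 651 with median scaling, 727 with the series value table and 713 with the methods' t-test without adjustment, and 13 were not. The paper gives 5 genes called in all 3 comparisons at 3 weeks, against 10 here. Settings within were 6 with the lower floor, 6 with the strict filter, 4 with array weights and 4 with the replicate block, and 12 were not. The paper gives 0 genes called between the ages in CTL and Het-CKO without the other comparison, against 453 here, and 0 with the methods' t-test with adjustment was within while 15 other settings were not. The paper gives 1 gene called between the ages in CTL and Hom-CKO without the other comparison, against 768 here, with 0 of 16 settings within. The paper gives 24 genes called between the ages in Het-CKO and Hom-CKO without the other comparison, against 298 here. Settings within were 25 with adjusted p and the size threshold and 33 with unadjusted p and the size threshold, and 14 were not. The paper gives 1 gene called in all 3 comparisons of the ages, against 841 here, and 1 with only the compared arrays in the fit was within while 15 other settings were not.

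The paper gives 78 genes at 2 weeks, 35 of them higher, and names neither the genotypes compared nor a p threshold for them. Here 128 and 81 had an absolute log2 fold change of at least 1 and an adjusted p under 0.05 in Hom-CKO vs. Het-CKO hearts, and the counts at an unadjusted p were not within either. The paper's largest fall at 2 weeks is 77%, against 87.2% here, and 80.9% with normexp was within while 15 other settings were not. The paper's largest rises are 2.44-fold at 2 weeks and 7.57-fold at 3 weeks, against 11.1-fold and 28.7-fold here, and none of 16 settings was within for either. The paper's largest fall and rises refer to its Tables 1 and 2, whereas the values here are over all tested probes with a name. Among Table 2 genes found by accession the largest ratios here were 4.21 at 2 weeks and 7.56 at 3 weeks. The gap in the rise at 3 weeks thus lies in the set of genes. Among those of Table 1 the lowest ratio at 2 weeks was 0.279.

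Pathway members here are lists of this re-analysis, since the paper's are in supplementary tables not used here. The p-values of each follow in the order Hom-CKO vs. CTL and then Hom-CKO vs. Het-CKO at 2 weeks, and the same 2 at 3 weeks, unless stated. The paper's Fisher p for SOCS-box substrate receptors is 0.002256, 2.24E-06, 9.70E-07 and 1.36E-08, against 0.332, 0.702, 0.152 and 0.300 here. In SOCS-box substrate receptors, Hom-CKO vs. Het-CKO at 3 weeks, 0.0374 with the strict filter and 0.0324 with genes called at an unadjusted p were within, and 15 settings were not. For the other 3 comparisons of SOCS-box substrate receptors, 0 of 16 settings were within. The paper's Fisher p for F-box substrate receptors is 4.78E-09, 1.53E-14, 1.82E-09 and 1.20E-15, against 1, 0.717, 0.529 and 0.160 here. In F-box substrate receptors, Hom-CKO vs. Het-CKO at 3 weeks, 0.0202 with median scaling, 0.0276 with normexp, 0.0244 with the series value table, 0.0396 with no filter on dim probes, 0.0491 with the strict filter and 0.0295 with the methods' t-test without adjustment were within, and 10 settings were not. For the other 3 comparisons of F-box substrate receptors, 0 of 16 settings were within. The paper's Fisher p for autophagy is 1.39E-11, 2.20E-16, 6.44E-16 and 2.20E-16, against 0.879, 0.880, 0.824 and 0.357 here. In autophagy, Hom-CKO vs. Het-CKO at 3 weeks, 0.0481 with only the compared arrays in the fit was within, and 15 settings were not. For the other 3 comparisons of autophagy, 0 of 16 settings were within. The paper's Fisher p for microtubule-related genes is 2.20E-16, 2.20E-16, 2.20E-16 and 2.20E-16, against 0.349, 0.209, 0.214 and 0.648 here. In microtubule-related genes, Hom-CKO vs. CTL at 2 weeks, 0.0312 with median scaling, 0.0338 with the series value table and 0.00184 with the methods' t-test without adjustment were within, and 13 settings were not. In microtubule-related genes, Hom-CKO vs. Het-CKO at 2 weeks, 0.0303 with the methods' t-test without adjustment, 0.0447 with adjusted p and the size threshold and 0.0454 with the replicate block were within, and 13 settings were not. For the other 2 comparisons of microtubule-related genes, 0 of 16 settings were within. The paper's Fisher p for vesicle trafficking is 1.39E-11, 2.20E-16, 2.20E-16 and 2.20E-16, against 0.989, 0.834, 0.941 and 0.871 here. For vesicle trafficking, 0 of 16 settings were within in any of the 4. The paper's Fisher p for chromatin remodeling is 6.90E-09, 2.20E-16, 2.20E-16 and 2.09E-15, against 0.699, 0.843, 0.679 and 0.949 here. In chromatin remodeling, Hom-CKO vs. CTL at 2 weeks, 0.0256 with genes called at an unadjusted p was within, and 16 settings were not. For the other 3 comparisons of chromatin remodeling, 0 of 16 settings were within. The paper's Fisher p for endocytosis is 8.46E-06, 2.20E-16, 7.33E-15 and 1.84E-14, against 0.867, 0.683, 0.713 and 0.657 here. For endocytosis, 0 of 16 settings were within in any of the 4. The paper's Fisher p for ATP synthases is 6.05E-06 for Hom-CKO vs. Het-CKO at 2 weeks, 4.04E-06 for Hom-CKO vs. CTL at 3 weeks and 0.006758 for Hom-CKO vs. Het-CKO at 3 weeks, against 1, 0.627 and 0.802 here. In ATP synthases, Hom-CKO vs. CTL at 3 weeks, 0.00572 with median scaling and 0.00700 with the series value table were within, and 14 settings were not. For the other 2 comparisons of ATP synthases, 0 of 16 settings were within. The paper's Fisher p for cell death is 1 for Hom-CKO vs. CTL at 2 weeks, 1 for Hom-CKO vs. CTL at 3 weeks and 1 for Hom-CKO vs. Het-CKO at 3 weeks, against 0.0387, 0.0255 and 0.0257 here. In cell death, Hom-CKO vs. CTL at 2 weeks, 0.583 with median scaling, 0.122 with normexp, 0.594 with the series value table, 0.0952 with marked spots kept, 0.219 with the lower floor, 0.522 with the higher floor, 0.366 with no filter on dim probes, 0.219 with the strict filter, 1 with only the compared arrays in the fit, 1 with the methods' t-test with adjustment, 0.140 with adjusted p and the size threshold, 0.166 with unadjusted p and the size threshold, 0.118 with trend and robust and 0.202 with the replicate block were within, and 2 settings were not. In cell death, Hom-CKO vs. CTL at 3 weeks, 0.453 with only the compared arrays in the fit, 0.350 with the methods' t-test with adjustment, 0.0833 with the methods' t-test without adjustment, 0.333 with adjusted p and the size threshold and 0.347 with unadjusted p and the size threshold were within, and 11 settings were not. In cell death, Hom-CKO vs. Het-CKO at 3 weeks, 0.0669 with the lower floor, 0.1 with the strict filter and 0.0743 with array weights were within, and 13 settings were not.

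The paper's folds of Syp in Table 1 are 0.23 for Hom-CKO vs. Het-CKO at 2 weeks, 0.16 for Hom-CKO vs. Het-CKO at 3 weeks and 0.71 for 3 vs. 2 weeks in Hom-CKO, against 1.01, 0.825 and 1.18 here, and 1.06 with normexp was within for 3 vs. 2 weeks in Hom-CKO. For the other 2 folds of Syp none of 20 settings was within, and for this one 19 were not. The paper's folds of Lad1 in Table 1 are 0.41 for Hom-CKO vs. Het-CKO at 2 weeks and 0.48 for Hom-CKO vs. Het-CKO at 3 weeks, against 0.778 and 0.752 here. The other 21 settings for Lad1 were not within. The paper's fold of Slc22a4 in Table 2 is 3.37 for 3 vs. 2 weeks in CTL, against 1.43 here, and 2.48 with the lower floor was within for 3 vs. 2 weeks in CTL. The other 19 settings for Slc22a4 were not within. The paper's levels of Klhdc1 are about 3.8, about 2.6, about 1.7, about 5.2, about 4.1 and about 1.7 in Fig. 5C, read by eye, for CTL, Het-CKO and Hom-CKO hearts at 2 weeks and then at 3 weeks, against 11.0, 10.4, 6.6, 14.8, 14.4 and 7.2 here on the scale of the median probe, and neither of 2 other scalings was within. The accession of Syp in Table 1 matched no probe, and the gene was read from a probe with its symbol.

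The paper names Cacna1s, Mylk2, Ppp1r3g and Ptgfr among the genes called in all 3 genotype comparisons at 3 weeks. Of these only Ptgfr was called in all 3 by limma here (log2 fold change -1.04, -2.25 and -1.21 for Hom-CKO vs. Het-CKO, Hom-CKO vs. CTL and Het-CKO vs. CTL, the last with adjusted p = 0.0345). Ptgfr lay at the floor in Hom-CKO hearts, so the size of its falls there depends on the floor. Cacna1s was called against CTL in Hom-CKO hearts, above background on no array, and in Het-CKO hearts, above background on 1 of 3. It was not called between them under any setting run, and both groups lay near background. Mylk2 was called in Hom-CKO hearts against both others, not in Het-CKO vs. CTL (adjusted p = 1, both groups at the floor). Ppp1r3g was above background on all 3 arrays of no group and was not tested.

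The paper states that, with few exceptions, the genes of Tables 1 and 2 had similar levels at both ages in CTL and in Het-CKO hearts. Of 24 genes of Table 1 tested here, 14 were called with age in CTL, 11 in Het-CKO and 10 in Hom-CKO hearts. Table 2 had 6, 4 and 26 of 28 in the same order. These counts come from limma fitted to all groups. Over all probes that fit called 4423 with age in CTL hearts, against 8 with only the compared arrays and 9 with array brightness as a covariate. The median residual variance of the CTL groups was 1.77 times that of the other 4 groups. The counts in CTL hearts thus depend on the fit and do not settle the paper's statement.

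The paper states that Fbxo14 fell against CTL and not against Het-CKO hearts. Its brighter probe was called in no comparison (adjusted p = 0.0808 and 0.234 against Het-CKO, 0.143 and 0.139 against CTL hearts at 2 and 3 weeks). The dimmer probe fell against Het-CKO hearts at both ages (-0.53, adjusted p = 0.0332; -0.65, adjusted p = 0.00242) and against CTL hearts at 3 weeks (-1.01, adjusted p = 4.63e-05), not at 2 weeks (-0.46, adjusted p = 0.0699). Asb14 is stated as lower in Hom-CKO hearts at both ages, and at 2 weeks it was called against CTL (-0.44, adjusted p = 0.0323), not against Het-CKO hearts (-0.19, adjusted p = 0.439) under any setting run. At 3 weeks it was called against both (-0.72 and -1.23). It is also stated as lower after loss of 1 allele, and in Het-CKO vs. CTL hearts it was called lower at 3 weeks (-0.52, adjusted p = 0.0428), not at 2 weeks (-0.25, adjusted p = 0.275).

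The paper describes falls of calcium and sarcomere genes at 3 weeks. Pln (-0.22, adjusted p = 0.203) and the brighter Atp2a2 probe (-0.07, adjusted p = 0.748) were not called by limma. Median scaling and the series value table called both as lower, and array weights called Pln (adjusted p = 0.00118 to 0.0418 for Pln and 0.0303 to 0.0308 for Atp2a2). The dimmer Atp2a2 probe was called lower (-1.16, adjusted p = 0.00566). Tpm1 was called (-0.85, adjusted p = 0.00125), and the Actc1 probe was saturated on 13 of 18 arrays and is not compared. Genes drawn in the networks as not differentially expressed included several that were called here in Hom-CKO vs. Het-CKO hearts. Called at 2 and 3 weeks were Pam (0.54 and 0.80), C1qtnf4 (-0.69 and -0.80), Bcl2 (0.59 and 0.73) and Myl9 (0.45 and 0.56). At 3 weeks Sqstm1 (0.56), Tpm2 (0.64), Traf3 (0.88), Myo9b (0.62), Kif5b (0.48) and Eml1 (0.30) were called.

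The paper ranks Prkag3, Cilp, Cdkl1 and Parp6 among the largest rises at 2 weeks, and here Gdf15 led with a log2 fold change of 3.31, against 1.30, 1.33, 1.31 and 1.26 for those. Aryl hydrocarbon receptor activity is described as lower at 3 weeks, and this list did not pass here (mean log2 fold change 0.08, camera, adjusted p = 0.547). Both sexes are stated for each group, whereas Xist was at the floor on all 3 Het-CKO arrays at 3 weeks and on no array of CTL or Het-CKO hearts at 2 weeks. Fbxo31, Klhl41 and Klhdc1 are stated as lower at both ages, and each was called lower against Het-CKO and CTL hearts at 2 and 3 weeks.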

Other observations

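Chosen after the result was seen were the tests of a lower share of cardiomyocyte RNA, of the 2 ages as separate sets of arrays and of postnatal development, and those with the Y-linked and the brightness covariate, and the other tests were set before. Of 24 genes of branched-chain amino acid degradation, Mccc1 (-0.54, adjusted p = 0.0121), Mccc2 (-0.57, adjusted p = 0.0144) and Dbt (-0.43, adjusted p = 0.0263) fell in Hom-CKO vs. Het-CKO hearts at 2 weeks (camera, adjusted p = 3.71e-05, and 0.135 with an estimated correlation). At 3 weeks 12 fell and 0 rose, among them Mccc1 (-0.99), Mccc2 (-0.78), Mmut (-0.69), Aldh6a1 (-0.63) and Dbt (-0.53), with camera p of 8.55e-07 and 0.0908. Oxidative phosphorylation, 71 genes, was lower at 2 weeks (camera, 0.000230 and 0.124), with Ndufaf1 called (-0.60, adjusted p = 0.000595). At 3 weeks (0.000108 and 0.111) 12 of its genes fell, with Cox7b2 (-1.03), Ndufaf1 (-0.82), Ndufaf6 (-0.61) and Cox7a1 (-0.51) the largest, and 4 rose, Ndufaf5 among them (0.45). Glycolysis and glycogen passed at 2 weeks (34 genes, 3 lower; camera, 0.00552 and 0.519) and not at 3 weeks (0.510), where 4 rose, Slc2a1 among them (1.33, adjusted p = 0.00140), and 6 fell. Mccc1 lost its call at 2 weeks without Hom-CKO replicate 2 or Het-CKO replicate 2 or 3 (adjusted p = 0.0549 to 0.0671) or under 2 other settings (adjusted p = 0.0754 to 0.0961), and Mccc2 lost its call at 2 weeks without Hom-CKO replicate 1 or Het-CKO replicate 2 or 3 (adjusted p = 0.0710 to 0.0895) or under 2 other settings (adjusted p = 0.0588 to 0.105). Dbt lost its call at 2 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 1, 2 or 3 (adjusted p = 0.0670 to 0.114), with the replicate number as a block (adjusted p = 0.0519) or with the Y-linked covariate (adjusted p = 0.142), and Mmut lost its call at 3 weeks without Hom-CKO replicate 2 or Het-CKO replicate 1 (adjusted p = 0.0853 to 0.106) or under 5 other settings (adjusted p = 0.0591 to 0.329). Ndufaf5 lost its call at 3 weeks without Hom-CKO replicate 2 or Het-CKO replicate 1 (adjusted p = 0.0833 to 0.0852) or under 3 other settings (adjusted p = 0.104 to 0.110). Mccc2, Aldh6a1, Cox7a1 and Slc2a1 at 3 weeks and Ndufaf1 at 2 weeks lost their calls with the methods' t-test after adjustment (adjusted p = 0.0518 to 0.124). Cox7b2 at 3 weeks lost its call under 1 or more other settings (adjusted p = 0.505).

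These marker lists passed in none of Hom-CKO vs. Het-CKO at 2 weeks, at 3 weeks and 3 vs. 2 weeks in Hom-CKO hearts (camera, adjusted p in that order). With the replicate number as a block smooth muscle and pericyte markers (adjusted p = 0.0472) and erythroid markers (0.0471) passed with age in Hom-CKO hearts. Atrial and conduction markers passed in Hom-CKO vs. Het-CKO at 2 weeks without Het-CKO replicate 3 (camera, adjusted p = 0.0418). Smooth muscle and pericyte markers had 0.258, 0.616 and 0.0590, with Smtn lower at 3 weeks (-0.45) and Rgs5 lower with age (-0.77). Erythroid markers had 0.982, 0.429 and 0.0521, with Alas2 (0.63), Eraf (0.94) and Hbb-y (0.86) higher with age. Atrial and conduction markers had 0.270, 0.715 and 0.715, with Dkk3 higher (1.15) and Tbx3 lower (-0.50) at 3 weeks. Skeletal muscle markers had 0.408, 0.978 and 0.161, with Mybpc2 higher (1.28) and Tnni2 lower (-1.74) at 3 weeks. Adipocyte markers had 0.850, 0.154 and 0.577, with Pparg (1.09) and Cidea (0.55) higher at 3 weeks. Sex-linked genes had 0.293, 0.293 and 0.602, with 0 called at either age by limma. Smtn lost its call at 3 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 1 or 3 (adjusted p = 0.0682 to 0.113) or under 2 other settings (adjusted p = 0.0925 to 0.186), and Hbb-y lost its call between ages in Hom-CKO hearts without Hom-CKO 2-week replicate 1, 2 or 3 or Hom-CKO 3-week replicate 1, 2 or 3 (adjusted p = 0.0603 to 0.110), with the replicate number as a block (adjusted p = 0.0505) or under 3 other settings (adjusted p = 0.0565 to 0.454). Dkk3 lost its call at 3 weeks without Het-CKO replicate 1 (adjusted p = 0.0650) or under 3 other settings (adjusted p = 0.0521 to 0.167), and Tbx3 lost its call at 3 weeks without Hom-CKO replicate 1 or 2 or Het-CKO replicate 2 or 3 (adjusted p = 0.0524 to 0.0800) or under 3 other settings (adjusted p = 0.0554 to 0.0733). Cidea lost its call at 3 weeks without Hom-CKO replicate 1, 2 or 3 or Het-CKO replicate 2 (adjusted p = 0.0505 to 0.104) or under 2 other settings (adjusted p = 0.0654 to 0.1). Rgs5 between ages in Hom-CKO hearts lost its call with the methods' t-test after adjustment (adjusted p = 0.0801). Alas2 and Eraf between ages in Hom-CKO hearts lost their calls under 1 or more other settings (adjusted p = 0.0711 to 0.208).

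In some of these tests the median or the mean of a list has the other sign than the test. At 2 weeks this held for F-box receptors, autophagy, ATP synthases, the aryl hydrocarbon receptor pathway, complement, lymphocyte, erythroid and adipocyte lists. At 3 weeks it held for ATP synthases, proteasome, adult sarcomere, eicosanoid, cell cycle, atrial and skeletal muscle lists. With age in Hom-CKO hearts it held for vesicle trafficking, endocytosis, signalosome, adult sarcomere, glycolysis, fibrosis, lymphocyte and atrial lists.

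Fibroblast and matrix genes were higher in Hom-CKO than in Het-CKO hearts at 3 weeks. A lower share of cardiomyocyte RNA would raise the markers of every other cell type alike. Fibroblast markers rose (mean log2 fold change 0.34, 7 of 19 higher) and endothelial markers fell (-0.30, 3 of 20 lower). Neither list passed with an estimated correlation (camera, adjusted p = 0.325 and 0.111). The difference between fibroblast and endothelial markers was 0.521 larger in Hom-CKO hearts (2.00 ± 0.10 against 1.47 ± 0.11, SD, n = 3). The smallest Hom-CKO value was 1.92 and the largest Het-CKO value 1.54, which argues against a lower share of cardiomyocyte RNA as the whole cause. This test was chosen after the marker changes were seen. A lower share together with a separate fall of endothelial markers was not tested and stays open. With array brightness as a covariate the fibrosis list kept 0.994 of its mean (0.66, camera, adjusted p = 5.67e-13), which argues against brightness as the whole cause. More fibroblasts or a change within them may account for the pattern, and these stay open.

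Y-linked and X-linked transcripts differed between the groups of arrays, so the sex of the mice might account for calls in Hom-CKO vs. Het-CKO at 3 weeks. With the level of 3 Y-linked genes as a covariate, the log2 fold changes of the probes called kept a median of 0.996 of their size (quartiles 0.903 and 1.09), and 100% kept their sign. This argues against sex as the cause of these calls as a set. With the covariate 2597 probes were called, of which 2380, 62.3% of the 3822, were shared. An effect of sex on single genes stays open.

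limma called 4423 probes between the ages in CTL hearts and the methods' t-test 18. A larger spread within the CTL groups is a candidate explanation of the gap, and their median residual variance was 1.77 times that of the other 4 groups. The calls may reflect postnatal development, as the cell cycle list was lower at 3 weeks in CTL hearts (camera, adjusted p = 4.42e-07). That list did not pass with an estimated correlation. They may also reflect arrays processed as separate sets for the 2 ages, since 90.8% of the probes called ran the same way in Het-CKO hearts. Age and set cannot be told apart, since each age was scanned as its own set.

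Each comparison of 3 with 3 arrays has 10 splits, too few for a share under 0.05, and the real split is given with the highest other. For Hom-CKO vs. Het-CKO these were 842 and 1 at 2 weeks and 3822 and 7 at 3 weeks, for Hom-CKO vs. CTL 802 and 0, and 5204 and 3, and for Het-CKO vs. CTL 436 and 0 at 2 weeks. For Het-CKO vs. CTL at 3 weeks they were 157 and 292, so 2 of 10 splits called as many, the real one included. The other split set CTL replicate 1 with Het-CKO replicates 1 and 3. Between the ages they were 4423 and 774 in CTL, 2173 and 1 in Het-CKO, and 3725 and 6 in Hom-CKO hearts, and all other comparisons had 1 of 10. Lists past the threshold were 10 and 7 in Hom-CKO vs. Het-CKO at 2 weeks, 10 and 18 at 3 weeks (4 of 10 splits) and 12 and 12 with age in Hom-CKO hearts (2 of 10).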
